# Transcriptome of pleuropodia from locust embryos supports that these organs produce enzymes enabling the larva to hatch

**DOI:** 10.1186/s12983-019-0349-2

**Published:** 2020-01-16

**Authors:** Barbora Konopová, Elisa Buchberger, Alastair Crisp

**Keywords:** Appendage, Cuticle, Ecdysone, Embryo, Gland, Immunity, Moulting fluid, Orthoptera, RNA-seq, *Schistocerca gregaria*

## Abstract

**Background:**

Pleuropodia are limb-derived glandular organs that transiently appear on the first abdominal segment in embryos of insects from majority of “orders”. They are missing in the genetic model *Drosophila* and little is known about them. Experiments carried out on orthopteran insects 80 years ago indicated that the pleuropodia secrete a “hatching enzyme” that digests the serosal cuticle to enable the larva to hatch, but evidence by state-of-the-art molecular methods is missing.

**Results:**

We used high-throughput RNA-sequencing to identify the genes expressed in the pleuropodia of the locust *Schistocerca gregaria* (Orthoptera). First, using transmission electron microscopy we studied the development of the pleuropodia during 11 stages of the locust embryogenesis. We show that the glandular cells differentiate and start secreting just before the definitive dorsal closure of the embryo and the secretion granules outside the cells become more abundant prior to hatching. Next, we generated a comprehensive embryonic reference transcriptome for the locust and used it to study genome wide gene expression across ten morphologicaly defined stages of the pleuropodia. We show that when the pleuropodia have morphological markers of functional organs and produce secretion, they are primarily enriched in transcripts associated with transport functions. They express genes encoding enzymes capable of digesting cuticular protein and chitin. These include the potent cuticulo-lytic Chitinase 5, whose transcript rises just before hatching. Unexpected finding was the enrichment in transcripts for immunity-related enzymes. This indicates that the pleuropodia are equipped with epithelial immunity similarly as barrier epithelia in postembryonic stages.

**Conclusions:**

These data provide transcriptomic support for the historic hypothesis that pleuropodia produce cuticle-degrading enzymes and function in hatching. They may also have other functions, such as facilitation of embryonic immune defense. By the genes that they express the pleuropodia are specialized embryonic organs and apparently an important though neglected part of insect physiology.

## Background

An integral part of insect embryogenesis is the transient appearance of enigmatic glandular organs on the first abdominal segment (A1) that are called pleuropodia [1, 2] (Fig. 1a-c). While many temporary structures of animal embryos have no use the pleuropodia appear to be functional organs. What exactly their function is remains uncertain. The pleuropodia originate by a peculiar modification of a pair of limb buds [3–5] and form external vesicles in some species while in others they sink down into the body wall (reviewed in e.g., [2, 6, 7]). The pleuropodia have been found in at least some species of nearly all insect “orders”, but are absent in some, like Diptera, Hymenoptera and advanced Lepidoptera such as silkworms (e.g., [5–29]). Perhaps because the pleuropodia are missing in larvae and do not develop in the genetic model *Drosophila*, they have been neglected in recent decades. The genes expressed during the active stages of pleuropodia are unknown.

**Fig. 1:**
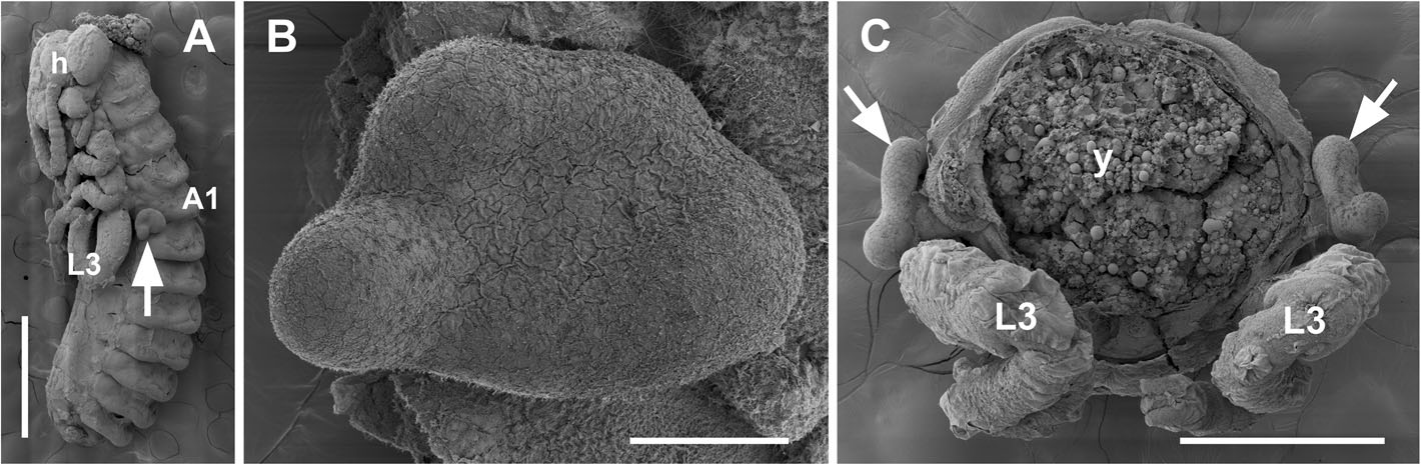
External morphology of fully developed pleuropodia in embryos of a locust *Schistocerca gregaria*. Scanning electron microscopy (SEM) images show pleuropodia that have just reached final cellular differentiation, stage 8 days in Fig. 2. (**a**) Whole embryo, yolk was removed. (**b**) Enlarged left pleuropodium. (**c**) Cross section through A1. Pleuropodium is marked with an arrow. A1, the first abdominal segment; h, head; L3, hind (third) leg; y, yolk. Scale bars: in (**a**), 1 mm; in (**b**), 100 μm; in (**c**); 500 μm

Eighty years ago Eleanor Slifer [30, 31] demonstrated that the pleuropodia of the grasshopper *Melanoplus differentialis* are necessary for the digestion of serosal cuticle (SC) before hatching. SC is a chitin and protein-containing sheet structurally similar to larval and adult cuticles and is produced by extraembryonic serosa in early embryogenesis [32, 33]. SC makes a layer just under the chorion and forms a sac-like structure around the embryo and yolk. Shortly before hatching the inner layer of SC (procuticle), which forms the major part of the cuticle, disappears. When Slifer [30] removed pleuropodia from embryos, SC remained thick and the hatching larva could not break through it to get out of the egg. She proposed that pleuropodia secrete the “hatching enzyme”. The exact molecular composition of this substance is unknown, but we may assume that it is similar to the cuticle degrading moulting fluid (MF) that is released by larval epidermis under the old cuticle when the insect is preparing to moult [34].

In a few insects the ultrastructure of the cells in the pleuropodia was examined by transmission electron microscopy (TEM). These studies showed that the organs are primarily formed by an epithelium with morphological features of transporting and secretory epithelia [20, 25, 35–39]. In some insects, including orthopterans, the cells produce some secretion, but it is not clear if this is equivalent to the “ecdysial droplets” [40] carrying the MF. Some of Slifer’s experiments [30] were successfully repeated on other orthopterans [41] and an extract from pleuropodia was capable of digesting pieces of SC [42], but validation by genetic methods, such as that the pleuropodia express genes for cuticle-degrading enzymes, is missing.

Endocrinologists Novak and Zambre [43] questioned Slifer’s conclusions by arguing that according to her hypothesis SC would be digested in an unusual way compared to a typical larval cuticle. During larval moulting epidermal cells deposit a cuticle and subsequently the same epidermal cells, not a special gland, secrete MF. Therefore, they [43] proposed that the SC degrading enzymes would most probably be secreted by the serosa itself. Based on their studies in the locust (swarming grasshopper) *Schistocerca gregaria*, they suggested that the pleuropodia reach the peak of their activity in young embryos during katatrepsis and stimulate the serosa, to secrete the “hatching enzyme”. At katatrepsis the serosa is still present, but from that on it starts to shrink and completely degenerates by the time of dorsal closure in mid-embryogenesis [44]. Novak and Zambre [43] proposed that the stimulating substance released by the pleuropodia is likely a small molecule with the properties of the moulting hormone ecdysone or ecdysone itself and they carried out experiments in support of that. When a homogenate from pleuropodia was injected into the abdomen of the final instar larva of *Drosophila* that had been isolated (by a ligature) from the ecdysone producing prothoracic gland, the cuticle darkened like at pupariation. A similar effect was achieved by injection of ecdysone.

As a first step towards understanding the function of the pleuropodia we identified the genes that they express. We chose *S. gregaria* as a model, because first, it has large embryos (eggs > 7 mm long) and external pleuropodia that can easily be dissected out, second, previous experimental studies addressing the function of pleuropodia were carried out in orthopterans, and third, it is a model pest that is also used for physiological and developmental-genetic studies. Using TEM we were able to examine 11 developmental stages of the pleuropodia at high resolution. This helped us to identify when exactly the organs are fully developed and produce secretion. No detailed staging system using TEM exists for the pleuropodia of *S. gregaria* or any other orthopteran. Using high-throughput RNA sequencing (RNA-seq) we sequenced transcriptomes of ten morphologically defined stages of the pleuropodia and similarly aged hind legs and performed differential gene expression analysis between the two appendages. This enabled us to identify the transcripts enriched in the pleuropodia. The leg was chosen for comparison because the pleuropodium is a modified leg. The goal of this paper was to investigate whether the gene expression profile of the fully developed and secreting pleuropodia supports that these organs produce the “hatching enzyme”. We show that the pleuropodia of *S. gregaria* indeed express genes for some of the cuticle degrading enzymes previously identified in the MF. This brings a trancriptomic support for the Slifer’s historic hypothesis [30, 31]. As a part of our study we assembled a full embryonic transcriptome of *S. gregaria*, whose genome has not been sequenced yet.

## Results

### Development of pleuropodia in the course of *S. gregaria* embryogenesis

Under our incubation conditions (see Methods) *S. gregaria* embryogenesis lasts 14.5 days (100 % developmental time, DT) (Fig. 2a, Additional file 1: Figure S1). We followed the development of the pleuropodia from the age of 4 days (27.6 % DT), when all appendages are similar looking short buds, until just before hatching, day 14 (Fig. 2b, Additional file 1: Figures S2-S3). Simultaneously, we followed the development of the hind leg, which we used for comparison.

**Fig. 2:**
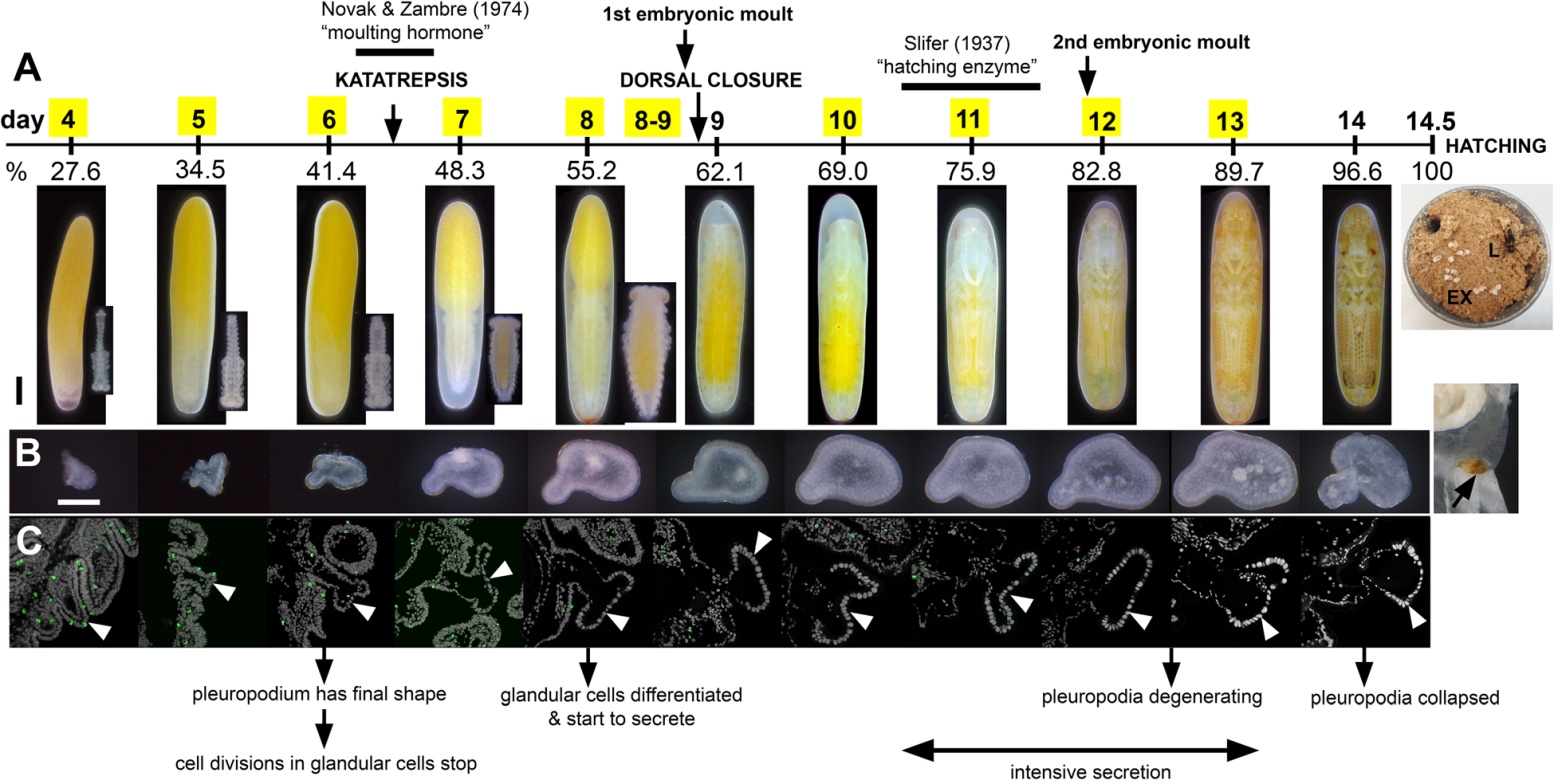
Summary of the development of pleuropodia in *S. gregaria* embryos. (**a**) Scheme of *S. gregaria* embryogenesis marking key developmental events in the embryos and timing of the two experiments on pleuropodia. Numbers above the scale are days from egg-laying, numbers below the scale are percent of embryonic developmental time. Yellow boxes indicate the stages that were sampled for RNA-seq. Eggs with the developing embryos at each stage are shown below the scale, insets for the 4–8 day stages show the embryo dissected out from the egg. (**b**) External features of the developing pleuropodia; after hatching part of the stretched exuvia is shown; the degenerated pleuropodium is marked with an arrow. (**c**) Paraffin sections through the pleuropodium and surrounding tissue. Pleuropodia are marked with arrowheads. Anti-Phospho-Histone H3 antibody (green) detects cell divisions in the immature glandular cells (tip of appendage bud) on day 4 and 5, not in later stages. The pleuropodial stalk cells, haemocytes entering the pleuropodia and cells in other tissues were labeled. Nuclei (grey) enlarge from day 6. The text below the pictures refers to the main events in the glandular cells. EX, exuvia; L, larva. Scale bars: in (**a**) (eggs), 1 mm; in (**b**), 0.2 mm. Background was cleaned in photos in (**a**) (see Methods)

We traced cell divisions in the pleuropodia by using Phospho-Histone H3 as a marker (Fig. 2c). The glandular cells were labeled only in the days 4 and 5. From day 6 onwards no cell divisions were detected and the nuclei started to enlarge as the cells became polyploid [45].

Although the pleuropodia get their final external mushroom-like shape just before the embryos undergo katatrepsis (day 6; 41.4 % DT) (Fig. 2a,b), (Fig. 3) the glandular cells fully differentiate only later, shortly before dorsal closure (day 8; 55.2 % DT). The differentiated cells (Fig. 3c-e, j-p), compared to the immature ones (Fig. 3f-i) have fully developed apical microvilli, abundant mitochondria below the microvilli and some inside the microvilli, developed rough and smooth endoplasmic reticula. The cells form a single-layered epithelium and secretion granules inside and outside of them become visible (Fig. 3a-e, j). The granules outside of the cells first appear at the base and in between the long apical microvilli (brush-border) (Fig. 3e,j). Similarly as it has been observed in other insects [25, 35–39], the whole pleuropodium is covered with a thin embryonic cuticle (“the first embryonic cuticle”, EC1); the tips of the microvilli produce fibrous material that is a part of this cuticle (Fig. 3e) (compare with similar fibers above the leg epidermis in Additional file 1: Figure S4).

**Fig. 3:**
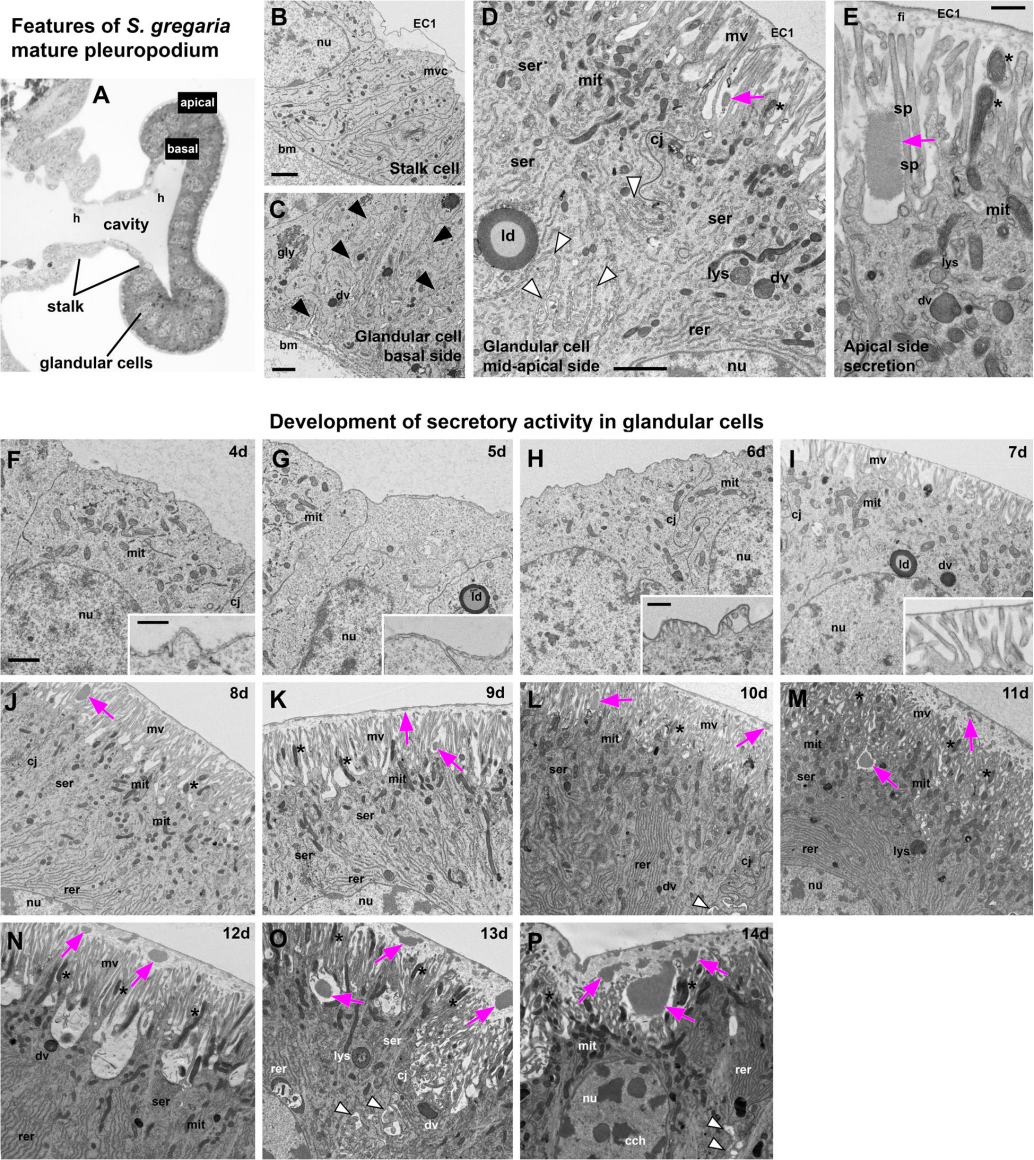
Ultrastructure and development of secretory activity in pleuropodia of *S. gregaria*. (**a**)-(**e**) Main features of the cells in the fully formed pleuropodia. Pleuropodia just before dorsal closure are shown: (**a**-**d**), 8 days; (**e**), 8.5 days. (**a**) Cross section through the pleuropodium. Apical (“outer”) and basal (“inner”) side of the cells is labeled. (**b**) Stalk cell. The short microvilli at the apical side are associated with the deposition of fibres in the embryonic cuticle (EC1). (**c**)-(**e**) Glandular cells. Note in (**e**) that the secretion granule is located at the base of the microvilli (brush-border); the tips of the microvilli produce fibrous material that is a part of the embryonic cuticle (EC1). (**f**)-(**p**) Ontogenesis of the glandular cells. Note the development of the microvilli, which is for day 4–7 shown at higher magnification in insets (**f**)-(**i**) (compare with fully developed microvilli shown at high magnification in (**d**) and (**e**)), accumulation of mitochondria below, mitochondria entering the microvilli, presence of smooth and rough endoplasmic reticula and the onset of secretion (appearance of secretion granules within and above the microvilli). (**a**) is a toluidine blue stained semithin section, (**b**)-(**p**) TEM micrographs. Secretion granules are marked with magenta arrows. Asterisks mark mitochondria inside microvilli. Black arrowheads mark the infolding of the basal plasma membrane (basal labyrinth) shown in (**c**), white arrowheads mark the spaces between neighboring cells. bm, basement membrane; cch, condensed chromatin; cj, cell junction; dv, dense vesicle; EC1, the first embryonic cuticle; gly, glycogene; ld, lipid droplet; mit, mitochondria; mv, microvilli; nu, nucleus; rer, rough endoplasmic reticulum; ser, smooth endoplasmic reticulum; sp., “spot” of a different electron-density in the pleuropodial granules. Scale bars: in (**b**), (**c**), (**d**), (**e**) and (**f**) for (**f**)-(**p**), 2 μm; inset in (**f**) for inset in (**f**) and (**g**), 500 nm, inset in (**h**) for inset in (**h**) and (**i**), 500 nm

As development progresses the secretion granules (inside and outside the cells) become more abundant and are present also above the microvilli (Fig. 3k-p). On day 12 the apical side of the glandular cells changes: clusters of microvilli (usually at the borders between cells) elevate (Fig. 3n). Later the cells show signs of degeneration, the chromatin condenses and the cell content becomes disorganized (Fig. 3o,p). Large secretion granules are still abundant and probably released even on the last day before hatching, when the pleuropodia have shrunk and collapsed (Figs. 2b,3p).

When the embryo moults (embryonic cuticle that had been deposited by the epidermal cells of the embryo detaches from these cells, which then secrete a new cuticle), first at about 8.5 days and again just before 12 days (Fig. 2a, Additional file 1: Figure S4), ecdysial droplets are present below the apolysed cuticle. These droplets are very similar at both moults (compare Fig. 4a and b; also shown in Additional file 2: Figure S4f and i). They are very similar, but not identical to the granules released by the pleuropodia (compare Fig. 4c and d). The glandular cells of the pleuropodia do not moult and keep the cuticle EC1 their whole life-time.

**Fig. 4:**
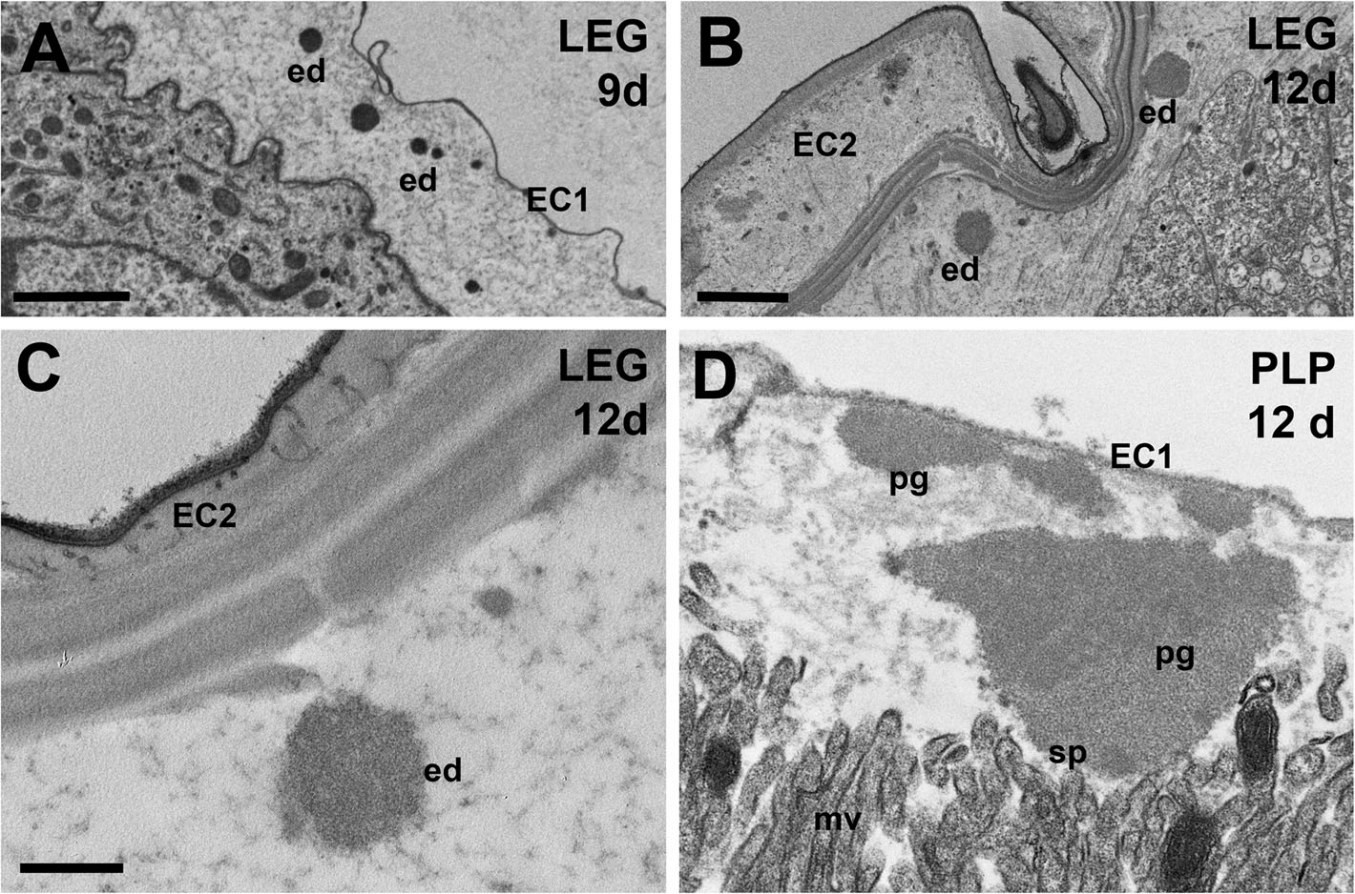
Granules secreted from pleuropodia of *S. gregaria* resemble ecdysial droplets. Release of ecdysial droplets by embryonic epidermis on a hind leg during the first (**a**) and the second (**b**) embryonic moult, on day 9 and day 12, respectively. (**c**) Ecdysial droplet secreted during the second embryonic moult at higher magnification and (**d**) granules secreted from pleuropodia at the same developmental stage. The pleuropodial granules are typically larger, less compact and with non-homogeneous electron density. EC1, EC2, the first and second embryonic cuticles; ed, ecdysial droplets; mv, microvilli; pg, granules secreted from the pleuropodia; PLP, pleuropodium; sp, “spot” of a different electron-density in the pleuropodial granules. Scale bars: in (**a**) and (**b**), 2 μm; in (**c**) for (**c**) and (**d**), 500 nm

At hatching, the larva enclosed in the apolysed second embryonic cuticle (EC2) leaves the eggshell and digs through the substrate up to the surface [46, 47]. Here the EC2 is shed and the degenerated pleuropodia are removed with it ([7]; Fig. 2a).

Therefore, the timing of the high secretory activity (from ±69 % DT until just before hatching) corresponds to the stages when Slifer [30] demonstrated the presence of the “hatching enzyme” (Fig. 2a). By contrast, pleuropodia from embryos around katatrepsis (± 41–48 % DT) that Novak and Zambre [43] used for their experiments do not appear fully differentiated and secretory yet. Next we looked at the genes expressed in the pleuropodia.

### Isolation of genes expressed in the pleuropodia of *S. gregaria* using RNA-seq

Prior to the gene expression analysis we prepared a comprehensive embryonic transcriptome that served as a reference (see Methods). It consists of 20,834 transcripts (Additional file 2: Table S1) and we aimed each transcript to represent one gene. The completeness of the transcriptome was assessed using the open-source software BUSCO (version 3) [48, 49]. 95.6, 96.3 and 94.6 % of the Metazoa, Arthropoda and Insecta orthologs, respectively, were found, a level comparable to published “complete” transcriptomes.

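The RNA-seq experiment compared the pleuropodia, glandular appendages of the first abdominal segment, with hind legs of embryos of the same age at 10 stages: days 4, 5, 6, 7, 8, 8-9, 10, 11, 12 and 13. It holds 20 libraries, 1 per tissue and stage, each made from mRNA of many dissected appendages, so a value at a single stage has no replicate. Libraries were sequenced as reads of 50 bases, except that the pair of day 8-9 was sequenced at a second centre as paired reads of 75 bases trimmed to 50. For this pair the paper's methods state that the mates were concatenated and treated as single reads, while the sample descriptions state that the reads of only 1 direction were analysed. The authors mapped the reads to their embryonic transcriptome with Bowtie2 (version 2.2.5), removed weakly expressed transcripts with HTSFilter and deposited RPKM values for 12988 transcripts. Within a library the RPKM of a transcript is a whole multiple of the value of 1 read, which gave back the reads behind the values: 99.99% of them came out whole within 0.05 reads, and 12987 transcripts received a length (median 1744 bases). The depth behind the RPKM was 27890839 to 36884143 reads (median 35863933.5) in legs and 15186076 to 36027340 reads (median 34390350.5) in pleuropodia, the lowest being the pleuropodia of day 8-9. The paper's Table S2 gives 16152357 to 38404015 mapped reads, while the RPKM rest on the recovered depths. For tests, libraries were grouped as 3 per tissue at days 4 to 6, at days 7 to 9 (7, 8 and 8-9) and at days 10 to 12, the last being the group that the paper treats as triplicates. RPKM were scaled by TMM, transcripts at 1 RPKM or more in at least 3 libraries were kept, and log2(RPKM + 0.5) was compared with limma-trend at a Benjamini-Hochberg adjusted p under 0.05, a scale that understates the fold change of weakly expressed transcripts. The SD of such a group spans different days, so it holds change with age as well as sampling error, and counting intervals at single stages cover counting error only.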

We generated a comparative RNA-seq dataset from ten stages of developing pleuropodia and hind legs (Fig. 2a). We dissected pleuropodia and legs from the embryos and sequenced their mRNAs. For each stage we performed a differential gene expression analysis between a sample from pleuropodia and a sample from legs (Fig. 2a, Additional file 2: Table S2). A principal component analysis (PCA) confirmed that pleuropodia and legs are not only morphologically similar at early stages, but share a transcriptomic landscape as well (Fig. 5a). 

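Pleuropodia and legs of day 4 had nearly the same transcriptome. On the first 2 principal components the tissues moved apart in the largest step between days 6 and 7. In the plane of the first 2 principal components the pleuropodia lay 1.83 from the legs at day 4, 7.00 at day 5, 30.2 at day 6, 94.5 at day 7 and 159 at day 13. The first component, with 58.4% of the variance, set the pleuropodia of day 7 and later (scores of -44.6 to -96.0) apart from every leg library (14.0 to 57.1) and from the young pleuropodia, which scored 56.6, 50.4 and 23.9 at days 4, 5 and 6. The second component, with 26.1%, ran with the age of the legs, from 34.0 at day 4 to -111 at day 13, while the pleuropodia stayed between 35.7 at day 4 and -12.7 at day 11. The pair of day 8-9, from the other sequencing centre, was 110 apart, against 114 for the pair of day 8. The components were computed on log2(RPKM + 0.5) after TMM scaling over the 500 most variable transcripts, and the distances are in those log2 units. With 1 library per tissue and stage the distances carry no error.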

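The transcript levels of the pleuropodia grew less like those of the legs with every few days of development. Across the 12987 transcripts, which are not independent replicates, Pearson's r of log2(CPM + 1) between the 2 tissues was 0.994 at day 4, 0.975 at day 5, 0.910 at day 6, 0.858 at day 7, 0.823 at day 8, 0.729 at day 10, 0.729 at day 11, 0.667 at day 12 and 0.609 at day 13. The pair of day 8-9, sequenced at the second centre, gave 0.826. Over the 10 stages these coefficients fell with age, with r = -0.993 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 8e-05 over the r and rho of 4 relations with day) and rho = -0.976 (permutation p = 2e-05, adjusted p = 8e-05). Without the 2 stages farthest from the median day, r was -0.988. Without the pair of day 8-9, which leaves the 9 stages of 1 sequencing centre, r was -0.994 (permutation p = 3e-05, adjusted p = 0.00024).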

The expression profiles diversify as the appendages progressively develop into completely different structures. The number of differentially expressed genes (DEGs) rises with age (Additional file 2: Table S3). 

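Transcripts more than 2-fold apart between the tissues, with an RPKM over 10 in the higher one, rose from 102 at day 4 to 412 at day 5, 1380 at day 6 and 2129 at day 7, and peaked at 4155 at day 11. At day 4, 41 were higher and 61 lower in the pleuropodia. At day 5 the higher ones prevailed, with 296 against 116, and at day 11 the lower ones, with 1034 higher and 3121 lower. At day 13 the counts were 1338 higher and 1573 lower. Over the 10 stages the total followed day with r = 0.865 (two-sided permutation p = 0.0014, adjusted p = 0.0028 over the r and rho of 4 relations) and rho = 0.879 (permutation p = 0.0019, adjusted p = 0.0030), with r = 0.890 after leaving out the 2 stages farthest from the median day. Without the pair of day 8-9 from the second centre r was 0.867 (permutation p = 0.0028, adjusted p = 0.0056). These counts use the deposited RPKM and no test, since each stage has 1 library per tissue. The direction of the late excess rests on the scaling: on TMM-scaled library sizes 1605 transcripts were higher and 1592 lower at day 11, and 1655 and 1509 at day 10, where the deposited RPKM give 1108 and 2371.

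**Figure D1:**
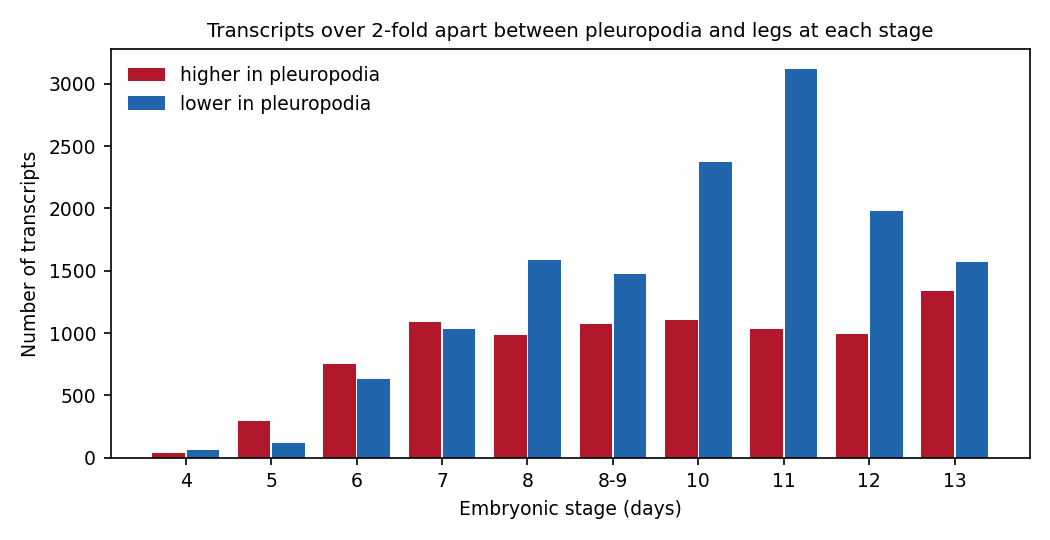
Number of transcripts (vertical axis) more than 2-fold higher (red) or lower (blue) in pleuropodia than in legs at each embryonic stage in days (horizontal axis), from the deposited RPKM with an RPKM over 10 in the higher tissue. Each bar compares 1 library of each tissue, and the bars climb from 41 and 61 at day 4 to 1034 and 3121 at day 11.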

For genes whose expression dynamics in the pleuropodia are known, such as *Ubx*, *abd-A*, *dll* and *dac* (e.g., [3, 50–54]), we confirmed that they were up- or downregulated in our RNA-seq dataset as predicted (Additional file 2: Table S4). 

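At days 4 and 5 the Hox genes Ubx and abd-A were more abundant in pleuropodia and dac less abundant, in single libraries. Ubx (SgreTf0014307), the Hox gene of the first abdominal segment, stood at 188 RPKM in pleuropodia and 71.7 in legs at day 5, and at 177 and 59.0 at day 4. The Hox gene abd-A (SgreTf0002957) stood at 9.14 RPKM (269 reads, 95% Poisson interval 8.08 to 10.3) against 0.0989 in legs (3 reads, interval 0.0204 to 0.289) at day 5. Dll (SgreTf0013577), a gene of distal limb development, was nearly level, with 34.1 RPKM in pleuropodia and 30.8 in legs, while dac (SgreTd0002755), which patterns the middle of the leg, was 14.1-fold lower in pleuropodia (3.31 against 46.5 RPKM). Over days 4 to 6 none of the 4 passed limma's test adjusted over all transcripts, while 3 did when adjusted over these 4 alone. The log2 fold changes were 0.98 for Ubx (standard error 0.28, adjusted p = 0.62 over all transcripts), 3.77 for abd-A (adjusted p = 0.26), -0.51 for Dll (adjusted p = 0.75) and -4.54 for dac (adjusted p = 0.13). This period includes day 6, when Ubx stood at 104 RPKM in pleuropodia and 112 in legs. Leaving out the pleuropodia of day 4 brought dac past limma's threshold (adjusted p = 0.0496), and leaving out those of day 6 did so for abd-A (adjusted p = 0.041). Later, Ubx and dac were lower in the pleuropodia: at days 7 to 9 by limma with log2 fold changes of -2.14 (adjusted p = 0.00067) and -7.15 (adjusted p = 3.1e-06), and at days 10 to 12 with -3.69 (standard error 0.46, adjusted p = 0.0014) and -6.16 (standard error 0.39, adjusted p = 0.00013). Ubx fell in the pleuropodia from 104 RPKM at day 6 to 28.8 at day 7 and 3.17 at day 10. The change of the difference itself from days 4-6 to days 10-12 passed limma's test for Ubx (-4.54, adjusted p = 0.00026) and abd-A (-2.56, adjusted p = 0.025). At days 10 to 12 abd-A was weakly expressed in both tissues, at 0.539 RPKM in pleuropodia and 0.123 in legs. Its early excess in pleuropodia shrank, and it did not become lower there than in legs. Dll was lower in pleuropodia in the single libraries of day 6 (8.01 against 35.8 RPKM), day 7 (10.9 against 30.8), day 8 (8.42 against 20.1) and day 8-9 (23.0 against 63.0), but over days 7 to 9 it did not pass limma's test (log2 fold change -1.07, standard error 0.51, adjusted p = 0.13). It did not differ detectably at days 10 to 12 (log2 fold change 0.44, adjusted p = 0.60 from limma), a value that turned to -0.014 without TMM and to -0.18 without the legs of day 12.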

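Nearly all gene and stage combinations measured by RT-PCR went in the same direction in the libraries. The paper's Table S5 lists 176 cases on 47 transcripts, and 172 cases on 46 transcripts could be compared, since 4 cases give neither a fold nor a direction. In 163 of the 172 (94.8%) the ratio of pleuropodia to legs in the deposited RPKM had the direction of the paper's RT-PCR. All 79 cases of days 10 to 13 did, as did 22 of 22 at day 6, 19 of 20 at day 7 and 26 of 28 at day 8. The 9 opposite cases lay at days 4 (3 of 5 cases), 5 (3 of 18), 7 (1) and 8 (2), and included the V-ATPase proteolipid subunit (SgreTa0014626) at day 4, where the tissues stood at 142 RPKM in pleuropodia and 145 in legs. Among the 130 cases with a fold over 2 by the paper's RT-PCR, only the ecdysone biosynthesis gene spo (SgreTa0006308) at day 8 was opposite, at 3.62 RPKM in pleuropodia and 5.01 in legs. Over the 159 cases with a fold in both methods, Pearson's r of the log2 folds was 0.969 and Spearman's rho 0.977. On TMM-scaled library sizes 160 of the 172 cases (93.0%) had the direction of the RT-PCR, and 2 of the 130 were opposite. Cases share genes and libraries and are not independent replicates, so no p is given.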

To further validate the dataset, we carried out real-time RT-PCR on 46 selected genes in several stages (176 cases in total) and got results consistent with the sequencing data (Additional file 2: Table S5).

**Fig. 5:**
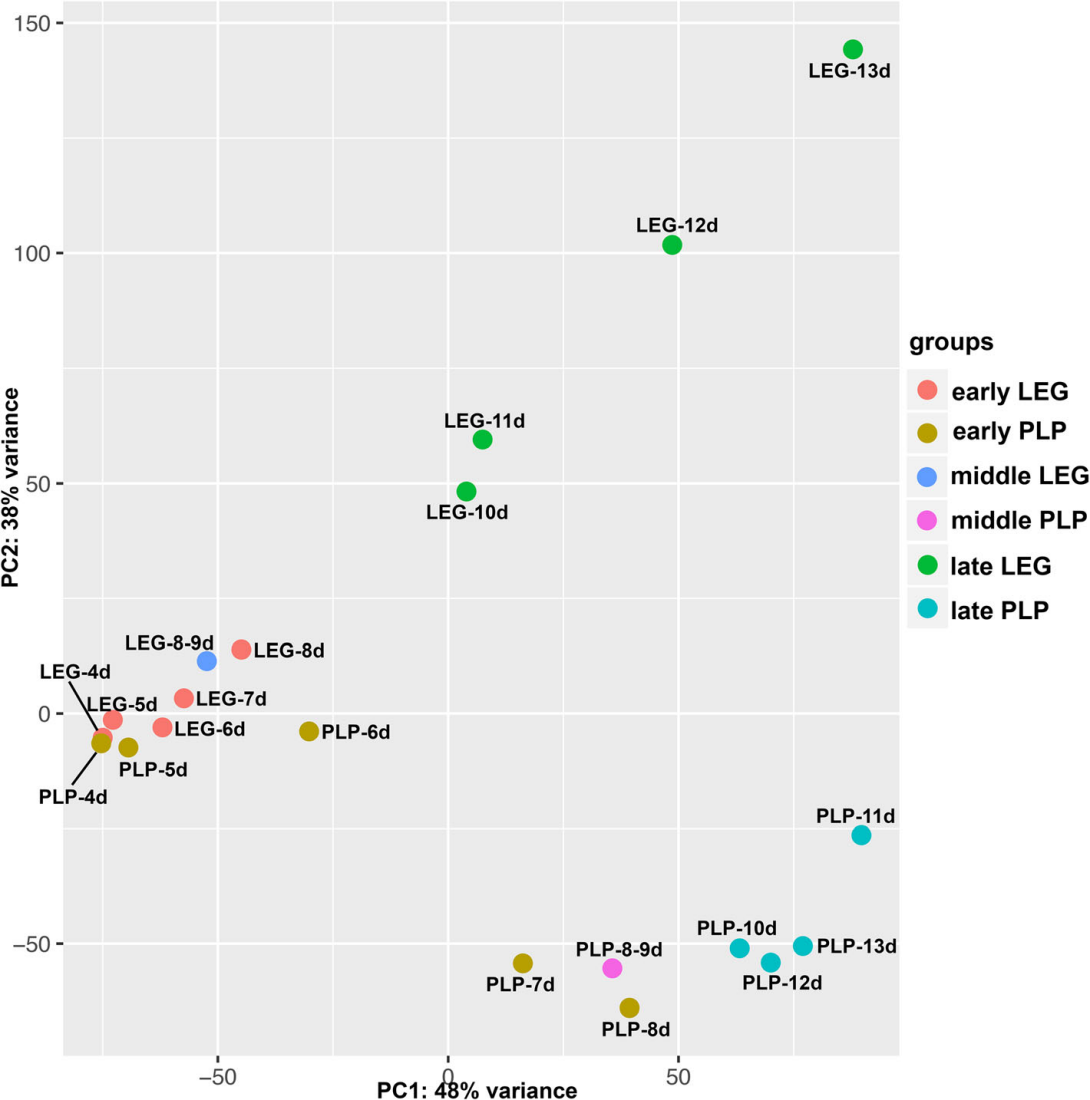
Principal component analysis (PCA) plot on genes expressed in legs and pleuropodia at ten embryonic stages. Samples from young embryos are genetically more similar and cluster together, while samples from advanced stages are genetically more distant and also separated on the plot. Rlog transformed read counts

Since we here focus on the secreting pleuropodia we pooled the data from samples 10, 11 and 12 days together (pleuropodia and legs separately), and treated them as triplicates. These are samples from embryos after dorsal closure, when secretion granules are highly abundant above the pleuropodial cells, but the organs are not in advanced state of degeneration yet (day 13) (Figs. 2a, 3l-n). 

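In the highly secreting stage the pleuropodia differed from the legs in nearly as many transcripts upward as downward. Of 11437 transcripts tested by limma over days 10 to 12, 2549 were higher and 2603 lower in pleuropodia (n = 3 libraries per tissue). Among calls with the same direction at every stage, the largest increase by limma's log2 fold change was in a transcript named alpha-N-acetylgalactosaminidase, a glycosidase (SgreTa0007886). It stood at 4373 ± 731 RPKM (SD, n = 3) in pleuropodia and 3.85 ± 0.85 (SD, n = 3) in legs, a log2 fold change of 10.42 (standard error 0.21, adjusted p = 1.0e-05 from limma). It was followed by SgreTa0007042, which the tables give no name, at 6650 ± 2043 against 7.04 ± 2.31 RPKM. The largest decreases were in the unnamed SgreTa0013678, at 5.16 ± 4.40 RPKM in pleuropodia and 4452 ± 3251 in legs (log2 fold change -9.20, adjusted p = 0.00034), and in SgreTa0006989 (-9.04, adjusted p = 6.4e-05 from limma). This order rests on the 0.5 added to the RPKM. By the ratio of mean RPKM the aquaporin SgreTa0017577 (1639-fold) and several others rose more than SgreTa0007886 (1135-fold). By that ratio SgreTa0006989 (1142-fold) also fell more than SgreTa0013678 (863-fold). With a fold over 2 and an RPKM over 10 in addition, 1194 transcripts were higher and 1097 lower. In the authors' deposited table, which gives 781 and 1535 at their probability over 0.8 and these thresholds, 751 of the 781 and 966 of the 1535 were called in the same direction by limma and none in the opposite one. The balance of directions rests on the scaling: with library totals only, as in the RPKM, 1571 were higher and 3692 lower (920 and 1750 at the fold and RPKM thresholds), and the median log2 fold change of all transcripts moved from -0.10 with TMM to -0.55. Leaving out the legs of day 12 raised the calls from 5152 to 7826.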

We found 781 transcripts upregulated and 1535 downregulated in pleuropodia (compared to legs) (Additional file 2: Table S3). 

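The most abundant transcripts among those higher in the secreting pleuropodia made up a large part of the mRNA of these organs. The 77 transcripts that the study lists as such held 24.8% of the pleuropodia reads at day 10, 32.7% at day 11, 36.1% at day 12 and 40.7% at day 13, against 0.555% at day 4 and 1.06% in the legs of day 12. They include alpha-tocopherol transfer proteins (SgreTa0004599, 5848 ± 331 RPKM at days 10 to 12, SD, n = 3), a chitin-binding Peritrophin-A protein (SgreTa0008851, 6836 ± 547) and collagen (SgreTa0003175, 5221 ± 773), with 8.99 ± 2.86, 9.12 ± 2.33 and 32.3 ± 12.2 RPKM in legs. By limma 75 of the 77 were higher in pleuropodia at days 10 to 12 (76 adjusted over the list alone), with a median log2 fold change of 7.49. The others were Sg-cht5-1 and the unnamed SgreTa0013418 (log2 fold change 6.68, adjusted p = 0.070 from limma). At days 7 to 9, on other libraries, 70 of the 74 that could be tested were higher and none lower. In single stages, 1 of the 77 was over 2-fold higher in pleuropodia at day 4, 13 at day 5, 34 at day 6 and 69 at day 7. As a set they stood above all other transcripts at days 10 to 12 (limma's camera, adjusted p = 1.2e-30 with a preset correlation; adjusted p = 0.082 with an estimated correlation). The study picked the list on these libraries, so its direction at days 10 to 12 is not independent evidence.

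**Figure D2:**
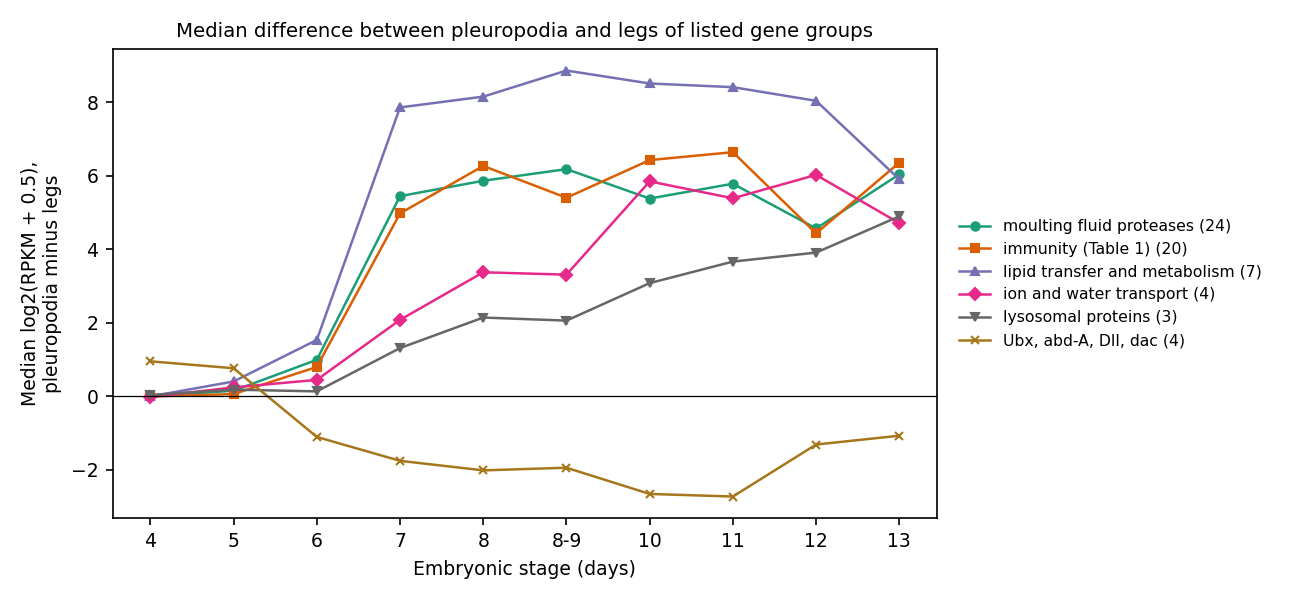
Median difference of log2(RPKM + 0.5) between pleuropodia and legs (vertical axis) of 6 listed gene groups at each embryonic stage in days (horizontal axis), with the number of transcripts of each group in brackets and 1 library per tissue and stage. The moulting fluid proteases stand at 1.00 at day 6 and 5.45 at day 7, and the lipid group at 1.54 and 7.86.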

Table 1 shows the top 10 % of the most highly abundant (“expressed”) upregulated transcripts (abundance measured in RPKM units, “reads per kilobase of transcript per million reads mapped”).

**Table 1:** Top 10 % of the most abundant transcripts upregulated in the highly secreting pleuropodia

Transcript ID	Protein	Characteristics	Immunity^a^	Cuticle digestion^b^	RPKM		Fold change
					legs	pleuropodia	
SgreTa0017702	-				23.07	15,186.05	658.36
SgreTa0007897	C-type lysozyme	anti-bacterial protein	x		42.93	14,452.15	336.64
SgreTa0002988	Uncharacterized, contains DUF4773 domain				15.16	9112.05	601.19
SgreTa0005052	-				13.37	7950.98	594.48
SgreTa0001636	Serine protease	proteolysis	x	x	49.38	7578.31	153.48
SgreTa0008851	Chitin binding Peritrophin-A	perotrophic matrix protein			9.12	6836.42	749.88
SgreTa0017707	I-type lysozyme	anti-bacterial protein	x		12.20	6712.31	550.26
SgreTa0007042	-				7.04	6650.18	944.25
SgreTa0004599	Alpha-tocopherol transfer protein	intermembrane lipid transfer			8.99	5848.12	650.71
SgreTa0009217	-				5.03	5384.56	1070.14
SgreTa0003175	Collagen				32.25	5220.96	161.87
SgreTa0007886	Alpha-N-acetylgalactosaminidase	carbohydrate catabolism			3.85	4372.63	1134.69
SgreTa0002109	-				2.20	3016.31	1372.07
SgreTa0017715	Serine protease, Snake-like	proteolysis, Toll signaling	x	x	70.55	2947.46	41.78
SgreTa0017664	Chitinase 5	cuticular chitin degradation		x	79.32	2620.11	33.03
SgreTa0002467	Neutral endopeptidase 24.11	proteolysis		x	62.26	2282.01	36.66
SgreTa0004397	-				11.21	2266.30	202.21
SgreTa0002828	-				1.77	2188.14	1234.00
SgreTa0006539	Serpin, 88E-like	serine protease inhibitor	x		32.42	2152.14	66.38
SgreTa0001321	Glycosyl hydrolase, Myrosinase 1-like	carbohydrate catabolism			3.93	2070.40	527.16
SgreTb0011177	-				1.38	1884.79	1369.32
SgreTa0008335	-				54.24	1812.38	33.41
SgreTa0003635	Alpha-tocopherol transfer protein	intermembrane lipid transfer			2.23	1800.68	806.99
SgreTb0003860	Serine protease, H2-like	proteolysis	x	x	77.42	1727.41	22.31
SgreTa0013418	-				0.87	1484.98	1710.66
SgreTa0014009	Angiotensin-converting enzyme	proteolysis		x	65.76	1457.47	22.16
SgreTa0006966	Pro-phenol oxidase subunit 2	immunity, melanization	x		144.78	1347.43	9.31
SgreTa0000425	6-phosphofructo-2-kinase	glycolysis			93.52	1346.50	14.40
SgreTa0003661	Serine protease, Easter-like	proteolysis	x	x	29.50	1332.79	45.18
SgreTa0006960	Glutamate dehydrogenase mitochondrial	nitrogen and glutamate metabolism			172.56	1327.45	7.69
SgreTa0017670	Xaa-Pro aminopeptidase	proteolysis		x	2.89	1322.01	457.96
SgreTb0000759	Cathepsin L	proteolysis, lysosomal enzyme		x	105.63	1308.36	12.39
SgreTa0014684	-				1.30	1294.87	994.80
SgreTa0007025	Insect pheromone-binding protein A10/OS-D	chemoreception			1.77	1224.20	692.95
SgreTa0006282	Cytochrome P450 CYP4G102	synthesis of hydrocarbons, anti-dehydration			2.91	1196.27	410.93
SgreTa0009515	Sensory neuron membrane protein, 1-like	chemoreception			3.33	1188.81	357.50
SgreTa0008528	C-type lysozyme	anti-bacterial protein	x		8.61	1159.55	134.71
SgreTa0009095	Catalase	redox homeostasis	x		355.15	1158.27	3.26
SgreTb0039135	-				3.53	1119.22	316.71
SgreTa0001486	Lipopolysaccharide-induced tumor necrosis factor-alpha factor homolog	lysosomal degradation			45.83	1109.33	24.20
SgreTb0039012	-				14.29	1060.82	74.25
SgreTa0009747	Serpin (27-like)	serine protease inhibitor, melanization	x		14.49	1054.67	72.80
SgreTa0013400	Peroxiredoxin, 5-llke	redox homeostasis	x		101.10	1034.15	10.23
SgreTa0017395	-				5.08	1004.86	197.64
SgreTa0017712	-				15.59	990.41	63.53
SgreTa0005600	Beta-N-acetylglucosaminidase NAG2	cuticular chitin degradation		x	15.10	939.60	62.21
SgreTa0000783	Serine protease, Snake-like	proteolysis	x	x	4.30	917.47	213.59
SgreTa0006651	Uncharacterized, contains Transcription activator MBF2 domain				1.62	907.98	561.49
SgreTa0017657	Putative serine protease, K12H4.7-like / Serine carboxypeptidase	proteolysis		x	2.31	904.26	391.60
SgreTa0017700	Peroxidase	redox homeostasis	x		5.36	874.51	163.25
SgreTa0002600	Uncharacterized, contains DUF3421 domain				0.97	870.73	894.35
SgreTb0019827	Tob	antiproliferative protein, transcription corepressor			141.26	846.86	5.99
SgreTa0017854	-				0.85	838.89	981.74
SgreTa0007774	Lysosomal-associated membrane protein	lysosomal membrane protein			185.20	822.81	4.44
SgreTa0015156	-				27.45	804.82	29.32
SgreTa0007809	Tetraspanin	scaffolding protein in cell membrane			63.04	799.76	12.69
SgreTa0004471	Leucine rich repeat	membrane glycoprotein			74.88	797.35	10.65
SgreTa0004278	Fatty acyl-CoA reductase, waterproof-like	lipid metabolism			1.75	733.39	417.99
SgreTa0014626	V-type proton ATPase proteolipid subunit	proton transporting ATPase			190.76	708.56	3.71
SgreTa0016256	Bax inhibitor 1	negative regulation of apoptosis and autophagy			237.58	692.52	2.91
SgreTa0001469	Sodium/potassium-transporting ATPase subunit alpha	sodium:potassium exchanging ATPase			119.60	685.51	5.73
SgreTa0007426	Serine protease, Easter-like	proteolysis	x	x	0.66	673.43	1023.60
SgreTa0007081	Vigilin	RNA binding, sterol metabolism			247.46	655.61	2.65
SgreTa0013328	Ferritin	iron ion transport, iron sequestration	x		238.10	651.31	2.74
SgreTa0002155	Uncharacterized serine protease inhibitor	serine protease inhibitor	x		33.83	646.73	19.12
SgreTa0014303	-				176.21	645.78	3.66
SgreTa0017577	Aquaporin	water channel			0.39	635.34	1638.96
SgreTa0013377	Phosphoenolpyruvate carboxykinase [GTP]	gluconeogenesis			13.56	628.95	46.37
SgreTa0005752	Alpha-tocopherol transfer protein	intermembrane lipid transfer			12.98	594.56	45.79
SgreTa0014098	Phospholipase B-like	lipid degradation			206.76	577.99	2.80
SgreTa0000856	Transposase-like				25.93	576.67	22.24
SgreTa0008861	-				0.37	541.63	1456.67
SgreTa0017826	Sodium:neurotransmitter symporter	solute:sodium symport			0.49	540.53	1104.10
SgreTb0019287	-				3.11	528.47	169.79
SgreTa0015520	Protein yellow	melanization	x		2.75	520.09	189.08
SgreTb0006243	I-type lysozyme	anti-bacterial protein	x		16.96	519.35	30.62
SgreTa0009559	Gram-negative bacteria binding protein 3	pathogen recognition	x		15.40	510.04	33.13

^a^ proteins related to immune response

^b^ proteins that participate in larval moulting; some of them are known, other anticipated to digest cuticular chitin and protein (e.g., present in the MF)

GO enrichment analysis, graphically summarized in Fig. 6 (full set of enriched GO terms are in Additional file 2: Tables S6, S7; GO terms enriched at each developmental stage are in Additional file 2: Tables S8, S9), showed that the genes downregulated in pleuropodia, thus upregulated in legs, are enriched in GO terms associated with development and function of muscles and cell division. This is consistent with the absence of muscles in the pleuropodia that are fully differentiated organs at this stage, while the legs are growing in size and developing muscle tissue (Fig. 2c).

**Fig. 6:**
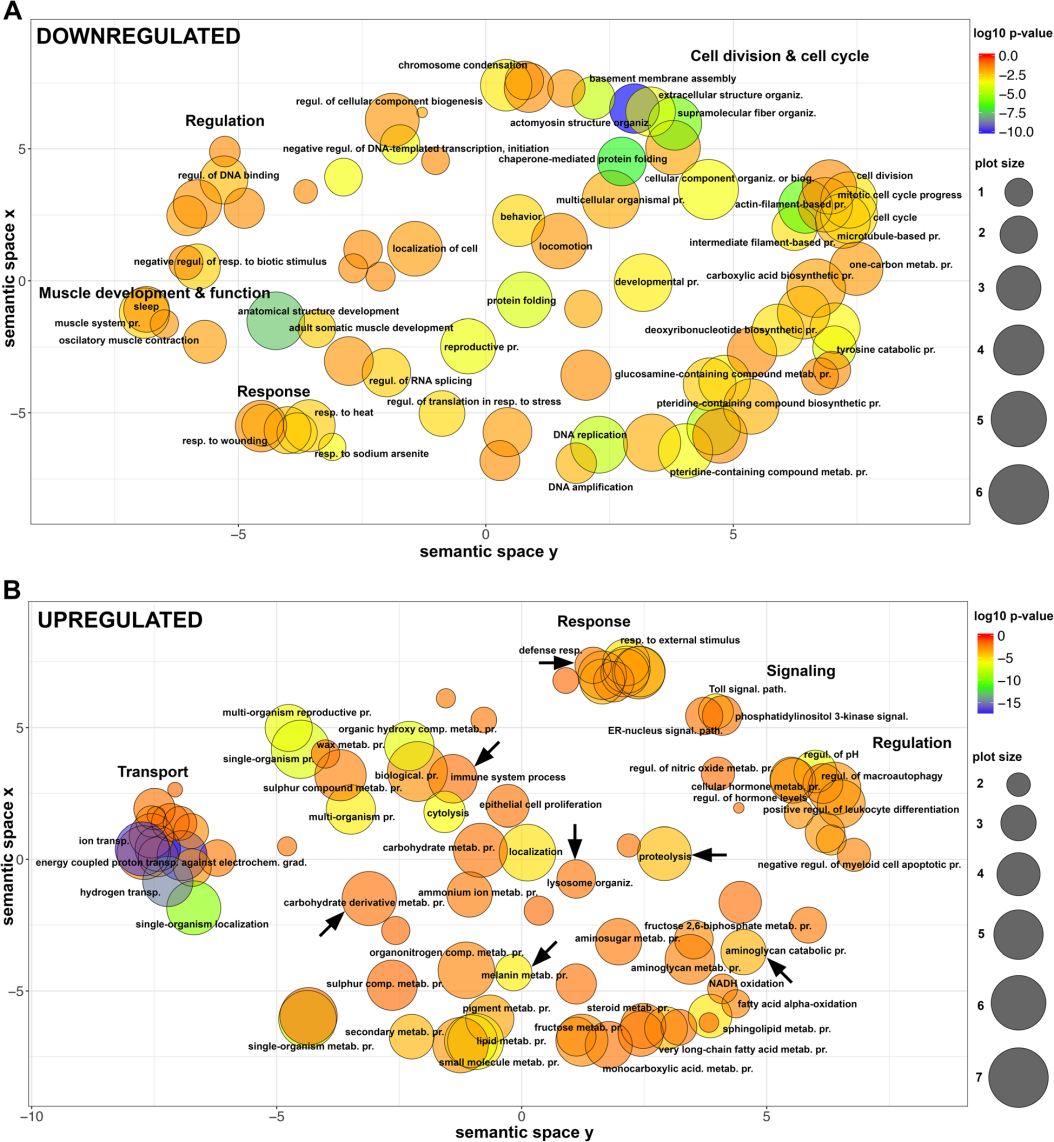
Dot plot visualization of GO terms enriched in DEGs in the highly secreting pleuropodia. Representative groups of GO terms enriched in genes that are (**a**) downregulated in pleuropodia (in comparison to legs) and (**b**) upregulated in pleuropodia. Major clusters are labeled. Relevant GOs are marked with an arrow. Bubble color indicates the *p*-value of the GO term, the size indicates the frequency of the GO term in the underlying Gene Ontology Annotation (GOA) database (bubbles of more general terms are larger). biog., biogenesis; comp., compound; electrochem., electrochemical; grad., gradient; metab., metabolic, organiz., organization; path., pathway; pr., process; regul., regulation; resp., response; signal., signaling; transp., transport

The upregulated genes are primarily enriched in GO terms (Fig. 6, Additional file 2: Table S7) associated with active transport, which is consistent with that the pleuropodia have morphological characteristics of transporting organs. 

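mRNAs of subunits of pumps that energise transport across epithelia were more abundant in the secreting pleuropodia than in legs. The proteolipid subunit of the V-ATPase, a proton pump (SgreTa0014626), stood at 709 ± 122 RPKM (SD, n = 3) in pleuropodia and 191 ± 45.3 (SD, n = 3) in legs at days 10 to 12, a log2 fold change of 2.38 (standard error 0.30, adjusted p = 0.0015 from limma). The alpha subunit of the Na+, K+ ATPase (SgreTa0001469) stood at 686 ± 107 and 120 ± 11.6 RPKM, a log2 fold change of 2.98 (standard error 0.28, adjusted p = 0.00049 from limma). An aquaporin, a water channel (SgreTa0017577), was nearly absent from legs (0.388 ± 0.0845 RPKM) and reached 635 ± 96.8 RPKM in pleuropodia, and a sodium:neurotransmitter symporter (SgreTa0017826) reached 541 ± 228 RPKM against 0.490 ± 0.099. All 4 transcripts of ion and water transport in the list of the most abundant ones were higher (4 adjusted over the list alone), and at days 7 to 9 the 3 that could be tested by limma were higher too (V-ATPase subunit 2.72, adjusted p = 0.0013; Na+, K+ ATPase subunit 1.90, adjusted p = 0.00069). At day 4 the V-ATPase subunit was level between the tissues. As a set the group passed limma's camera at days 10 to 12 (adjusted p = 0.00027; adjusted p = 0.090 with an estimated correlation). The study chose these transcripts as higher in the same libraries, so their direction is not independent evidence; other subunits could not be told by name, since the deposited values carry transcript identifiers only.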

Genes for both V-ATPase and Na^+^, K^+^ ATPase are upregulated (Additional file 2: Table S10). 

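Transcripts of lysosomal proteins were higher in the pleuropodia than in legs at days 10 to 12. Cathepsin L, a lysosomal protease (SgreTb0000759), stood at 1308 ± 400 RPKM (SD, n = 3) in pleuropodia and 106 ± 3.51 (SD, n = 3) in legs at days 10 to 12 (log2 fold change 4.05, standard error 0.37, adjusted p = 0.00044 from limma). The homolog of the lipopolysaccharide-induced TNF-alpha factor (SgreTa0001486), a membrane protein of late endosomes and lysosomes, stood at 1109 ± 602 and 45.8 ± 6.17 RPKM (log2 fold change 4.93, adjusted p = 0.00048), and the lysosomal-associated membrane protein (SgreTa0007774) at 823 ± 312 and 185 ± 27.8 RPKM (log2 fold change 2.57, adjusted p = 0.0021, both from limma). All 3 were also higher at days 7 to 9, with log2 fold changes of 1.99 to 2.56. Together they took 0.184% of the pleuropodia reads at day 7, 0.716% at day 12 and 1.44% at day 13, where cathepsin L reached 4655 RPKM while the TNF-alpha factor homolog fell from 1790 RPKM at day 12 to 671. As a set they passed limma's camera at days 10 to 12 (adjusted p = 0.0073; adjusted p = 0.18 with an estimated correlation), and the study had listed them as higher in these libraries.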

We found enriched GO terms linked with lysosome organization, consistent with the observation that the pleuropodia contain numerous lysosomes (Fig. 3, [37]). We also found a cluster of GO terms associated with lipid metabolism, consistent with the presence of smooth endoplasmic reticulum in the cells (Fig. 3). Therefore, the genes differentially expressed between legs and pleuropodia are in agreement with the morphology of the organs.

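Lipid carriers and enzymes of lipid synthesis were among the transcripts furthest above the legs. A fatty acyl-CoA reductase similar to waterproof, which makes fatty alcohols (SgreTa0004278), stood at 733 ± 194 RPKM (SD, n = 3) in pleuropodia and 1.75 ± 0.34 (SD, n = 3) in legs at days 10 to 12 (log2 fold change 8.74, standard error 0.20, adjusted p = 1.1e-05 from limma). The cytochrome P450 CYP4G102 (SgreTa0006282), of a family that makes cuticular hydrocarbons, stood at 1196 ± 292 and 2.91 ± 0.20 RPKM (log2 fold change 8.86, adjusted p = 1.0e-05 from limma). A second alpha-tocopherol transfer protein (SgreTa0003635) reached 1801 ± 1125 RPKM against 2.23 ± 0.65 in legs. All 7 lipid transcripts that the study lists were higher at days 10 to 12 (7 adjusted over the list alone), and 6 of the 7 at days 7 to 9, where phospholipase B (SgreTa0014098) had a log2 fold change of 0.35 (adjusted p = 0.20 from limma). The smallest change was that of vigilin (SgreTa0007081), which binds RNA and high-density lipoprotein, with a log2 fold change of 1.93 (adjusted p = 0.014 from limma); its adjusted p rose to between 0.053 and 0.067 when any of the legs of days 10 and 11 or the pleuropodia of days 10 and 11 was left out. As a set the group passed limma's camera (adjusted p = 1.6e-06; adjusted p = 0.082 with an estimated correlation), on transcripts that the study chose in these libraries.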

Insect cuticle, such as SC, is digested by a cocktail of enzymes that degrade chitin, which is an aminoglycan polymer, and proteins [34, 55, 56]. 

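Glycosidase mRNAs and those of enzymes that the study marks as cuticle digesting were far more abundant in pleuropodia than in legs. A myrosinase-like glycosyl hydrolase (SgreTa0001321) stood at 2070 ± 919 RPKM (SD, n = 3) in pleuropodia and 3.93 ± 0.66 (SD, n = 3) in legs at days 10 to 12 (log2 fold change 9.24, standard error 0.39, adjusted p = 3.7e-05 from limma). The regulator of glycolysis 6-phosphofructo-2-kinase (SgreTa0000425) and phosphoenolpyruvate carboxykinase, an enzyme of gluconeogenesis (SgreTa0013377), had log2 fold changes of 4.23 (adjusted p = 0.00044) and 5.99 (adjusted p = 0.00042 from limma). All 4 listed transcripts of carbohydrate metabolism were higher at days 10 to 12. Of the 3 that could be tested at days 7 to 9, 2 were higher and phosphoenolpyruvate carboxykinase was not called (adjusted p = 0.11 from limma), while the myrosinase-like transcript was too weakly expressed there to be tested. Of the 13 abundant transcripts marked for cuticle digestion, 12 were higher at days 10 to 12 (12 adjusted over the list alone) and 13 at days 7 to 9. They include a Xaa-Pro aminopeptidase (SgreTa0017670) at 1322 ± 1141 RPKM against 2.89 ± 0.96. Together the 13 took 0.318% of the pleuropodia reads at day 6, 10.3% at day 12 and 12.2% at day 13. In set tests at days 10 to 12 the carbohydrate and cuticle groups had adjusted p = 0.00021 and 2.7e-08 from limma's camera, which became adjusted p = 0.082 and 0.13 with an estimated correlation; both lists come from the study's choice in these libraries.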

In support of Slifer’s experiments demonstrating that pleuropodia produce cuticle degrading enzymes we found that these organs upregulate genes associated with carbohydrate derivative metabolism, aminoglycan catabolic process and proteolysis. A novel interesting finding was the upregulation of genes associated with immunity. Next we looked at particular genes in a detail.

### Pleuropodia upregulate genes for cuticular chitin degrading enzymes

Cuticular chitin is hydrolyzed by a two-enzyme system composed of a β-N-acetyl-hexosaminidase (NAG) and a chitinase (CHT) [56]. Both types of enzymes, a NAG and a CHT, have to be simultaneously present for efficient hydrolysis of chitin [57].

Insect NAGs split into four major classes, of which chitinolytic activity was demonstrated for group I and II (Table 2) [58, 59]. Our transcriptome contains four NAG transcripts, each representing one group (Table 2, Fig. 7a-d, Additional file 1: Figure S5a, S6a). 

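The pleuropodia held more mRNA of all 4 N-acetylglucosaminidase genes than the legs. At days 10 to 12 Sg-nag1 (SgreTd0001091) stood at 305 ± 34.3 RPKM (SD, n = 3) in pleuropodia and 38.8 ± 34.9 (SD, n = 3) in legs, Sg-nag2 (SgreTa0005600) at 940 ± 145 and 15.1 ± 2.96, Sg-fdl (SgreTa0017729) at 28.6 ± 8.93 and 2.02 ± 1.06, and Sg-hex (SgreTa0015984) at 110 ± 99.2 and 2.33 ± 0.53. The log2 fold changes were 3.77 for Sg-nag1 (standard error 0.68, adjusted p = 0.0064 from limma), 6.38 for Sg-nag2 (standard error 0.32, adjusted p = 6.4e-05), 3.97 for Sg-fdl (standard error 0.45, adjusted p = 0.0010) and 5.37 for Sg-hex (standard error 0.68, adjusted p = 0.0015). The spread of Sg-nag1 in legs came from day 12, at 79.1 RPKM against 18.0 and 19.4 at days 10 and 11. At days 7 to 9 the 4 genes were higher by limma too, from 2.39 for Sg-hex (adjusted p = 0.0064) to 7.96 for Sg-nag2 (adjusted p = 1.9e-05). The transcripts were tied to the gene names by the fold change and rank that the paper's Table 2 prints.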

All were upregulated in the pleuropodia. Among them the *Sg-nag2* for the chitinolitic NAG group II had the highest expression (among 46 most highly “expressed” genes, Table 1) and fold change between legs and pleuropodia. 

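Within the family Sg-nag2 had 3 times the level of the next gene at days 10 to 12 and the highest mean at each stage from day 6 on. Its pleuropodia levels were 774, 1006 and 1039 RPKM at days 10, 11 and 12, and those of Sg-nag1 308, 269 and 337. Ranked by mean RPKM among the 1194 transcripts that limma called higher at a fold over 2 and an RPKM over 10, Sg-nag2 was number 46, between 37 and 48 in the single days. Its fold over legs was 62.5 at day 10, 68.6 at day 11 and 56.9 at day 12, while Sg-hex had 29.4, 23.1 and 77.1, so that Sg-hex was ahead at day 12. Over the 3 days the log2 fold change was 6.38 for Sg-nag2 (standard error 0.32) and 5.37 for Sg-hex, and no test compared the 2 genes.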

The abundance of transcripts for the chitinolitic NAGs starts to rise from day 6 (Fig. 7a,b) when the glandular cells in the pleuropodia begin to differentiate morphologically (Figs. 1 and 3). 

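In the pleuropodia both chitinolytic genes rose between days 5 and 6, by far more than in the legs. Sg-nag1 went from 8.08 RPKM at day 5 (95% Poisson interval 7.51 to 8.69) to 92.3 at day 6 (90.4 to 94.2), while the legs stayed at 9.27 and 9.49. Sg-nag2 went from 2.74 (2.37 to 3.14) to 183 (180 to 186) and on to 819 at day 7 and 1286 at day 8, while the legs rose from 0.526 RPKM at day 5 to 1.88 at day 6 and 7.17 at day 8. Sg-fdl followed a day later, from 1.24 RPKM at day 6 to 62.0 at day 7, and Sg-hex climbed slowly, from 6.31 at day 6 to 20.1 at day 8, 56.0 at day 10 and 225 at day 12. The differences between the tissues from day 6 on exceed the counting intervals for Sg-nag1, Sg-nag2 and Sg-fdl. Since day 6 is 1 of the 3 early libraries, the change of the difference from days 4-6 to days 10-12 did not pass limma's test for Sg-nag1 (3.01, adjusted p = 0.18) or Sg-nag2 (3.86, adjusted p = 0.20), and it did without the pleuropodia of day 6 (4.46, adjusted p = 0.0090, and 6.11, adjusted p = 0.00022).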

The expression profile of *Sg-nag2*, that we have chosen for validation, was similar by RNA-seq and real-time RT-PCR (compare Fig. 7b and b').

**Table 2:** RNA-seq differential gene expression of cuticular chitin-degrading enzymes in the highly secreting pleuropodia

Family	Group	Protein	*S. gregaria* gene	UP/DOWN^a^	Fold change	Expression^b^
β-N-acetylhexosaminidase	I	NAG1	***Sg-nag1***	**UP**	**7.85**	**124 (15.88 %)**
	II	NAG2	***Sg-nag2***	**UP**	**62.21**	**46 (5.89 %)**
	III	Fused lobes	*Sg-fdl*	UP	14.18	592 (75.8 %)
	IV	Hex	*Sg-hex*	UP	47.37	306 (39.18 %)
Chitinase	I-Major "moulting" chitinases	Chitinase 5	***Sg-cht5-1***	**UP**	**33.03**	**15 (1.92 %)**
			*Sg-cht5-2*	UP	234.78	400 (51.21 %)
	II-"Moulting" chitinases	Chitinase 10	*Sg-cht10-1*	na^c^		
			*Sg-cht10-2*	ns^d^		
	III-Cuticle assembly chitinases	Chitinase 7	*Sg-cht7-1*	ns		
			*Sg-cht7-2*	ns		
			*Sg-cht7-3*	ns		
	IV-Gut, fat body and other chitinases	Chitinase 8	*Sg-cht8-1*	na		
			*Sg-cht8-2*	na		
			*Sg-cht8-3*	na		
		Chitinase 6	*Sg-cht6-1*	ns		
			*Sg-cht6-2*	ns		
		Chitinase 2	***Sg-cht2***	**UP**	**2.81**	**188 (24.07 %)**
	V-Imaginal disc growth factors	Idgf	*Sg-idgf-1*	**UP**	20.97	391 (50.06 %)
			*Sg-idgf-2*	ns		
			*Sg-idgf-3*	ns		

^a^ upregulated (UP)/ downregulated (DOWN)

^b^ the DEGs (781 upregulated) were ranked according to their RPKM in descending order, the number describes the position of the DEG in the ranked table; transcripts in bold were among the top 25 % most abundant

^c^ not applicable (expression low to undetectable in both samples, transcript filtered out)

^d^ not significant

**Fig. 7:**
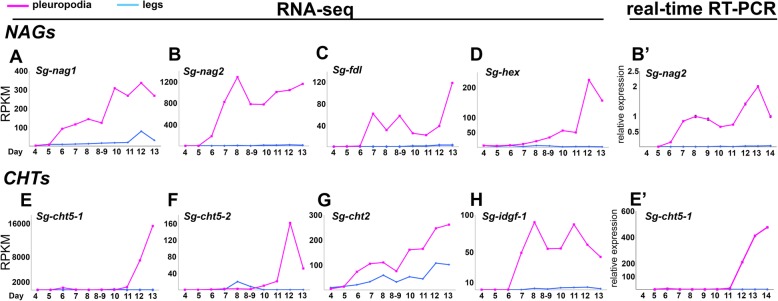
Expression profiles of NAGs and CHTs upregulated in the pleuropodia of *S. gregaria* across development. Top row: NAGs, bottom row: CHTs. (**a**)-(**d**) and (**e**)-(**h**): RNA-seq; expression in single-sample sequencing is shown. (**b**') and (**e**'): real-time RT-PCR. (**b**') is the same gene as in (**b**) and (**e**') is the same gene as in (**e**). Analysis of 3–4 technical replicates is shown. Expression in day 8 was set as 1. Values are mean ± s.d.

To see if the pleuropodia are the major source of the *Sg-nag2* transcript in the embryo, we looked at its expression in various parts of the body (head, thorax, abdomen with pleuropodia, abdomen from which pleuropodia were removed) using real-time RT-PCR (Fig. 8a,b). We performed this analysis in embryos on day 6, when the pleuropodia are still immature, day 8, just at the onset of the secretory activity, day 10 and day 12 during active secretion. During all of the stages the abdomen with pleuropodia had the highest expression (A+ in Fig. 8b), although the expression was lower in the youngest sample (day 6) compared to the samples from older embryos (day 8, 10 and 12). This shows that the pleuropodia are the major source of mRNAs for this cuticle-degrading NAG.

**Fig. 8.**
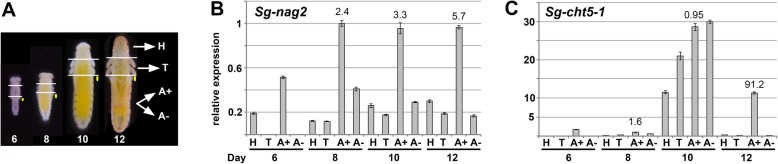
Real-time RT-PCR expression analysis of *Sg-nag2* and *Sg-cht5–1* on cDNA from parts of *S. gregaria* embryos. (**a**) cDNA was prepared from mRNAs isolated from parts of embryos at the age of 6, 8, 10 and 12 days: H, head; T, thorax; A+, abdomen with pleuropodia; A-, abdomen without pleuropodia. For each age the same number of body parts was used (5–10) and RNA was resuspended in the same volume of water. The size of the pleuropodium is indicated by the yellow dot. (**b**) and (**c**): expression of *Sg-nag2* and *Sg-cht5–1*, respectively. Analysis of 3–4 technical replicates is shown. Expression in A + 8 (abdomen with pleuropodia at stage when the organs first become differentiated) was set as 1. Numbers above A+ expression is fold change from A- of the same age

The insect CHTs have been classified into several groups [56, 60], of which the major role in the digestion of cuticular chitin is played by Chitinase 5 and (perhaps with a secondary importance) by Chitinase 10 [61, 62] (Table 2; the classification of CHTs into five major groups that we use here is based on [62]). Some chitinases, for example, are expressed in the gut, trachea and fat body, where they are likely involved in digestion of dietary chitin, turnover of peritrophic matrix and immunity, some epidermal chitinases organize assembly of the new cuticle (e.g., [60, 63–66]).

Our transcriptome contains 16 full or partial transcripts of CHTs representing all of the major CHT groups (Table 2, Additional file 1: Figure S5b, S6b). 

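Of the chitinase 5 genes, Sg-cht5-2 was higher in the secreting pleuropodia by test, and Sg-cht5-1 was more abundant but varied too much between days. Sg-cht5-2 (SgreTa0015585) stood at 63.9 ± 84.7 RPKM (SD, n = 3) in pleuropodia and 0.272 ± 0.104 (SD, n = 3) in legs at days 10 to 12, a log2 fold change of 5.72 (standard error 1.07, adjusted p = 0.0071 from limma). Sg-cht5-1 (SgreTa0017664) stood at 2620 ± 3896 and 79.3 ± 78.2 RPKM, a log2 fold change of 4.04 (standard error 1.91, adjusted p = 0.13 from limma, higher at 2 of the 3 days). Without the pleuropodia of day 10 the change of Sg-cht5-1 was 5.97 (adjusted p = 0.029 from limma; 0.029 to 0.30 over all settings). Over days 7 to 13, with 7 libraries per tissue, both genes were higher by limma, Sg-cht5-1 with a log2 fold change of 5.19 (standard error 1.60, adjusted p = 0.016) and Sg-cht5-2 with 3.14 (standard error 1.12, adjusted p = 0.033). At days 7 to 9 Sg-cht5-1 was higher by limma (5.00, adjusted p = 0.0017), whereas Sg-cht5-2 was higher in legs at day 8 (20.1 against 2.29 RPKM) and day 8-9 (7.60 against 1.88) and did not pass the test (-0.73, adjusted p = 0.58). Reads could be shared between these similar genes, which the deposited values do not show.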

The pleuropodia specifically upregulate both of the genes for Chitinase 5, which show homology with *cht5–1* and *cht5–2* from the locust *Locusta migratoria* [67]. 

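By mean RPKM over days 10 to 12 Sg-cht5-1 was number 19 among all transcripts in the pleuropodia, called or not. Most of this level came from day 12, with 7102 RPKM, against 709 at day 11 and 49.1 at day 10. Its neighbours in abundance were a Snake-like serine protease (SgreTa0017715, number 18, 2947 ± 355 RPKM, SD, n = 3) and a neutral endopeptidase (SgreTa0002467, number 20, 2282 ± 1086 RPKM).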

One of the transcripts, *Sg-cht5–1*, was among the top 15 most abundant transcripts upregulated in the highly secreting pleuropodia (Table 1). The predicted amino acid sequence of *Sg-cht5–1* contains a conserved catalytic domain and a signal peptide, and thus is likely to be active and secreted, respectively (Additional file 1: Figure S5b). The other upregulated CHTs were homologs of *cht2* and *idgf*. By contrast, the *S. gregaria* homolog of *cht10* that also has a role in cuticular chitin hydrolysis and required for larval moulting [62, 64] had low expression in both legs and pleuropodia.

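mRNAs of a cht2 homolog and of an imaginal disc growth factor (idgf), a chitinase-like secreted protein, were higher in the secreting pleuropodia. Sg-idgf-1 (SgreTd0003949) stood at 67.4 ± 17.3 RPKM (SD, n = 3) in pleuropodia and 3.21 ± 0.55 (SD, n = 3) in legs, a log2 fold change of 4.61 (standard error 0.30, adjusted p = 0.00014 from limma). Sg-cht2 (SgreTa0006252) stood at 191 ± 48.4 and 68.0 ± 34.4 RPKM, a log2 fold change of 2.04 (standard error 0.50, adjusted p = 0.019 from limma). Sg-idgf-1 appeared between day 6 (0.272 RPKM) and day 7 (49.4), and Sg-cht2 rose in both tissues, to 262 RPKM in pleuropodia and 101 in legs at day 13. The call of Sg-cht2 by limma at days 10 to 12 was lost, at adjusted p = 0.057 to 0.074, when the legs of day 10 or 11 or the pleuropodia of day 11 or 12 were left out.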

We next focused on the transcript of the major chitinase, *Sg-cht5–1*. 

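In the pleuropodia Sg-cht5-1 was highest at the end of secretion, with 15374 RPKM at day 13 (95% Poisson interval 15344 to 15405). From day 7 to day 10 it stayed between 49.1 and 88.2 RPKM, and then reached 709 at day 11 and 7102 at day 12, a rise far outside the counting intervals. Before that the pleuropodia of day 6 stood at 572 RPKM (566 to 578), with 0.016 at day 4 and no read at day 5 (0 reads, upper 95% Poisson limit 0.0580 RPKM), while the legs had 0.211 at day 6. The legs peaked at day 10, with 167 RPKM (164 to 170) against 49.1 in pleuropodia (47.4 to 50.9), and fell to 55.9 at day 11 and 15.4 at day 12. Pleuropodia exceeded legs 251.6-fold at day 7, 7.22-fold at day 8, 33.3-fold at day 8-9, 12.7-fold at day 11, 460-fold at day 12 and 576-fold at day 13. Sg-cht5-2 rose from 9.87 RPKM at day 10 to 161 at day 12 and fell to 51.7 at day 13, when Sg-cht5-1 still rose.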

Unlike the NAGs, both RNA-seq and real-time RT-PCR have shown that the expression of this CHT is low in the early secreting stages, rises only later around day 12 and reaches highest levels when the pleuropodia are already degenerating (day 13 and 14) (Fig. 7 e,f,e'). Also real-time RT-PCR on cut embryos has shown that the pleuropodia are a major source of the *Sg-cht5–1* mRNA on day 12 but not before (the high expression in the whole embryo on day 10 could be linked to the second embryonic moult and was also observed with *Sg-cht7*, although not with *Sg-cht10*, Additional file 1: Figure S7). These data show that the pleuropodia before hatching express a cuticle-degrading chitinase.

### Pleuropodia upregulate transcripts for some proteases that could digest a cuticle

Our GO enrichment analysis has shown that the secreting pleuropodia are enriched in transcripts for genes associated with proteolysis (Fig. 6, Additional file 2: Table S11). Transcripts for proteases and their inhibitors are abundant among the top 10 % of the most highly “expressed” upregulated DEGs (Table 1). 

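mRNAs of serine proteases and of their inhibitors were higher in the secreting pleuropodia than in legs. A serine protease (SgreTa0001636) was the most abundant of them, at 7578 ± 1643 RPKM (SD, n = 3) in pleuropodia and 49.4 ± 17.9 (SD, n = 3) in legs, with a log2 fold change of 7.77 (standard error 0.40, adjusted p = 7.2e-05 from limma). An Easter-like serine protease (SgreTa0007426) had the largest change of the group, 9.54 (standard error 0.27, adjusted p = 1.4e-05 from limma), at 673 ± 144 against 0.658 ± 0.195 RPKM. All 15 listed serine proteases were higher at days 10 to 12 and at days 7 to 9 (15 adjusted over the list alone each time). The inhibitors were the serpins similar to 88E (SgreTa0006539, 2152 ± 1202 against 32.4 ± 36.8 RPKM, log2 fold change 6.88, adjusted p = 0.0023) and 27 (SgreTa0009747, 6.91, adjusted p = 0.0011) and an uncharacterized serine protease inhibitor (SgreTa0002155, 5.00, adjusted p = 0.0020 from limma), and all 3 were also higher at days 7 to 9. The serine proteases held 0.810% of the pleuropodia reads at day 7, 4.16% at day 10, 4.78% at day 11 and 5.99% at day 12, and the inhibitors 0.456%, 1.07%, 1.23% and 0.819%. The serpin similar to 88E fell in the pleuropodia from 2966 RPKM at day 10 to 772 at day 12 and 161 at day 13. In set tests at days 10 to 12 the groups had adjusted p = 1.1e-10 and 0.012 from limma's camera (adjusted p = 0.090 and 0.19 with an estimated correlation), on transcripts that the study had chosen in these libraries.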

To see if the upregulated transcripts encode enzymes that are associated with digestion of insect cuticle, we compared our data with the enzymes identified in the complete proteomic analysis of the MF from the lepidopteran *Bombyx mori* [55, 68]. Out of 69 genes that we searched, we found homologs or very similar genes in *S. gregaria* transcriptome for half of them (35). This made in total 75 transcripts, of which 27 were upregulated (seven among the top 10 % most highly expressed) and 15 downregulated (Tables 3, Additional file 2: Table S12). 

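The homologs of moulting fluid proteases that the study reports as upregulated were higher at days 10 to 12 here too. The paper counts 27 upregulated, and its Table 3 gives 24 different transcript identifiers. All 24 were higher at days 10 to 12 by limma (24 adjusted over the list alone), with log2 fold changes from 2.11 to 9.17 and a median of 5.56. They span several families: neutral endopeptidase 24.11 (SgreTb0039123) at 219 ± 37.6 RPKM (SD, n = 3) in pleuropodia and 1.17 ± 0.30 (SD, n = 3) in legs, angiotensin-converting enzyme (SgreTa0014009) at 1457 ± 124 and 65.8 ± 53.2, and aminopeptidase N (SgreTa0017219) at 391 ± 230 and 0.893 ± 0.197. Their log2 fold changes were 7.43 (standard error 0.26, adjusted p = 2.6e-05), 5.21 (standard error 0.62, adjusted p = 0.0013) and 8.32 (standard error 0.42, adjusted p = 6.8e-05 from limma). Smaller changes were those of a putative peptidase (SgreTa0000627, 2.11, adjusted p = 0.00062) and of aminopeptidase N-12 (SgreTb0018983, 2.60, adjusted p = 0.0075 from limma). As a set the 24 passed limma's camera (adjusted p = 2.9e-14; adjusted p = 0.090 with an estimated correlation), and since the study kept them because they were higher in these libraries, the count is not independent evidence. The homologs that were lower carry no identifier in the tables at hand.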

The prominent MF protease Carboxypeptidase A [55, 69] and the Trypsin-like serine protease known to function in locust moulting [70] were not upregulated in the pleuropodia. These data indicate that the pleuropodia upregulate transcripts for proteolytic enzymes associated with the degradation of the cuticle and would be able to contribute to the digestion of SC, although the enzymatic cocktail produced by the pleuropodia may not be identical with the MF.

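The mRNAs of the moulting fluid proteases came on in the pleuropodia at day 7. Of the 24 transcripts, 1 was over 2-fold higher than in legs at day 4, 3 at day 5, 10 at day 6 and 24 at day 7, and 23 at days 12 and 13. At day 13 the remaining one, aminopeptidase N-12 (SgreTb0018983), was lower in pleuropodia (14.0 RPKM against 32.5 in legs). All 24 were higher by limma at days 7 to 9 as well, on libraries that the study did not use to choose them, with a median log2 fold change of 6.05 (camera adjusted p = 7.7e-14; adjusted p = 0.11 with an estimated correlation). They held 0.158% of the pleuropodia reads at day 6, 1.11% at day 7, 5.12% at day 10 and 7.53% at day 12, against 0.182% in the legs of day 12. From the transcripts for these enzymes the paper reasons that the pleuropodia could contribute to the digestion of the serosal cuticle, with a mix of enzymes that may differ from the moulting fluid.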

**Table 3:** MF proteases that were upregulated in the highly secreting pluropodia

MF protein^a^	Blast query^b^	*S. gregaria* transcript ID^c^	homolog/similar^d^	RPKM PLP	Fold change UP
Putative peptidase	D2KMR2	SgreTa0000627	similar	131.75	3.14
Aminopeptidase N-12	I3VR83	SgreTb0018983	similar	35.86	4.35
Neutral endopeptidase 24.11	Q9BLH1	**SgreTa0002467**	similar	2282.01	36.66
	Q9BLH1	SgreTa0017692	similar	133.30	240.28
	Q9BLH1	SgreTb0039123	similar	219.35	186.96
Ecdysteroid-inducible angiotensin-converting enzyme	Q9NDS8	**SgreTa0014009**	similar	1457.47	22.16
	Q9NDS8	SgreTa0017728	similar	62.71	57.08
Carboxypeptidase E-like	H9IST0	SgreTa0000925	homolog	139.81	10.95
Angiotensin-converting enzyme-like	H9IZ41	SgreTa0003298	homolog	23.64	5.65
Aminopeptidase N-like	H9JEW9	SgreTa0017219	homolog	391.03	437.93
Digestive cysteine protease 1, cathepsin L	H9JHZ1	SgreTa0000627	homolog	131.75	3.14
Serine carboxypeptidase	H9J242	**SgreTa0017657**	homolog	904.26	391.60
Serine protease HP21 precursor	H9JJA9	SgreTa0017649	similar	179.69	24.45
Trypsin-like serine protease - fibroin heavy chain	H9JPA8	**SgreTa0001636**	homolog	7578.31	153.48
Serine protease, Easter-like	Q2VG86	SgreTa0003188	homolog	485.97	837.45
	Q2VG86	**SgreTa0003661**	homolog	1332.79	45.18
	Q2VG86	SgreTa0006780	homolog	103.37	14.76
	Q2VG86	SgreTa0007424	homolog	29.62	79.13
	Q2VG86	SgreTa0007425	homolog	123.69	72.31
	Q2VG86	SgreTb0037249	homolog	21.76	249.74
	Q2VG86	SgreTb0039879	homolog	305.63	544.04
	H9JLZ4	SgreTa0010219	similar	46.12	20.75
	H9JLZ4	SgreTb0039024	similar	11.71	22.11
Serine protease 1	H9JXY6	**SgreTb0003860**	homolog	1727.41	22.31
Serine protease, Snake-like	H9IWW2	**SgreTa0000783**	similar	917.47	213.59

^a^ proteomic sequencing of MF of the lepidopteran *Bombyx mori* ([55, 68])

^b^ Uniprot ID for blast on *S. gregaria* transcriptome

^c^ transcripts in bold were among the top 10 % most highly “expressed” upregulated DEGs (Table 1)

^d^ considered as homologous, if reciprocal blast retrieved the query sequence

### Pleuropodia are enriched in transcripts for immunity-related proteins

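Transcripts for proteins of immune defence were more abundant in the secreting pleuropodia than in legs. Gram-negative bacteria binding protein 3, a pattern recognition protein (SgreTa0009559), stood at 510 ± 186 RPKM (SD, n = 3) in pleuropodia and 15.4 ± 15.9 (SD, n = 3) in legs at days 10 to 12, a log2 fold change of 5.85 (standard error 0.82, adjusted p = 0.0023 from limma). Ferritin, which binds iron (SgreTa0013328), stood at 651 ± 84.7 and 238 ± 22.4 RPKM, the smallest change of the group at 1.92 (standard error 0.27, adjusted p = 0.0025 from limma). All 20 abundant transcripts that the study marks for immunity were higher at days 10 to 12 (20 adjusted over the list alone), and 19 at days 7 to 9. They held 1.70% of the pleuropodia reads at day 7, 7.10% at day 10 and 10.0% at day 12, against 0.269% in the legs of day 12. In single stages 4 of the 20 were over 2-fold higher in pleuropodia at day 5, 8 at day 6 and 18 at day 7. As a set they passed limma's camera at days 10 to 12 (adjusted p = 3.5e-11; adjusted p = 0.082 with an estimated correlation), and the study took them from transcripts higher in these libraries. Of the transcripts marked for cuticle digestion, 6 serine proteases are in both groups.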

An observation that was not anticipated was the upregulation of genes for proteins involved in immunity [71, 72] (Figs. 6 and 9, Additional file 2: Table S13). This is especially interesting, because immunity related proteins have been found in the MF [55]. This is in agreement with that the cells in the pleuropodia are a type of barrier epithelium [71–73], which enables the contact between the organism and its environment. Barrier epithelia (e.g., the gut, Malpighian tubules or tracheae) constitutively express genes for immune defense.

**Fig. 9:**
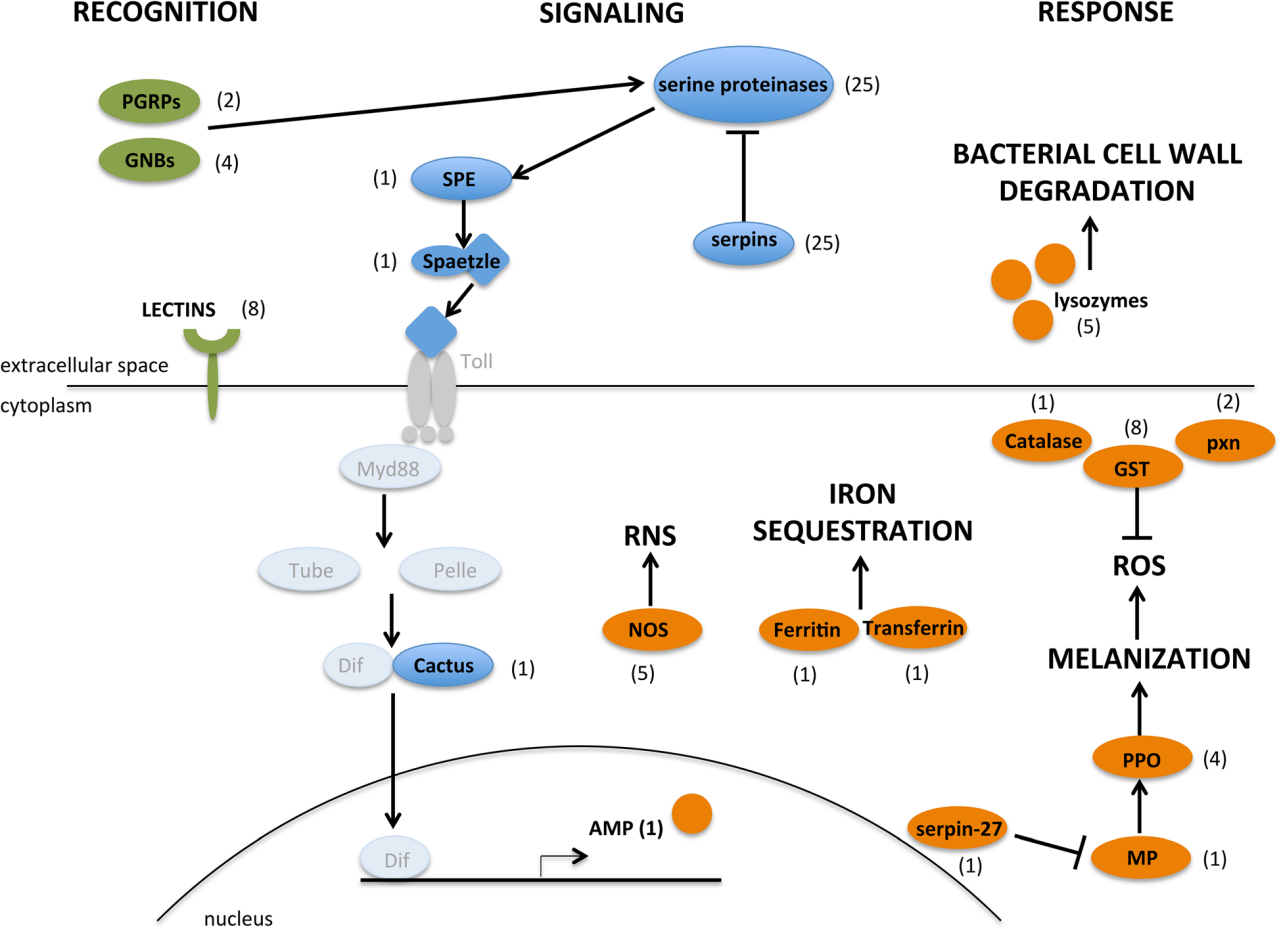
Schematic representation of key immunity-related genes expressed in the highly secreting pleuropodia of *S. gregaria*. Proteins whose transcripts were found in the pleuropodia are in black, number in the brackets is the number of upregulated transcripts. Proteins whose transcripts were not upregulated are in grey. Out of the total 25 serine proteases and 25 serpins, 14 and 15 are known to function in Toll signaling, respectively. AMP, antimicrobial peptide; GNBP, gram-negative bacteria-binding protein; GST, glutathione S-transferase; MP, melanization protease; NOS, nitric oxide synthase; PGRP, peptidoglycan recognition protein; PPO, pro-phenoloxidase; pxn, peroxiredoxin; RNS, reactive nitrogen species; ROS, reactive oxygen species; SPE, Spaetzle-processing enzyme

**Fig. 10:**
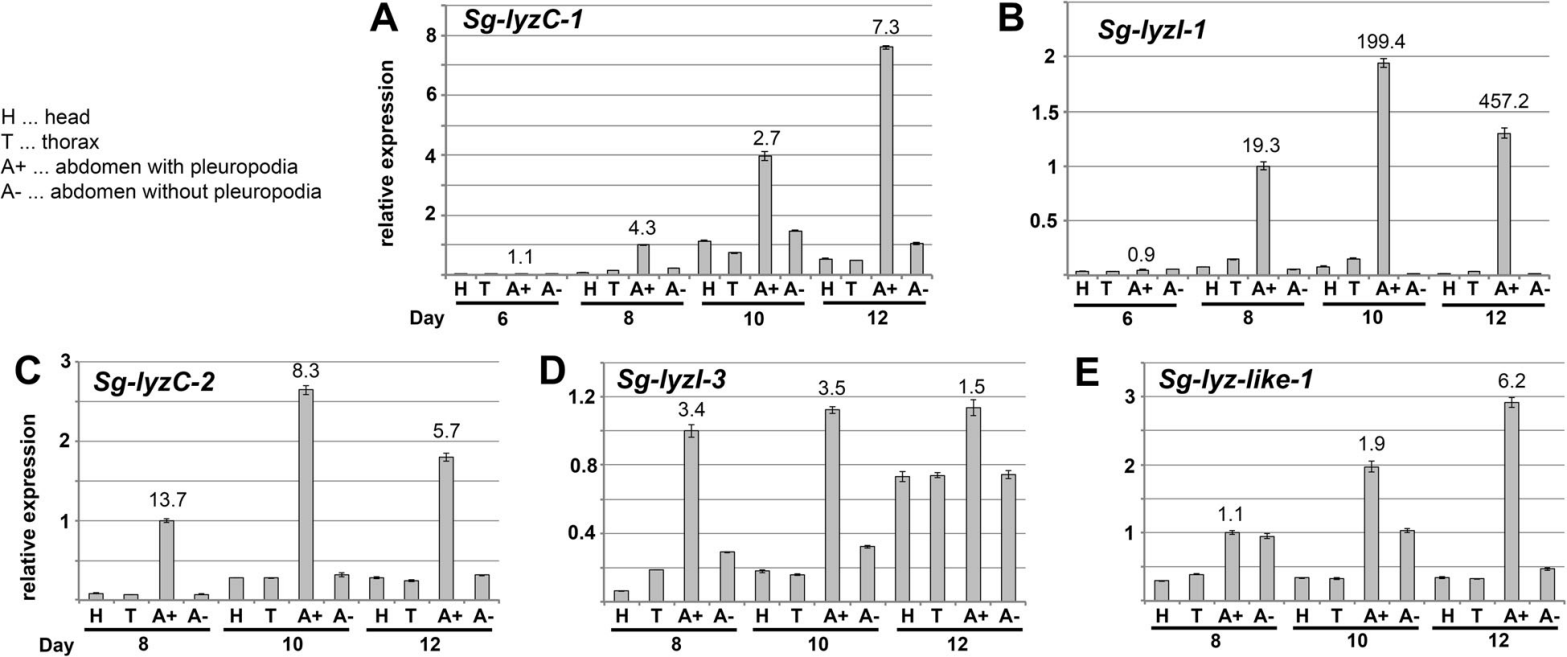
Real-time RT-PCR expression analysis of genes for lysozymes on cDNA from parts of *S. gregaria* embryos. cDNA was prepared from mRNAs isolated from parts of embryos at the age of 6, 8, 10 and 12 days. Labeling of the body parts is explained on the left of this Figure; see also an immage summary in Fig. 8a. For each age the same number of body parts was used (5–10) and RNA was resuspended in the same volume of water. Analysis of 3–4 technical replicates is shown. Expression in A+ 8 (abdomen with pleuropodia at stage when the organs first become differentiated) was set as 1. Numbers above A+ expression is fold change from A- of the same age

In total we found upregulated 99 transcripts (13 % of the upregulated genes) for immunity-related proteins. These include proteins at all three levels, the pathogen recognition, signaling and response (Fig. 9, Additional file 2: Table S13). From the four signaling pathways, Toll was upregulated, but not IMD or JAK/STAT, and from the JNK signaling we found c-Jun. Genes for a range of immune responses were upregulated, including production of reactive nitrogen species (RNS), melanization, genes for lysozymes and one antimicrobial peptide (AMP) similar to Diptericin.

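Transcripts of melanization and of redox defence were higher in the secreting pleuropodia than in legs. Those that the paper ties to melanization include a serpin (SgreTa0009747), a protease inhibitor given above. Prophenoloxidase subunit 2, the precursor of the enzyme that makes melanin (SgreTa0006966), stood at 1347 ± 1072 RPKM (SD, n = 3) in pleuropodia and 145 ± 38.7 (SD, n = 3) in legs (log2 fold change 3.39, standard error 0.69, adjusted p = 0.0099 from limma), but was not higher at days 7 to 9 (0.51, adjusted p = 0.81). Protein yellow (SgreTa0015520), which acts in pigmentation, stood at 520 ± 378 and 2.75 ± 1.48 RPKM (7.51, adjusted p = 0.00072 from limma). Peroxiredoxin (SgreTa0013400) stood at 1034 ± 95.5 and 101 ± 35.4 RPKM (3.89, adjusted p = 0.00011 from limma). A peroxidase (SgreTa0017700) averaged 875 ± 1371 RPKM and a catalase (SgreTa0009095) 1158 ± 492, with log2 fold changes of 6.49 (adjusted p = 0.020) and 2.34 (adjusted p = 0.018 from limma). The peroxidase stood at 63.7, 2457 and 103 RPKM in the pleuropodia of days 10, 11 and 12, and at 1.19, 1.75 and 13.1 in legs. All 3 listed transcripts of melanization and all 3 of redox enzymes were higher (3 and 3 adjusted over the lists alone), which in set tests gave adjusted p = 0.013 and 0.018 from limma's camera (adjusted p = 0.18 and 0.13 with an estimated correlation), on lists chosen in these libraries. The call of peroxidase by limma was lost without the legs of day 10 or 11 (adjusted p = 0.067 and 0.069). That of catalase was lost without the pleuropodia of day 10 or 11 (adjusted p = 0.065 and 0.067 from limma). It was also lost with library totals only (adjusted p = 0.054) and with the mapped reads of Table S2 (adjusted p = 0.057 from limma).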

The transcripts for lysozymes were among the most highly expressed (Table 1) and we chose to focus on them. Lysozymes are secreted proteins that kill bacteria by breaking down their cell wall. 

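Lysozyme transcripts set the pleuropodia far apart from the legs from day 7 on. At days 10 to 12 Sg-LyzI-1 (SgreTa0017707) stood at 6712 ± 578 RPKM (SD, n = 3) in pleuropodia and 12.2 ± 5.68 (SD, n = 3) in legs, Sg-LyzC-2 (SgreTa0008528) at 1160 ± 438 and 8.61 ± 3.97, Sg-LyzI-3 (SgreTb0006243) at 519 ± 75.7 and 17.0 ± 20.6, and Sg-Lyz-like-1 (SgreTa0017736) at 258 ± 193 and 1.34 ± 0.17. The log2 fold changes were 9.60 (standard error 0.26, adjusted p = 1.4e-05 from limma), 7.49 (adjusted p = 3.4e-05), 6.02 (adjusted p = 0.0029) and 7.10 (adjusted p = 0.0012). Sg-LyzI-4 (SgreTa0016727) ran the other way, at 0.439 ± 0.099 RPKM in pleuropodia and 15.1 ± 13.5 in legs (log2 fold change -3.37, adjusted p = 0.0096), and it was lower by limma at days 7 to 9 too (-3.91, adjusted p = 0.00021). Of the 4 lysozymes among the most abundant transcripts, all 4 were higher in both periods (4 adjusted over the list alone), with limma's camera adjusted p = 0.00026 at days 10 to 12 (adjusted p = 0.082 with an estimated correlation), on a list that the study chose in these libraries. They held 0.136% of the pleuropodia reads at day 7 and 2.03% at day 12. Names were tied to transcripts by the fold change and rank printed in the paper's Table 4, which was possible for 6 lysozymes.

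**Figure D3:**
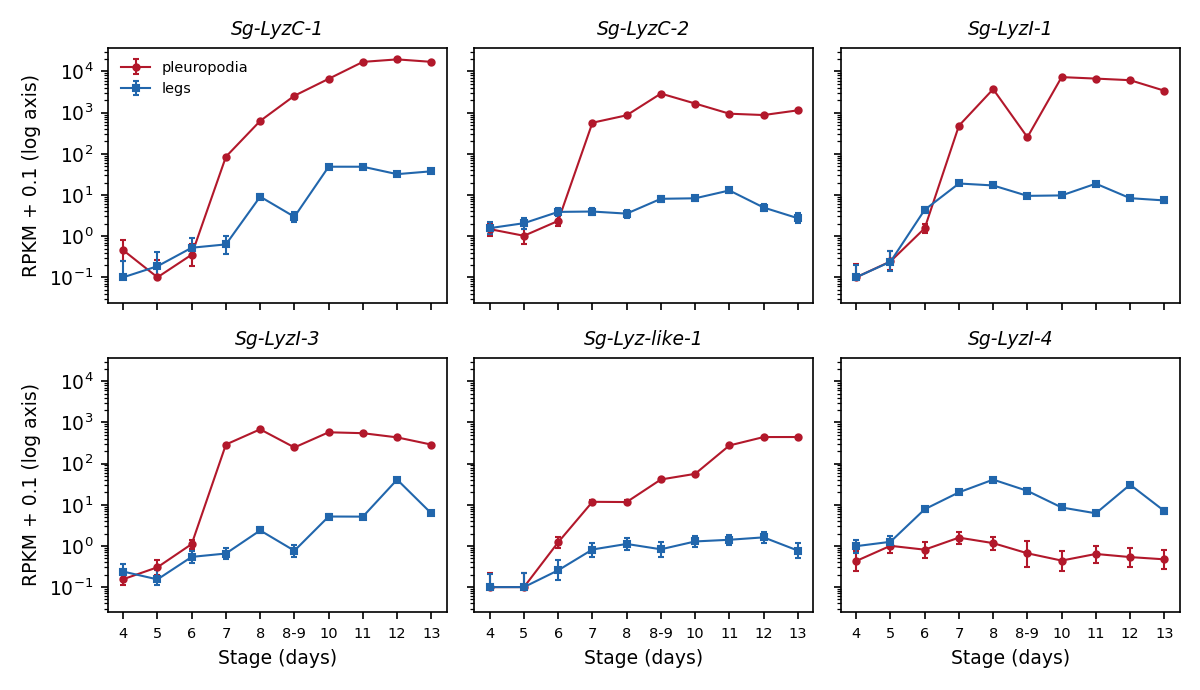
RPKM plus 0.1 (vertical log axis) of 6 lysozyme transcripts in pleuropodia (red circles) and legs (blue squares) at each embryonic stage in days (horizontal axis). Points are single libraries and bars are 95% Poisson intervals of the reads. 5 of the transcripts stand higher in pleuropodia from day 7 on, and Sg-LyzI-4 stands higher in legs.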

Our *S. gregaria* transcriptome contains nine genes for lysozymes, seven of which were upregulated (Table 4, Additional file 2: Table S14). The second most highly expressed DEG was a transcript for a C-type lysozyme *(Sg-LyzC-1)* that was previously shown to have anti-bacterial properties in *S. gregaria* [74] (Table 1). 

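Sg-LyzC-1 (SgreTa0007897) averaged 14452 ± 6902 RPKM (SD, n = 3) in pleuropodia and 42.9 ± 9.53 (SD, n = 3) in legs at days 10 to 12, a log2 fold change of 8.73 (standard error 0.52, adjusted p = 0.00011 from limma). It was number 2 by mean RPKM among the transcripts called higher. On day 10 alone, at 6621 RPKM, it was number 5, and on days 11 and 12, at 17086 and 19650 RPKM, number 1, while by reads without division by length it was number 9. In the pleuropodia it rose from 0.254 RPKM at day 6 to 84.9 at day 7, 628 at day 8 and 2570 at day 8-9, and stayed at 17116 at day 13. At days 7 to 9 its log2 fold change was 7.60 (standard error 1.35, adjusted p = 0.0040 from limma).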

We examined expression of five selected genes on cut embryos by real-time RT-PCR (Fig. 10). Our data showed that the pleuropodia are the major source of mRNAs for these genes.

**Table 4:** RNA-seq differential gene expression of *S. gregaria* lysozymes in the highly secreting pleuropodia

Lysozyme type	Gene	UP/DOWN^a^	Fold change	Expression^b^
C-type lysozyme	***Sg-LyzC-1***	**UP**	**336.64**	**2 (0.26 %)**
	***Sg-LyzC-2***	**UP**	**134.71**	**37 (4.74 %)**
I-type lysozyme	***Sg-LyzI-1***	**UP**	**550.26**	**7 (0.90 %)**
	*Sg-LyzI-2*	ns^c^		
	***Sg-LyzI-3***	**UP**	**30.62**	**76 (9.73 %)**
	*Sg-LyzI-4*	DOWN	−34.41	1251 (81.50 %)
	*Sg-LyzI-5*	ns		
Lysozyme-like	***Sg-Lyz-like-1***	**UP**	**192.68**	**150 (19.21 %)**
	*Sg-Lyz-like-2*	ns		

^a^ upregulated (UP)/ downregulated (DOWN)

^b^ the DEGs (781 upregulated) were ranked according to their RPKM in descending order, the number (percentage) describes the position of the DEG in the ranked table; transcripts in bold were among the top 25 % most abundant

^c^ not significant

### Pleuropodia do not upregulate the pathway for ecdysone biosynthesis

Previous work has suggested that pleuropodia may be embryonic organs producing the moulting hormone ecdysone [43]. During post-embryonic stages, ecdysone is synthesized in the prothoracic glands and several other tissues by a common set of enzymes [75–77], some of which have been characterized in the locusts [78–81]. As shown in *Drosophila*, these genes are expressed in diverse cell types in embryos, and when the larval prothoracic glands are formed their expression co-localizes there [82–86].

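The ecdysone biosynthesis gene disembodied (dib, SgreTa0014975), a cytochrome P450, was higher in pleuropodia than in legs. It stood at 55.8 ± 6.63 RPKM (SD, n = 3) and 9.77 ± 5.53 (SD, n = 3) at days 10 to 12, a log2 fold change of 3.11 (standard error 0.41, adjusted p = 0.0018 from limma). Its level in pleuropodia rose from 7.78 RPKM at day 5 to 21.2 at day 6 and 53.1 at day 7 and then stayed between 26.9 and 63.2. In legs it fell from 14.2 RPKM at day 11 to 3.57 at day 12 and 0.615 at day 13, so the ratio grew from 4.45 at day 11 to 43.7 at day 13. At days 7 to 9 dib was higher too (1.64, adjusted p = 0.0015 from limma).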

Out of the nine genes critical for ecdysone biosynthesis, only one (*dib*) was upregulated in the highly secreting pleuropodia (Table 5, Additional file 2: S15). One gene (*spo*) was downregulated. 

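For spook (spo, SgreTa0006308), another gene of the pathway, the difference at days 10 to 12 came from the legs of day 12. The legs stood at 0.236, 0.438 and 37.9 RPKM at days 10, 11 and 12, and the pleuropodia at 0.064, 0.958 and 2.11. By limma the log2 fold change was -0.95 (standard error 1.67, adjusted p = 0.66), and without the legs of day 12 it was 1.00 (adjusted p = 0.30), so no difference was detectable with 3 libraries per tissue. In young embryos spo stood higher in pleuropodia, at 78.7 RPKM (95% Poisson interval 76.7 to 80.6) against 1.57 (1.32 to 1.87) in legs at day 5, and again at day 13, at 24.8 against 1.55. Over days 4 to 6 it was higher at 3 of 3 stages, with a log2 fold change of 3.10 (standard error 0.81, adjusted p = 0.58) that did not pass limma's test.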

The pleuropodia are not enriched in the whole pathway at any time of development, including around katatrepsis, in which experiments supporting the synthesis of moulting hormone were carried out (Additional file 2: Table S9, S16). Under the GO term “hormone biosynthetic process” enriched in the highly secreting pleuropodia (Additional file 2: Table S7, S17) we found a gene *Npc2*a that also functions in ecdysone biosynthesis in *Drosophila* [87]. It encodes a transporter of sterols, which include precursors of ecdysone. The enzyme functions as a general regulator of sterol homeostasis in diverse tissues and may have other roles in the pleuropodia than ecdysone biosynthesis. We conclude that our transcriptomic data provide little evidence that the pleuropodia are involved in ecdysone biosynthesis.

**Table 5:** RNA-seq differential gene expression of *S. gregaria* ecdysone biosynthesis enzymes in the highly secreting pleuropodia

Gene	UP/DOWN^a^	Fold change	Expression^b^
*shade (shd), Cyp314A1*	ns^c^		
*shadow (sad), Cyp315A1*	ns		
*disembodied (dib), Cyp302A1*	UP	5.71	431 (55 %)
*phantom (phm), Cyp306A1*	ns		
*shroud (sro)*	ns		
*spook (spo), Cyp307A1*	DOWN	−12.32	1368 (89 %)
*spook-like*	ns		
*neverland (nvd)*	ns		
*Cyp6t3*	not found		
*Cyp6u1*	na^d^		
*Cyp303a1*	ns		

^a^ upregulated (UP)/ downregulated (DOWN)

^b^ the DEGs (781 upregulated and 1535 downregulated) were ranked according to their RPKM in descending order, the number (percentage) describes the position of the DEG in the ranked table

^c^ not significant

^d^ not applicable (expression low to undetectable in both samples, transcript filtered out)

## Discussion

### Pleuropodia of *S. gregaria* release secretion granules from shortly before dorsal closure until hatching

Using TEM we showed that the glandular epithelium in the pleuropodia of *S. gregaria* fully develops shortly before dorsal closure, on day 8 in our staging (55 % DT), when granular secretion outside the cells becomes visible. On day 6 and 7, which surround katatrepsis (45 % DT), the glandular cells only begin to differentiate and do not secrete. This would explain why no digestive effect on SC was detected by Novak and Zambre [43] when using a homogenate from *S. gregaria* pleuropodia isolated at around katatrepsis.

Pleuropodia at stages before and after katatrepsis were previously examined by TEM in other orthopterans, *Eyprepocnemis plorans*, *Ailopus thalassinus* and *Ailopus strepens* [39]. Unlike our observations on *S. gregaria*, this study detected release of secretion granules already in stages preceding katatrepsis. Their images (presence of secretion granules outside cells that have long microvilli, thick layer of fibres released from the tips of microvilli forming the EC1 cuticle) corresponds to developmentally more advanced pleuropodia, of *S. gregaria*, around day 8 or 8–9 (compare e.g., Fig. 3a in [39], before katatrepsis with our Fig. 3h,i, before and just after katatrepsis). This might be because in different species the glandular cells differentiate at different speed or the samples studied by Viscuso and Sottile [39] were taken from embryos that were slightly older than described. The fine staging and sampling at precise developmental age in our study on *S. gregaria* supports that pleuropodia of orthopterans (Orthoptera: Caelifera) are not yet functional at katatrepsis. All pleuropodia that we examined from several 6- and 7-day embryos (before and after katatrepsis) gave similar results per stage (see Methods). Intense secretion from pleuropodia of *S. gregaria* that we observed after dorsal closure and close to hatching is in agreement with other TEM studies on orthopterans *E. plorans*, *A. thalassinus*, *A. strepens* [39] and *Locusta migratoria* [37].

### Pleuropodia of *S. gregaria* express genes for the “hatching enzyme”

Our RNA-seq analysis revealed that the secreting pleuropodia highly express genes encoding enzymes that are capable of digesting a typical chitin-protein insect cuticle. These include genes for proteolytic enzymes similar to those present in the MF and cuticular chitin-degrading NAGs and Chitinase 5. The pleuropodia also express genes for Chitinase 2 and Idgf, which have low effect on cuticular chitin digestion, but were shown to organize proteins and chitin fibres during cuticle deposition and for Idgf to have an immune function [63, 64]. These CHTs may organize the fibres in the cuticle secreted by the pleuropodia (Fig. 3).

We showed that, while the expression of the *Sg-nag1* and *Sg-nag2* started to rise in parallel with the differentiation of the glandular cells, the *Sg-cht5–1* and *Sg-cht5–2* transcripts raised shortly before hatching. Chitinase 5 is a critical chitin-degrading chitinase in insects: it is highly abundant in the moulting fluid and its silencing in diverse insects including the locust *L. migratoria* leads to failure in larval moulting [55, 62, 64, 67, 88] and as shown in *L. migratoria* also in moulting of the embryonic cuticle [89]. Our data indicate that the sudden rise in the expression of *Sg-cht5* in the pleuropodia at the end of embryogenesis and presumably secretion of this CHT into the extraembryonic space is an important component of the “hatching enzyme” effect [30, 31] in locusts and grasshoppers. Since silencing of this single gene in embryos of *L. migratoria* did not prevent hatching [89], we conclude that the other chitin and protein degrading enzymes produced in the pleuropodia, and perhaps the serosa (see below), are essential as well.

### Pleuropodia in some other insects could secrete the “hatching enzyme” and their function may also vary among species

There is evidence to suggest that the process occurs similarly in some insects. As in orthopterans, the pleuropodia of the rhagophthalmid beetle *Rhagophthalmus ohbai* release secretion after katatrepsis and SC rapidly degrades just shortly before hatching [17]. In the large water true bugs from the family Belostomatidae, the male carries a batch of eggs on his back. It is believed that the detachment of the eggs just before hatching is also caused by the secretion from the pleuropodia [90].

The molecular mechanism of SC degradation may also vary between insects and as previously hypothesized [43] the serosa may contribute to the SC degradation. The serosa of the beetle *Tribolium castaneum*, expresses *cht10* and *cht7* [33], of which the former CHT is important for cuticular chitin digestion. Silencing of *cht10*, but not *cht5* prevented the beetle larvae from hatching [62]. Transcripts for *cht10* were not upregulated in the pleuropodia of *S. gregaria*. This suggests that the SC is degraded by enzymes produced by both, the serosa and the pleuropodia and that the indispensable roles in cuticle digestion are played by different enzymes in different insects. Likely, the serosa, before it degenerates in mid-embryogenesis, releases some of the SC degrading enzymes, but these do not make up the complete cocktail that would be able to digest the cuticle efficiently. The secretion from the pleuropodia than adds the missing enzymes.

In some insects the pleuropodia may not be involved in hatching but have another function. In the viviparous cockroach *Diploptera punctata* [38], the secretion from the pleuropodia is very low and the large pleuropodia of the melolonthid beetle *Rhizotrogus majalis* have not been observed to produce any secretion granules at all [20]. In dragonflies, one of the more basal lineages of insects, the secretion likely has a different function than in orthopterans, because their SC is not digested before hatching [8]. The special epithelium in the pleuropodia shares features with transporting epithelia [36, 38] that function in water transport and ion balance [91]. Our data do not exclude this function, but it is yet to be tested. Our data do not support that the pleuropodia specialize in producing the moulting hormone [43] because they do not upregulate the whole set of the moulting hormone ecdysone biosynthetic enzymes. However, it cannot be excluded, that the pleuropodia produce some ecdysone intermediates; particularly products of biosynthetic steps catalyzed by the dib and spo enzymes that we found upregulated at some stages.

### The pleuropodia of *S. gregaria* are enriched in transcripts for enzymes functioning in immunity

We found that many of the genes expressed in the pleuropodia encode proteins involved in immunity [72]. This indicates that the pleuropodia are also organs of epithelial immunity, similar to other barrier epithelia in postembryonic stages (such as the gut) [73], which are in a constant contact with microorganisms. The pleuropodia differ from such tissues in that they are not directly exposed to the environment, but enclosed in the eggshell, seemingly limiting their contact with microorganisms. Proteins associated with immune defense are also found in the MF [55], where they prevent invasion of pathogens through a “naked” epidermis after the separation of the old cuticle from the epidermis in the process of apolysis. As found in the beetle *T. castaneum*, during the early embryonic stages the frontier epithelium providing the egg with an immune defense is the extraembryonic serosa [92]. The serosa starts to degenerate after katatrepsis and disappears at dorsal closure [44]. The pleuropodia of *S. gregaria* differentiate just before dorsal closure, suggesting that they take over this defense function in late embryogenesis. It will be interesting to clarify in the upcoming research whether apart from their role in hatching the pleuropodia are important organs for fighting against potential pathogens that have gained access to the space between the embryo and the eggshell.

### Evolution of the pleuropodia

Although only the functions of pleuropodia in digestion of SC and production of the moulting hormone in orthopterans were supported experimentally, current little data indicate that the function of these organs has been changing during evolution. In the diverse insect lineages that have them, the ultrastructure of the cells in pleuropodia appear similar, but the organs have different shapes. Hypothetically then, the glandular and/or water and ion transporting cells [20, 25, 35–39] were adapted to suit the needs of the developing embryo, such as digestion of the tough SC in orthopterans [30] or exchanging fluids and ions by particularly elongated pleuropodia in viviparous cockroaches [38]. In advanced insect lineages this type of cells is likely not needed and the pleuropodia do not develop. Future research by modern techniques is needed to uncover the diverse functions of these ancient insect organs and their role in insect evolution, physiology and development.

## Conclusions

Transcriptomic profiling of pleuropodia from *S. gregaria* supports that the conclusions that Eleanor Slifer drew from her experiments over 80 years ago that these organs secrete cuticle degrading enzymes, were correct. The pleuropodia likely have other functions, such as in immune defense. The pleuropodia appear to be true live embryonic organs and likely an important but neglected part of insect physiology. The sequencing data that we generated will in future studies enable to dissect the functions of these enigmatic organs in a detail.

## Methods

### Insects

*Schistocerca gregaria* (gregarious phase) originated from a long-term colony at the Department of Zoology, University of Cambridge. Eggs were collected into pots with damp sand in two- or four-hour intervals. The pots with eggs were stored in an incubator at 30 °C, in constant darkness and the sand was kept moist.

### Imaging of embryonic stages

Embryos and appendages were dissected in phosphate buffer saline (PBS). Whole eggs were treated with 50 % household bleach to dissolve the chorion. All were photographed using the Leica M125 stereomicroscope equipped with DFC495 camera and associated software. Photos were processed using Adobe Photoshop CC 2017.1.1. Photos of eggs and embryos (Fig. 2a and Additional file 1: Figure S1) had the background cleaned using the software.

### Immunohistochemistry on paraffin sections

Embryos were dissected in PBS and pieces including A1 were fixed in PEMFA (4 % formaldehyde in PEM buffer: 100 mM PIPES, 2.0 mM EGTA, 1.0 mM MgSO_4_) at room temperature (RT) for 15–30 min, washed in PBT (PBS with 0.1 % Triton-X 100) and stored in ethanol at − 20 °C. Samples were cleared 3 × 10 min in Histosol (National Diagnostics) at RT, infiltrated with paraffin at 60 °C for 2–3 days and hardened in moulds at RT. Sections 6–8 μm thick were prepared on a Leica RM2125RTF microtome. Slides with sections were washed with Histosol, ethanol and re-hydrated to PBT. Slides were placed in a humidified chamber, blocked with 10 % sheep serum (Sigma-Aldrich) in PBT for 30 min at RT and incubated with Phospho-Histone H3 antibody (Invitrogen) diluted 1:130 at 4 °C overnight, Alexa Fluor 568 anti-rabbit secondary antibody (Invitrogen) diluted 1:300 at RT for 2 h and DAPI (Invitrogen) diluted 1:1000. Sections were imaged with a Leica TCS SP5 confocal microscope and photos processed using Fiji (https://fiji.sc).

### Electron microscopy

For TEM embryos were dissected in PBS and pieces including A1 were fixed in 2.5–3.0 % glutaraldehyde in 0.1 M phosphate buffer (PB) pH 7.2 for a few hours at RT and at 4 °C for several days. Pleuropodia and legs were separated from other tissues and embedded into 2 % agar as previously [47]. Appendages in agar were incubated in solution of 3 % OsFeCN in cacodylate buffer with 4 mM CaCl_2_ for 1–2 days at 4 °C, 0.01 mg/ml thiocarbohydrazide (Sigma-Aldrich) for 20–30 min at RT in dark, 2 % OsO_4_ 30–45 min at RT and 1 % uranyl acetate (pH 5.5) at 4 °C overnight. Washing steps were done with deionized water. Samples were dehydrated in ethanol, washed with dry acetone, dry acetonitrile, infiltrated with Quetol 651 resin (Agar Scientific) for 4–6 days and hardened in moulds at 60 °C for 2–3 days. Ultrathin sections were examined in the Tecnai G280 microscope. From each stage at least three pleuropodia and three legs were examined; all replications showed similar morphology.

For SEM whole embryos were fixed in 3 % glutaraldehyde in PB, post-fixed with OsO_4_, dehydrated in ethanol, critical point dried, gold coated, and observed in a FEI/Philips XL30 FEGSEM microscope. Photos from TEM and SEM were processed using Adobe Photoshop CC 2017.1.1.

### Preparation of the reference transcriptome

The reference transcriptome includes transcripts that were assembled from (a) RNAs isolated from whole eggs and (b) RNAs isolated from legs and pleuropodia at a stage shortly before dorsal closure (sample “day 8–9”). (a) Whole egg transcriptome: Eggs from each 24-h egg collections incubated for the desired time were briefly washed with 50 % household bleach, washed with water and frozen in liquid nitrogen. Total RNA was isolated using TRIzol (Invitrogen), treated with TURBO DNase (Invitrogen) and purified on a column supplied with the RNAeasy Kit (Quiagen). The purified RNA from each of the 14 one-day samples was pooled into four: day 1–4, 5–7, 8–10 and 11–14. Ten μg of RNA from each was sent to BGI (Hong Kong). The total RNA was enriched in mRNA using the oligo (dT) magnetic beads and cDNA library was prepared using a standard protocol. 100 bp paired-end (PE) reads were sequenced on Illumina HiSeq 2000; the numbers of reads are in Additional file 2: Table S2. Non-clean reads were filtered using filter_fq. Transcripts from the samples were assembled separately using Trinity (release 20,130,225) [93]; parameters: --seqType fq --min_contig_length 100; −-min_glue 4 --group_pairs_distance 250; −-path_reinforcement_distance 95 --min_kmer_cov 4. The four assemblies were merged together to form a single set of non-redundant transcripts using TGICL software (version 2.1) [94]; parameters: -l 40 -c 10 -v 20. (b) Legs and pleuropodia transcriptome (age about 8.5–8.75 days): Appendages were dissected in RNase-free PBS and total RNA was isolated and cleaned as above. Ten μg of RNA from each leg and pleuropodium samples were transported to the Eastern Sequence and Informatics Hub, Cambridge (UK). cDNA libraries were prepared including mRNA enrichment. 75 bp PE reads were sequenced on Illumina GAIIX; the numbers of reads are in Additional file 2: Table S2. Reads were trimmed to the longest contiguous read segment for which the Phred quality score at each base Q > 13 (or 0.05 probability of error) using DynamicTrim (version 1.7) from the SolexQA package [95] and filtered to remove sequence adapter using Cutadapt (version 0.9) (http://code.google.com/p/cutadapt/). Sequences < 40 bp were discarded. The transcriptome was assembled using combination of Velvet (version 1.1.07) [96] (parameters: -shortPaired –fastq; −short2 –fastq; −read_trkg yes) and Oases (version 0.2.01) [97] (parameterss: -ins_length 350): the contigs that were output by Velvet were used by Oases to build likely transcripts from the RNA-seq dataset. K-mer sizes of 21, 25 and 31 were attempted for the two separate samples as well as the combined samples and optimal K-mer sizes of 21 were found for both samples.

Transcripts from the egg and legs plus pleuropodia transcriptomes were first merged with evigene (version 2013.03.11) using default parameters. Because this selection of transcripts (Selection 1) eliminated some genes (represented by zero transcripts, although the transcripts were present in the original transcriptomes), we repeated the step with less strict parameters (cd-hit-est - version 4.6, with -c 0.80 -n 5). This Selection 2 contained several genes represented by multiple transcripts, therefore we aligned Selection 1 and 2 to each other. Selection 1 was then completed by adding the missing transcripts from Selection 2. The resulting selection was edited as follows. Several redundant transcripts were removed manually: these were found by blasting diverse insect sequences against the transcriptome using the local ViroBLAST interface [98]. Some transcripts were edited manually: e.g., when we found that two transcripts were combined into one (*S. gregaria* transcript blasted against sequences in GenBank resulted in different parts in high scoring alignments against different protein sequences) we split the transcripts, or when the transcript had a frameshift mutation that was not in the other transcripts from the mRNA, we corrected this. These manually changed transcripts were found during a random inspection of the selection. The resulting selection was blasted against itself (Blast+ suite, version 2.6.0) and if there was an alignment spanning ≥300 bp with a sequence identity of ≥98 % the redundant shorter transcript was removed. Transcripts < 200 bp were discarded. These steps were carried out in R [99] using the Biostrings package [100].

### Sequence analysis

Basic transcript analysis was done using CLC Sequence Viewer7 (QIAGEN). Signal peptide and transmembrane regions were predicted by Phobius [101]. Conserved domains were identified using SMART (http://smart.embl-heidelberg.de/). The reference transcriptome was annotated using Trinotate (version 3.1.1) [102]. The longest candidate ORF of each transcript was identified using the inbuilt software TransDecoder [102]. The transcriptome was blasted against Uniprot sequences of *Schistocerca gregaria, Locusta migratoria, Apis melifera, Tribolium castaneum, Bombyx mori* and *Drosophila melanogaster* (blastx with default parameters and -max_target_seqs 1).

### RNA-seq expression analysis

Pleuropodia and legs from embryos at the same age (day 4, 5, 6, 7, 8, 10, 11, 12 and 13) were dissected in RNase-free PBS and total RNA was isolated as described above, but cleaned with RNA Clean & Concentrator (Zymo Research). One μg of RNA from each sample was sent to BGI (Hong Kong). cDNA was prepared including mRNA enrichment as above. Over 45 millions of 50 bp single-end (SE) reads were sequenced from each sample (Additional file 2: Table S2) on Illumina HiSeq 2000. A pair of samples from embryos that was used for the preparation of the reference transcriptome, part (b) above (“day 8–9”), was included in the expression analysis, but prior to mapping, the 75 bp PE reads were trimmed to 50 bp, using Trimmomatic in the paired-end mode (version 0.36) and using the CROP function (CROP:50). Each sample for expression analysis contained tens to hundreds of appendages. A single sample from each pleuropodia and legs was sequenced per stage.

The quality of the sequenced reads was assessed using the FastQC. All samples showed a Per base sequence quality > 30. Reads were mapped to the reference transcriptome using Bowtie2 (version 2.2.5) with default parameters and –local alignment mode [103]. Trimmed pairs of reads were concatenated for each stage and treated as single reads. A PCA plot was prepared using the plotPCA() function in the DESeq2 R package [104]; the count matrix was transformed with the rlog() function. The plot showed that differences in sequencing type and processing of SE and PE samples had no noticeable effect on the results. The R package HTSFilter [105] was used with default parameters to remove transcripts with constantly low expression; 12,988 transcripts were left.

The differential expression analysis was performed using the NOISeq R package (version 2.22.1 [106];). Reads were normalized using the RPKM method [107]. DEGs between legs and pleuropodia for each stage were searched using NOISeq-sim; parameters for simulation of “technical replicates” prior to differential expression analysis without replicates: k = NULL, norm = “n”, pnr =0.2, nss =5, v = 0.02, lc = 1, replicates = “no”. DEGs between highly secreting pleuropodia and equally aged legs (samples from day 10, 11 and 12 treated as replicates) were searched using the NOISeq-real algorithm; parameters: k = 0.5, norm = “n”, factor = “type”, nss = 0, lc = 1, replicates = “technical”. Thresholds for significant differential expression were probability (“prob”) > 0.7 for single stage comparisons and > 0.8 for the triplicated comparison, RPKM > 10 and fold change > 2 for all comparisons (thresholds were set arbitrarily based on the values for the genes whose expression dynamics in the pleuropodia are known, Additional file 2: Table S4).

### GO enrichment analysis

The transcriptome was blasted against the UniProt/Swiss-Prot database. GO enrichment with blast hits of an e-value ≤1e^− 5^ was performed using the R package GOSeq (version 1:30.0 [108];) implemented in the Trinotate pipeline (see above). Enriched GO terms were summarized and visualized using REVIGO [109]. Dot plots were prepared from DEGs having RPKM > 50, fold change > 3.

### Real-time RT-PCR

Tissues were dissected, total RNA was isolated and DNase treated as described for sequencing and cleaned with RNA Clean & Concentrator (Zymo Research). cDNA was prepared from 0.5 μg (legs, pleuropodia) or 1 μg (cut embryos) of the RNA using oligo-dT primer (Invitrogen) and ThermoScript RT-PCR System (Invitrogen) at 55 °C (lower amount of RNA from legs and pleuropodia, compared to the amount of RNA from whole cut embryos, was used because this RNA was in a short supply and difficult to obtain since these appendages are small and had to be dissected). PCR reactions (20 μl) contained 5 μl of cDNA diluted to 40 ng/μl, 10 μl of SYBR Green PCR Master Mix (Applied Biosystems) and 5 μl of a 1:1 mix of forward and reverse primers (each 20 nM in this mix). Reactions were run in the LightCycler480 (Roche) and analyzed using associated software (release 1.5.0 SP1) according to comparative Ct method and normalized to the *eEF1α* gene. Amplification was 40 cycles of 95 °C for 10 s, 60 °C for 15 s, 72 °C for 12 s. Primers (Additional file 2: Table S18) were designed using Primer3PLUS [110]. To check for the presence of a single PCR product, the melting curve was examined after each run and for each pair of primers at least two finished runs were visualized on a 2 % agarose gel.

## Supplementary information

**Additional file 1: Figure S1.** *S. gregaria* embryonic stages used in this study. **Figure S2.** External features of developing hind legs and pleuropodia. **Figure S3.** Cross-sections through developing hind legs and pleuropodia. **Figure S4.** Ultrastructure of epidermal cells in developing hind legs. **Figure S5.** Amino acid sequences and conserved domains of *S. gregaria* chitin degrading enzymes. **Figure S6.** Phylogenetic trees of chitin degrading enzymes in *S. gregaria* and other insects. **Figure S7.** Real-time RT-PCR expression analysis of *Sg-cht7–1* and *Sg-cht10–1* on cDNA from parts of *S. gregaria* embryos.

**Additional file 2: Table S1.** Embryonic transcriptome of *S. gregaria*: numbers of sequenced reads and assembled transcripts. **Table S2.** RNA-seq expression analysis: numbers of sequenced and mapped reads. **Table S3.** Number of differentially expressed genes at selected levels of stringency. **Table S4.** Differential expression of genes, whose expression dynamics in the early stages of pleuropodia development is known. **Table S5.** Comparison between differential expression of selected genes obtained by RNA-seq and real-time RT-PCR. **Table S6.** GOs enriched in the downregulated DEGs from the highly secreting pleuropodia (joined sample 10, 11 and 12 days). **Table S7.** GOs enriched in the upregulated DEGs from the highly secreting pleuropodia (joined sample 10, 11 and 12 days). **Table S8.** GOs enriched in the downregulated DEGs from each developmental stage . **Table S9.** GOs enriched in the upregulated DEGs from each developmental stage. **Table S10.** Genes for core transporters expressed in the pleuropodia. **Table S11.** *S. gregaria* genes for proteins with GO “proteolysis” that were upregulated in the highly secreting pleuropodia. **Table S12.** Differential gene expression of *S. gregaria* homologs (or close relatives) of known genes for MF proteases in the highly secreting pleuropodia. **Table S13.** Immunity-related proteins expressed in the highly secreting pleuropodia. **Table S14.** Genes for lysozymes identified in the *S. gregaria* embryonic transcriptome. **Table S15.** Genes for ecdysone biosynthesis enzymes identified in the *S. gregaria* embryonic transcriptome. **Table S16.** RNA-seq differential gene expression of *S. gregaria* ecdysone biosynthesis enzymes in the pleuropodia at diverse stages. **Table S17.** *S. gregaria* genes with GO terms “hormone biosynthetic process” upregulated in the highly secreting pleuropodia. **Table S18.** Sequences of primers.

## Data Availability

The datasets generated and analysed during the study are available in the NCBI repository: BioProject ID PRJNA524786 (the reference transcriptome described in this paper is the first version, GHHP01000000) and GSE128394.

## Abbreviations

A1: First abdominal segment
CHT: Chitinase
DEG: Differentially expressed gene
DT: Developmental time
EC1, EC2, EC3: The first, the second, the third embryonic cuticle, respectively
GO: Gene ontology
LEG: Hind leg(s)
MF: Moulting fluid
NAG: β-N-acetyl-hexosaminidase
PCA: Principal component analysis
PLP: Pleuropodium (pleuropodia)
RPKM: Reads per kilobase of transcript per million reads mapped
SC: Serosal cuticle
SEM: Scanning electron microscopy
T3: Third thoracic segment
TEM: Transmission electron microscopy

# Supplementary material for: Transcriptome of pleuropodia from locust embryos supports that these organs produce enzymes enabling the larva to hatch
**Source:** Front Zool. 2020 Jan 16;17:4. doi: 10.1186/s12983-019-0349-2
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. S. gregaria embryonic stages used in this study. Figure S2. External features of developing hind legs and pleuropodia. Figure S3. Cross-sections through developing hind legs and pleuropodia. Figure S4. Ultrastructure of epidermal cells in developing hind legs. Figure S5. Amino acid sequences and conserved domains of S. gregaria chitin degrading enzymes. Figure S6. Phylogenetic trees of chitin degrading enzymes in S. gregaria and other insects. Figure S7. Real-time RT-PCR expression analysis of Sg-cht7–1 and Sg-cht10–1 on cDNA from parts of S. gregaria embryos.

1 **FIGURE S1**

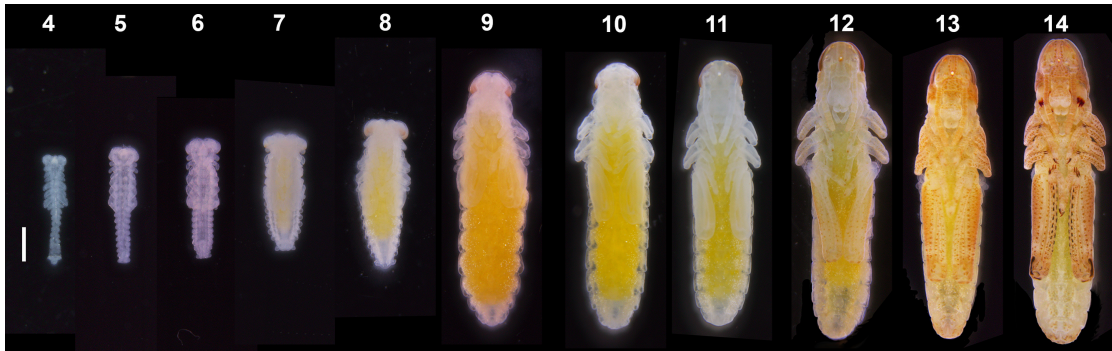

2
3 **Figure S1. *S. gregaria* embryonic stages used in this study.**

4 Images of live embryos dissected out of the eggs; imaged under a
5 stereomicroscope. Eggs and embryos of *S. gregaria* typically slightly vary in size.
6 Numbers indicate age in days. Scale bar: 1 mm. Background in photos was
7 cleaned (see Methods).

8

9 **FIGURE S2**

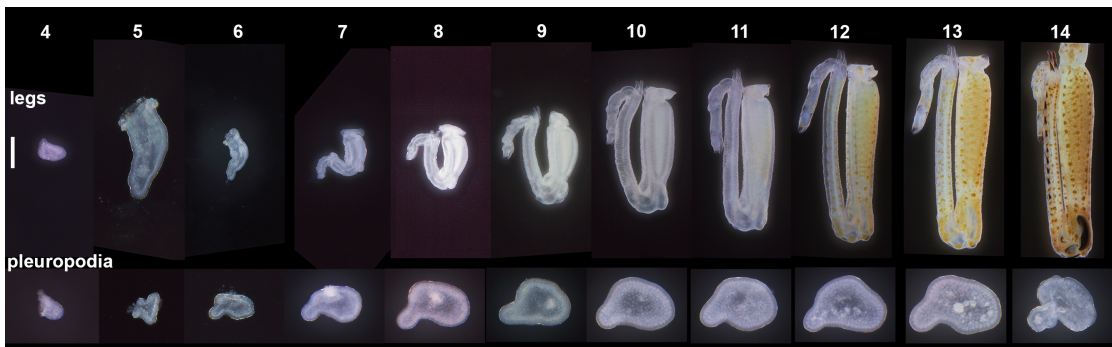

10
11 **Figure S2. External features of developing hind legs and pleuropodia.**

12 Compare the sizes of the appendages; imaged under a stereomicroscope.
13 Numbers indicate age in days. Scale bar: 0.2 mm for all pleuropodia and for legs
14 at days 4 and 5; 0.5 mm for legs at days 6-14.

15

FIGURE S3

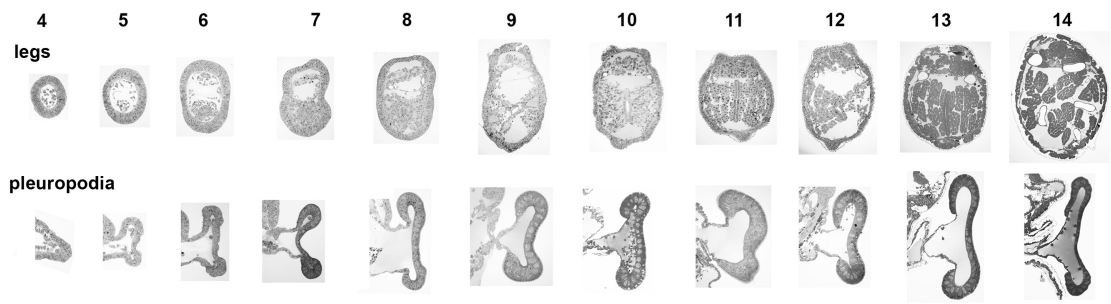

Figure S3. Cross-sections through developing hind legs and pleuropodia.

Toluidine blue stained semithin sections of appendages embedded in epoxy resin. Numbers indicate age in days.

FIGURE S4

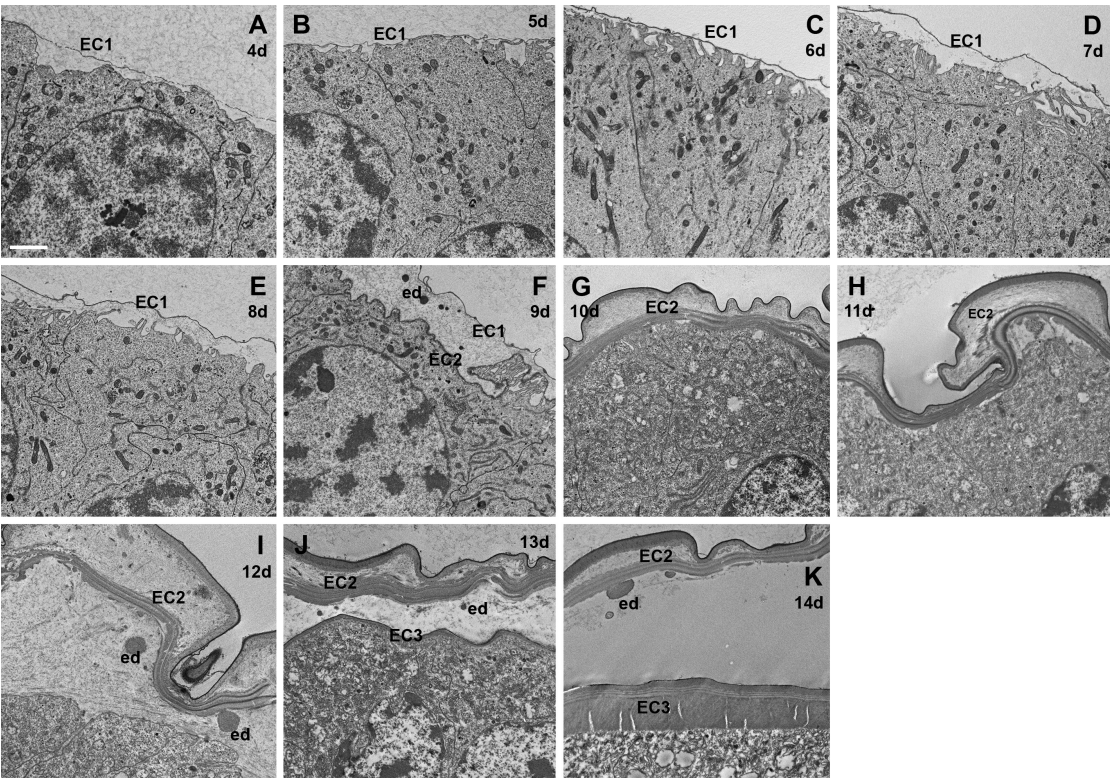

Figure S4. Ultrastructure of epidermal cells in developing hind legs.

TEM micrographs. Compare with pleuropodia in Figure 3. Note the three different cuticles and appearance of ecdysial droplets (ed) during embryonic

27 moulting. EC1, EC2, EC3, the first, the second and the third embryonic cuticle,
28 respectively (EC3 becomes the cuticle of the first instar larva). Scale bar: 2 μ m.
29

FIGURE S5

(A)

Sg-nag1

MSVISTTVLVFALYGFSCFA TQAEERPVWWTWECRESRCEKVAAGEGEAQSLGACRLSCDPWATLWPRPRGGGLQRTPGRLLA
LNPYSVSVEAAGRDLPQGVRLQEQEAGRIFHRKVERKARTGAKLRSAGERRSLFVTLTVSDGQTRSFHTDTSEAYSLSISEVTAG
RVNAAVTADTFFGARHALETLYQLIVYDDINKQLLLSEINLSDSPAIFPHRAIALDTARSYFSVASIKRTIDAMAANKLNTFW
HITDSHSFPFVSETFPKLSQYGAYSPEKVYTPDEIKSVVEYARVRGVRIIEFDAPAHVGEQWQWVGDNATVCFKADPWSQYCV
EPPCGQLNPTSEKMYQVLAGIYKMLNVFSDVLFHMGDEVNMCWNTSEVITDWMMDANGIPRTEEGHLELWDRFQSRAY
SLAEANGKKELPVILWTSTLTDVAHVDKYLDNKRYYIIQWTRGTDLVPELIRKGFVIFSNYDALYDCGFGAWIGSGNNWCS
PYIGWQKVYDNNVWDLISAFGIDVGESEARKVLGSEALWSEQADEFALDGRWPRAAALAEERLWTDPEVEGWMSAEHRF
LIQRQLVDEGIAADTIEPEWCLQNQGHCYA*

Sg-nag2

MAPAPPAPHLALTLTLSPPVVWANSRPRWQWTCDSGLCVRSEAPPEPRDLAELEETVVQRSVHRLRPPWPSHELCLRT
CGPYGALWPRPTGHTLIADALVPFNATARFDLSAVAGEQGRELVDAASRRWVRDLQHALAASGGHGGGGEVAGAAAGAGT
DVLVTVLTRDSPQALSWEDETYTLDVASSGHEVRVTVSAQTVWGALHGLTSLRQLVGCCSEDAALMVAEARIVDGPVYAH
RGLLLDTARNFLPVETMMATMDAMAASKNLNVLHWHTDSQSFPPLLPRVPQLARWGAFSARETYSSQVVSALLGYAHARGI
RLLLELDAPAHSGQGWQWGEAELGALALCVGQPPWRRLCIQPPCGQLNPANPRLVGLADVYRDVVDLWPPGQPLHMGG
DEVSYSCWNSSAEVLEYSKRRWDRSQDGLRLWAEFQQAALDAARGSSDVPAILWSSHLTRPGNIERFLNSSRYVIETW
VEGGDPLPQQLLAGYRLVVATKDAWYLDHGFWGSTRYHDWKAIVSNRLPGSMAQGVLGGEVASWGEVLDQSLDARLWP
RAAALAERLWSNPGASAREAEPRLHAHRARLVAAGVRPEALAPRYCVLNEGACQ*

Sg-fdl

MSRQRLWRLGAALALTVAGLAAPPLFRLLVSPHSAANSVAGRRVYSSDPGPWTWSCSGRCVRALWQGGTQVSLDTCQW
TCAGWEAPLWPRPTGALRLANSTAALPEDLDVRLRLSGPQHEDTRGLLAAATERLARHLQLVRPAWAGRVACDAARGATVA
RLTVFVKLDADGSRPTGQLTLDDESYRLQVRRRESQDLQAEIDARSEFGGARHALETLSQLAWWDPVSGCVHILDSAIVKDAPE
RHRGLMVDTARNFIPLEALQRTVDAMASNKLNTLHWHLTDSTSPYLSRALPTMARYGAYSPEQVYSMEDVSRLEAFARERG
VRLVVELDVPAAHAGWPTEQVSCSEQRGSAANAPLVQQQHQHONEDNGLQYRQEERRERRAQHGGEQQPAWWELCGOPP
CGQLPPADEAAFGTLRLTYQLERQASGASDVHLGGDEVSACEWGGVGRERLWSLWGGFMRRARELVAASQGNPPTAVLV
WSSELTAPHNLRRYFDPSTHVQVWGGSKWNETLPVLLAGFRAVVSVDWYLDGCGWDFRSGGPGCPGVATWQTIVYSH
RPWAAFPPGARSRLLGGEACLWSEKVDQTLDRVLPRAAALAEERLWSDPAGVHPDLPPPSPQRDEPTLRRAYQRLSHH
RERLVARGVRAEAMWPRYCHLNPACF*

Sg-hex

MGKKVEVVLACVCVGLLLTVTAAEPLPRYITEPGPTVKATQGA VWPKPONEQRFGGSVLIVPGNFTFQVEGPECIDILSEAVSR
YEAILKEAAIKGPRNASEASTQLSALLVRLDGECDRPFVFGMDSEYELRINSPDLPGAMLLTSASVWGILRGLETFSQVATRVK
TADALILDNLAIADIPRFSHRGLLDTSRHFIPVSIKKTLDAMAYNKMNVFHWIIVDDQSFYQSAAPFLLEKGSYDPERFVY
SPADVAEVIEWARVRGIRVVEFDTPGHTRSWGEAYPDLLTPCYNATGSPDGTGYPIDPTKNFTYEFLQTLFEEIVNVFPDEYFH
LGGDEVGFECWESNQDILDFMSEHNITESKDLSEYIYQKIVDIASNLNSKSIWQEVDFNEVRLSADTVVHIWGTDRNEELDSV
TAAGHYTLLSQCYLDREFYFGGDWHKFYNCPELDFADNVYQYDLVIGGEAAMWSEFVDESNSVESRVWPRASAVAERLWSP
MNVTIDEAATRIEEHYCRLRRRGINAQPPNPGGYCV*

(B)

Sg-cht5-1

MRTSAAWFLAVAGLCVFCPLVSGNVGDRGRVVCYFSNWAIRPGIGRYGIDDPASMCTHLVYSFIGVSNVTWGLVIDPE
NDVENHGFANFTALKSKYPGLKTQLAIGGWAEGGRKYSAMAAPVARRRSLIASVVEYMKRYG DCDLDMES GAADRGGSE
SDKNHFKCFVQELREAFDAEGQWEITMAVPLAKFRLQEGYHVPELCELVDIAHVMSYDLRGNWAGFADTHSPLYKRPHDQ
WAYEKLNVHDGLKLWQDMGCPAHKLTVGVFPYGRSFTLSAGNKDYKLGTYINKEAGGKPGNYTOAKGFLAYYEICIEIQEVG
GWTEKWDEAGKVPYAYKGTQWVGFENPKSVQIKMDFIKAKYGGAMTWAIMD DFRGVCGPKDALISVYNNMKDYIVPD
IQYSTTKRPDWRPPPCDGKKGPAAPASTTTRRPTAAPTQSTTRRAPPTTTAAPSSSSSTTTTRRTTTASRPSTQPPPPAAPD
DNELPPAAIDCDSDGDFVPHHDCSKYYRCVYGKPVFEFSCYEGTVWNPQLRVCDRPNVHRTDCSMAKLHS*

Sg-cht5-2

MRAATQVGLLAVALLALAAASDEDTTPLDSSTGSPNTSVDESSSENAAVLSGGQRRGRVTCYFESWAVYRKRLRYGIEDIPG
DMCTHIHYSFVGLNNVTWELQVLDEKLDVQDGGFENFTALROEFPQVRLQVALGGWAEGGHNSAMVGDPAARRASLVRSAVA
FLHRYG DCDLDMES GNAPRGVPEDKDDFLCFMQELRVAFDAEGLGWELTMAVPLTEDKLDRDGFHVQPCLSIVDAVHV
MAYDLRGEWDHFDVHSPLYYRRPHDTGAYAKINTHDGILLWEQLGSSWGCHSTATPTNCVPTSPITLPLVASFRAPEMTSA
E*

(based on alignment with homologous sequences this transcript might be misassembled and the amino acid sequenced prematurely terminated by introduction of a stop codon)

Sg-cht10-1

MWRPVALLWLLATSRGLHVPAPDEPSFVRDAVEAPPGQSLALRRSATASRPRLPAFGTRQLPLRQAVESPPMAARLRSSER
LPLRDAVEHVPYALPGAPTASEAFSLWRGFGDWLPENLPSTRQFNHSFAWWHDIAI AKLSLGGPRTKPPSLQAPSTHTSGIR
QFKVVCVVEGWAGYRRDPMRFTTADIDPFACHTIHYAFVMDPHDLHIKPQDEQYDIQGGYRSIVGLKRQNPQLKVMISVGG
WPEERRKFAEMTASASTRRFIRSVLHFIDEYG DCDLDMES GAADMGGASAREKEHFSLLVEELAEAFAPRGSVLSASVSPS
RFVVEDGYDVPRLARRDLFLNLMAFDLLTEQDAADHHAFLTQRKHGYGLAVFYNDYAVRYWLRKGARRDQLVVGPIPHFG
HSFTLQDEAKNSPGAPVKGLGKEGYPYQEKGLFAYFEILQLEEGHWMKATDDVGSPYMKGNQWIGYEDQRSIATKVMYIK

100 [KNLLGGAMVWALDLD](#)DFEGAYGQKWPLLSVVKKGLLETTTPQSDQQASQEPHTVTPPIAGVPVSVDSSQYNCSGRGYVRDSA
101 [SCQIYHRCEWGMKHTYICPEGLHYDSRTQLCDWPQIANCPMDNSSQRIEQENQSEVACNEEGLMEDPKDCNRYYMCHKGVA](#)
102 [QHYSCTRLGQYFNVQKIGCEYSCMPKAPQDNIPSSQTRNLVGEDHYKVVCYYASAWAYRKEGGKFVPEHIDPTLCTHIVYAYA](#)
103 [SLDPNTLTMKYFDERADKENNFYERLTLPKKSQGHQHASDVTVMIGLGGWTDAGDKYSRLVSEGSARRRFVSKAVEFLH](#)
104 [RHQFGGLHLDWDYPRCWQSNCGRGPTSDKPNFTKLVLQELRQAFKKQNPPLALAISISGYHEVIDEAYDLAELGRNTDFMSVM](#)
105 [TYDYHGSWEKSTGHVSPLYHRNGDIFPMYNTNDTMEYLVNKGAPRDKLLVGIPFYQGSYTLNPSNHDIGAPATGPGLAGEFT](#)
106 [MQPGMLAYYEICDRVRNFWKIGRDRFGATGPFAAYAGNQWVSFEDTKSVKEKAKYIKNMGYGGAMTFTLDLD](#)DFENRCCRG
107 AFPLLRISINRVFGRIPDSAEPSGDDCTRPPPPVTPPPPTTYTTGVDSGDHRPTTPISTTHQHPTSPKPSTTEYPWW
108

109 *Sg-cht10-2*

110 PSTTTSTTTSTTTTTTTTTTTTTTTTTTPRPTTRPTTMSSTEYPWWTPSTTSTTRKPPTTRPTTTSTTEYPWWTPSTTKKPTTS
111 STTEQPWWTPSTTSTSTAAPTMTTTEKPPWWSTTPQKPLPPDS[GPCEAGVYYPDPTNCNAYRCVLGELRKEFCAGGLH](#)
112 [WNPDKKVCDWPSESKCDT](#)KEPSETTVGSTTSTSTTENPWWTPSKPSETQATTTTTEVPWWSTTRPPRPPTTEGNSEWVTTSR
113 PTTTQQPSEEV[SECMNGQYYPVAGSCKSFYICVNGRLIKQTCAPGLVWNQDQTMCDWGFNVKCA](#)DDSEREAHVKAQPD[DPC](#)
114 [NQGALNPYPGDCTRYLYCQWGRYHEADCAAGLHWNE](#)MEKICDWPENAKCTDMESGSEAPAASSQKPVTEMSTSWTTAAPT
115 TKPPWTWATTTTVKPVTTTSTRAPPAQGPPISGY[FKVVCYFTN](#)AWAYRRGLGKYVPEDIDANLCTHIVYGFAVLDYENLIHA
116 [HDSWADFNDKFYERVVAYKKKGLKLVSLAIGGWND](#)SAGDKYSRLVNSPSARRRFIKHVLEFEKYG[DGLDMDWSTY](#)VCWQVD
117 [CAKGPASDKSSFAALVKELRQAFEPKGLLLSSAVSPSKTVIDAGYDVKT](#)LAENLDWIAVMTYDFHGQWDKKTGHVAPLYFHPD
118 [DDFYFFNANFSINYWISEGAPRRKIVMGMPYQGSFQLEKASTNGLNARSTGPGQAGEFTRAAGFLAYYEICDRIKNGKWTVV](#)
119 [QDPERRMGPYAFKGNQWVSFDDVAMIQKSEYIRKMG](#)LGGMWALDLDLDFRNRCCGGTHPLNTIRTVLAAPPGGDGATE
120 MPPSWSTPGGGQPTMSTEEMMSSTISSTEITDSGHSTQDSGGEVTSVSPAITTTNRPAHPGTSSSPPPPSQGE[FKVVCYFT](#)
121 [NWAWYRQGVGKYL](#)NPEDPDLC THIVYGFAVLNGDR |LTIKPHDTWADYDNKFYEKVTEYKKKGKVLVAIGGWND
122 [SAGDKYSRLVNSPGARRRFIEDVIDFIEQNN](#)[DGLDMDWSTY](#) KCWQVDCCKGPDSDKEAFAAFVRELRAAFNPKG
123 [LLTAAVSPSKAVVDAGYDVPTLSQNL](#)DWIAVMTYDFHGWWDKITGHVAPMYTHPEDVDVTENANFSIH
124 [YWIQKGA](#)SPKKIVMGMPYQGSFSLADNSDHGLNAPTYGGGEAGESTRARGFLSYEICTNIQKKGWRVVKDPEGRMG
125 [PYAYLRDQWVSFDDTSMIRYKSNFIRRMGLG](#)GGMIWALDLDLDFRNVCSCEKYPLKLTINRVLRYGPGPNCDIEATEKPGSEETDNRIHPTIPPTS
126 [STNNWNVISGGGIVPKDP](#)[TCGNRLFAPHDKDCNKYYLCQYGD](#)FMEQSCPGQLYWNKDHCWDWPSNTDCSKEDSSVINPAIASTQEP
127 [EMSSSTTENIHMS](#)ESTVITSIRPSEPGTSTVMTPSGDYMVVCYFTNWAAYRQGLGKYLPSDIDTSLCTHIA
128 [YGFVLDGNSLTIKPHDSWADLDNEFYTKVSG](#)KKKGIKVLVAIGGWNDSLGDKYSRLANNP
129 [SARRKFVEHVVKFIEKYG](#)[E](#)[DGLDMDWSTY](#) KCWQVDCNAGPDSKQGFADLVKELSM
130 [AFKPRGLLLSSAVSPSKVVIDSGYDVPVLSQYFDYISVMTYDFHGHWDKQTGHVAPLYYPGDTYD](#)
131 [YFANFTMHYWIEK](#)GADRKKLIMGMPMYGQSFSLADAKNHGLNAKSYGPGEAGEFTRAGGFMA
132 [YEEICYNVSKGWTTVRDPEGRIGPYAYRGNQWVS](#)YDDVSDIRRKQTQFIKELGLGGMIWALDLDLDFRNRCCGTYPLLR
133 [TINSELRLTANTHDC](#)T*

134 *Sg-cht7-1*

135 [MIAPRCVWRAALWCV](#)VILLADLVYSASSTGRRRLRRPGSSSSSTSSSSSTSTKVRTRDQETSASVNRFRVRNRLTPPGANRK
136 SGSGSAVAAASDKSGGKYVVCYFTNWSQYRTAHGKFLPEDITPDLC THIYAFGWLKKGK |TSFEGNDET
137 [KDGKVL](#)YERVMA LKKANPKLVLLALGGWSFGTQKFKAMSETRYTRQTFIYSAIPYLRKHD
138 [DGLDMDWSTY](#) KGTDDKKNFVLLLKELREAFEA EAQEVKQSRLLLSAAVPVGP
139 [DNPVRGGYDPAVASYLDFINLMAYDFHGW](#)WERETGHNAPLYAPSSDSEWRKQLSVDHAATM
140 [WVKLGA](#)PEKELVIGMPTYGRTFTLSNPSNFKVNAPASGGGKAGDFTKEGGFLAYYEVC
141 [DMLKKGATYIWDD](#)EMKVPYAVMG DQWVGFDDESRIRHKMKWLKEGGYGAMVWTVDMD
142 [DFTGTVC](#)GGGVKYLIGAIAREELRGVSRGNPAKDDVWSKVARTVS LEATT
143 [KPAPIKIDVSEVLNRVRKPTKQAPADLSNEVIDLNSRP](#)[AQVFCYMT](#)SWSGKRP
144 [GAGKFSPE](#)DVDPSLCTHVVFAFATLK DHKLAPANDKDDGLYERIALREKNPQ
145 [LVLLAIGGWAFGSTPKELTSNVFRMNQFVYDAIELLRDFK](#)[DGLDMDWSTY](#) RG
146 [ADDRAA](#)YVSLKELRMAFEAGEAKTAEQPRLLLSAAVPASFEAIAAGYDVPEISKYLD
147 [FINVMTYDFHGW](#)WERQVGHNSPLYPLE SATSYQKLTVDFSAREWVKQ
148 [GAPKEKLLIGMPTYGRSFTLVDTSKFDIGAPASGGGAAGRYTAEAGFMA](#)
149 [YEVCDL](#)FHHNDT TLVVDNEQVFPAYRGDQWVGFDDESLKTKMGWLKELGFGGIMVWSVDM
150 [D](#)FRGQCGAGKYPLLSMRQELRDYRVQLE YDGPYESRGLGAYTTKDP
151 [TSVSC](#)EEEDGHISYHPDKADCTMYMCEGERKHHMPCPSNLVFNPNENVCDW
152 [PENVEG](#)CMHH TQAPPAARRR*

153 *Sg-cht7-2*

154 [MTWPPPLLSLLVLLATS](#)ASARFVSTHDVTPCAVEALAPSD[KALLCYE](#)GRLSVYQLD
155 [PCLCTHIVFKDA](#)AVVSDNFGKIVSD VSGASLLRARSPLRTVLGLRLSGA
156 [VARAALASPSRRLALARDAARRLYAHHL](#)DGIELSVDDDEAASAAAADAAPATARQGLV
157 [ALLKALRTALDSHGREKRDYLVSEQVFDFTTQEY](#)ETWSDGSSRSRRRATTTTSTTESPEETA
158 [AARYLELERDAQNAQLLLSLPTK](#)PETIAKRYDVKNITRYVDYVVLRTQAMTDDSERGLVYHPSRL
159 [MGLDMDLNA](#)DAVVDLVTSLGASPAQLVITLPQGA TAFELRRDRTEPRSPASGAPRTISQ
160 [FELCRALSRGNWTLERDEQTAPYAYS](#)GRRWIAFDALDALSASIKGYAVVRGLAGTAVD
161 [AAD](#)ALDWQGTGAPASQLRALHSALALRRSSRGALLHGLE

162 *Sg-cht7-3*

163 [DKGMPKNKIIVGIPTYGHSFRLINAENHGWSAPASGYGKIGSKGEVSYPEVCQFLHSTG](#)
164 [SKYIFDKNFEV](#)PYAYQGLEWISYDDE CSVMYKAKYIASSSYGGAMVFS
165 [LNVDDHQ](#)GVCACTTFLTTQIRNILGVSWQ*

166 *Sg-cht2*

167 [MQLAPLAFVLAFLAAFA](#)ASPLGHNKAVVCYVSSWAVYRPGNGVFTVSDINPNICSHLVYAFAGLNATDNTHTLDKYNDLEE
168 [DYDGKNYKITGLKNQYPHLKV](#)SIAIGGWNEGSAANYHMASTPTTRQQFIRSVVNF
169 [LRKYN](#)[DGLDMDWSTY](#) TQRGGVPSDRE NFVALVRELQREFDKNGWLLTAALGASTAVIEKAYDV
170 [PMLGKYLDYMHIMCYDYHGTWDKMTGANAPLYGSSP](#)DTLSVDN SIRYYLKLGA
171 [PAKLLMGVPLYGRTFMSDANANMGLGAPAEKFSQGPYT](#)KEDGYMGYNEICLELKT
172 [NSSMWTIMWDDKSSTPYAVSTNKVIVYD](#)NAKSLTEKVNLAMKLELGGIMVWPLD
173 [TDDFRGEC](#)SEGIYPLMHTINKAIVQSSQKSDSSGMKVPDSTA
174 [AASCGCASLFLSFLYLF](#)QL*

175 *Sg-cht6-1*

176 [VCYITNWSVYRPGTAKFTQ](#)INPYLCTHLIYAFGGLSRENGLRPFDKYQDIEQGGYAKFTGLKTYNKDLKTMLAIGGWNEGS
177 [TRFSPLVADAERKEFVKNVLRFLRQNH](#)[DGLDMDWSTY](#) AFRDGGKSRDRDN
178 [YALLVKEL](#)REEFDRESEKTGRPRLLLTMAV PAGIEYIDKGF
179 [DIASMNKHLDFMNL](#)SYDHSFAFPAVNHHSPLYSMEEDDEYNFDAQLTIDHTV
180 [NHMYKSGADR](#)NKVLGIP TYGRSYTLFNP
181 [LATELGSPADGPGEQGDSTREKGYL](#)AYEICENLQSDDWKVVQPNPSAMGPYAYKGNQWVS
182 [YDDMDI](#)KKK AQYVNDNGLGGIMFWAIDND
183 [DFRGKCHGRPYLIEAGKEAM](#)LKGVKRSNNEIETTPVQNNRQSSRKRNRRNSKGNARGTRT

174 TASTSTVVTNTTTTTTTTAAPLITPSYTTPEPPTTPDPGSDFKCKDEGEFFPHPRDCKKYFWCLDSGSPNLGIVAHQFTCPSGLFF
175 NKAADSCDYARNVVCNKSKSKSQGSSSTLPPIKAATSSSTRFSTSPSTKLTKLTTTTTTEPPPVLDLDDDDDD
176
177 *Sg-cht6-2*
178 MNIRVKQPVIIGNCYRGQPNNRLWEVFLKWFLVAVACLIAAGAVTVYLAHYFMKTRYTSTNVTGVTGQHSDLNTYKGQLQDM
179 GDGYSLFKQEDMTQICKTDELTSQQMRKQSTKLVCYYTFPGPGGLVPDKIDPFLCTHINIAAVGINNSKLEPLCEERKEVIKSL
180 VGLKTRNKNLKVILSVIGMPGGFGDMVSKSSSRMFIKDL
181
182 *Sg-cht8-1*
183 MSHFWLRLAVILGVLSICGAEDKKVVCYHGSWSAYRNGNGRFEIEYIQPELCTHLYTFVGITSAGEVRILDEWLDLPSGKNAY
184 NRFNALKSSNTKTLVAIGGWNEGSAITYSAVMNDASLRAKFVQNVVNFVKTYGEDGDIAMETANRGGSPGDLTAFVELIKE
185 LRTEFDKYGYLLTAAVGVGRYLIGTAYDVPQISKYLDFINLMTYDLHGSWDGKTQONAPLYASSADKTEAERQLNVDSSVRYW
186 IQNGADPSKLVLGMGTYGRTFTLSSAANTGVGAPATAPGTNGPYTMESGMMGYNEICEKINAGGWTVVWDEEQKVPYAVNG
187 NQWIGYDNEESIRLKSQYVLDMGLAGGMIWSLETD¹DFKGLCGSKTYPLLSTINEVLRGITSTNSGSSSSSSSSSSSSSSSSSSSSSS
188 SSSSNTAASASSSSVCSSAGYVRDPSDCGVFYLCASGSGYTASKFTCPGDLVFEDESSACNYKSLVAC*
189
190 *Sg-cht8-2*
191 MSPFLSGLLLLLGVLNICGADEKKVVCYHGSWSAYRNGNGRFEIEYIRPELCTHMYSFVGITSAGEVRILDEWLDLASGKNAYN
192 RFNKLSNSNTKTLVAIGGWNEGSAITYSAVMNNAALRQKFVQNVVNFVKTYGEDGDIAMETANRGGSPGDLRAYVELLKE
193 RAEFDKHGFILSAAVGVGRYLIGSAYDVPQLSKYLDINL
194
195 *Sg-cht8-3*
196 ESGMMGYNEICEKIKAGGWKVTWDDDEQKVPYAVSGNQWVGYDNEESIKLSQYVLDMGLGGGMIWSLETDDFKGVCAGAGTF
197 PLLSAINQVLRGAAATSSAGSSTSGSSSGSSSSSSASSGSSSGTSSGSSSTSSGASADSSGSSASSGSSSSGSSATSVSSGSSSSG
198 VCNAGYARDPSCGV
199
200 *Sg-idgf-1*
201 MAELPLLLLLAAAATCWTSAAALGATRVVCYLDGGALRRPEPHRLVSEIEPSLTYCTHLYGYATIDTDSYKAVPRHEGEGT
202 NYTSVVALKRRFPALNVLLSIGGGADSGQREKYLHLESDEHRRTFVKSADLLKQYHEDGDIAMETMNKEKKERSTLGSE
203 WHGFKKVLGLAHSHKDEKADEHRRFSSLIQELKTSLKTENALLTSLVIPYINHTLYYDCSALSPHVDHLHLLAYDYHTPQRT
204 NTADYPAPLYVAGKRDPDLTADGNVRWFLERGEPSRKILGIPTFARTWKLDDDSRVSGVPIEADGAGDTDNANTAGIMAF
205 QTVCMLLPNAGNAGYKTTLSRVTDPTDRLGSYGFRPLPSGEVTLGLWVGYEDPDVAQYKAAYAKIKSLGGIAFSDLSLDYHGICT
206 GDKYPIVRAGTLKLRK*
207
208 *Sg-idgf-2*
209 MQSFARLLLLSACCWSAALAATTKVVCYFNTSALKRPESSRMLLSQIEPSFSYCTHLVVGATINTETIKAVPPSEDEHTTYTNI
210 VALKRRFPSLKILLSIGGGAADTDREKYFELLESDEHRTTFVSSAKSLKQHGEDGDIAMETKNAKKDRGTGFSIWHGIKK
211 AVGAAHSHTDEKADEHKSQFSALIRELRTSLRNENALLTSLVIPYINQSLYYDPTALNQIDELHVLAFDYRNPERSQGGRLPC
212 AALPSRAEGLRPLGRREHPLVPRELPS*
213
214 *Sg-idgf-3*
215 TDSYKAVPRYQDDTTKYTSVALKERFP²SLKVLLSIGGGGADADQRRKYLELLESDEHRRTFVDSVKELLOQNREDGDIAMETFSK
216 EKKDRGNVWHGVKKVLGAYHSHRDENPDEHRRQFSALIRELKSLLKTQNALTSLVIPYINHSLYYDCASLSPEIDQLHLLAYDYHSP
217 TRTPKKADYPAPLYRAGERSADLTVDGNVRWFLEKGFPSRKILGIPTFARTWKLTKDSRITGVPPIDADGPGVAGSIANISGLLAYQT
218 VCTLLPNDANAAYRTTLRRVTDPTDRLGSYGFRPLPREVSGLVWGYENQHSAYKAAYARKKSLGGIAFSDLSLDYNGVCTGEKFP
219 IVRAGTLKLLSTSV*
220

221 **Figure S5. Amino acid sequences and conserved domains of *S. gregaria***
222 **chitin degrading enzymes.**
223 (A) NAGs, (B) CHTs. Signal peptide and transmembrane region identified by
224 Phobius (<http://phobius.binf.ku.dk/index.html>) and conserved domains
225 identified by SMART (<http://smart.embl-heidelberg.de/>) are underlined and
226 coloured. In (A) and (B): signal peptide: magenta, transmembrane region: dark
227 blue. In (A): Glycohydro 20b2 domain (N-terminal domain of the eukaryotic
228 beta-hexosaminidases): light green, Glyco hydro 20 domain (glycoside hydrolase

229 family 20 catalytic domain): grey. In (B): Glyco 18 domain (catalytic domain):
230 light blue, Chitin-binding domain type 2 (ChBD2): green; catalytically critical
231 consensus sequence in the Glyco 18 domain, FDG(L/F)DLDWE(Y/F)P, is
232 highlighted in yellow and amino acid changes from the consensus are coloured in
233 orange.
234

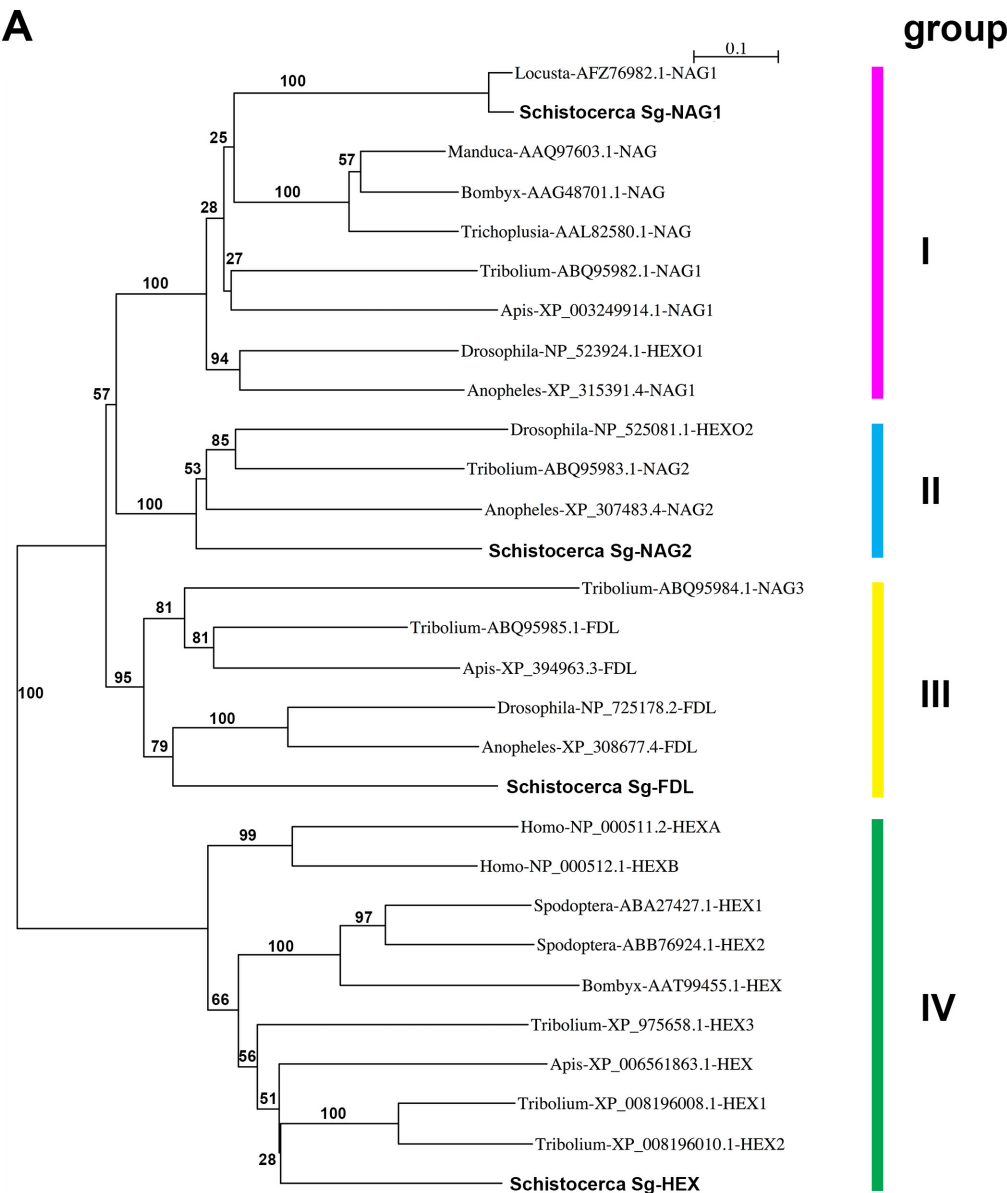

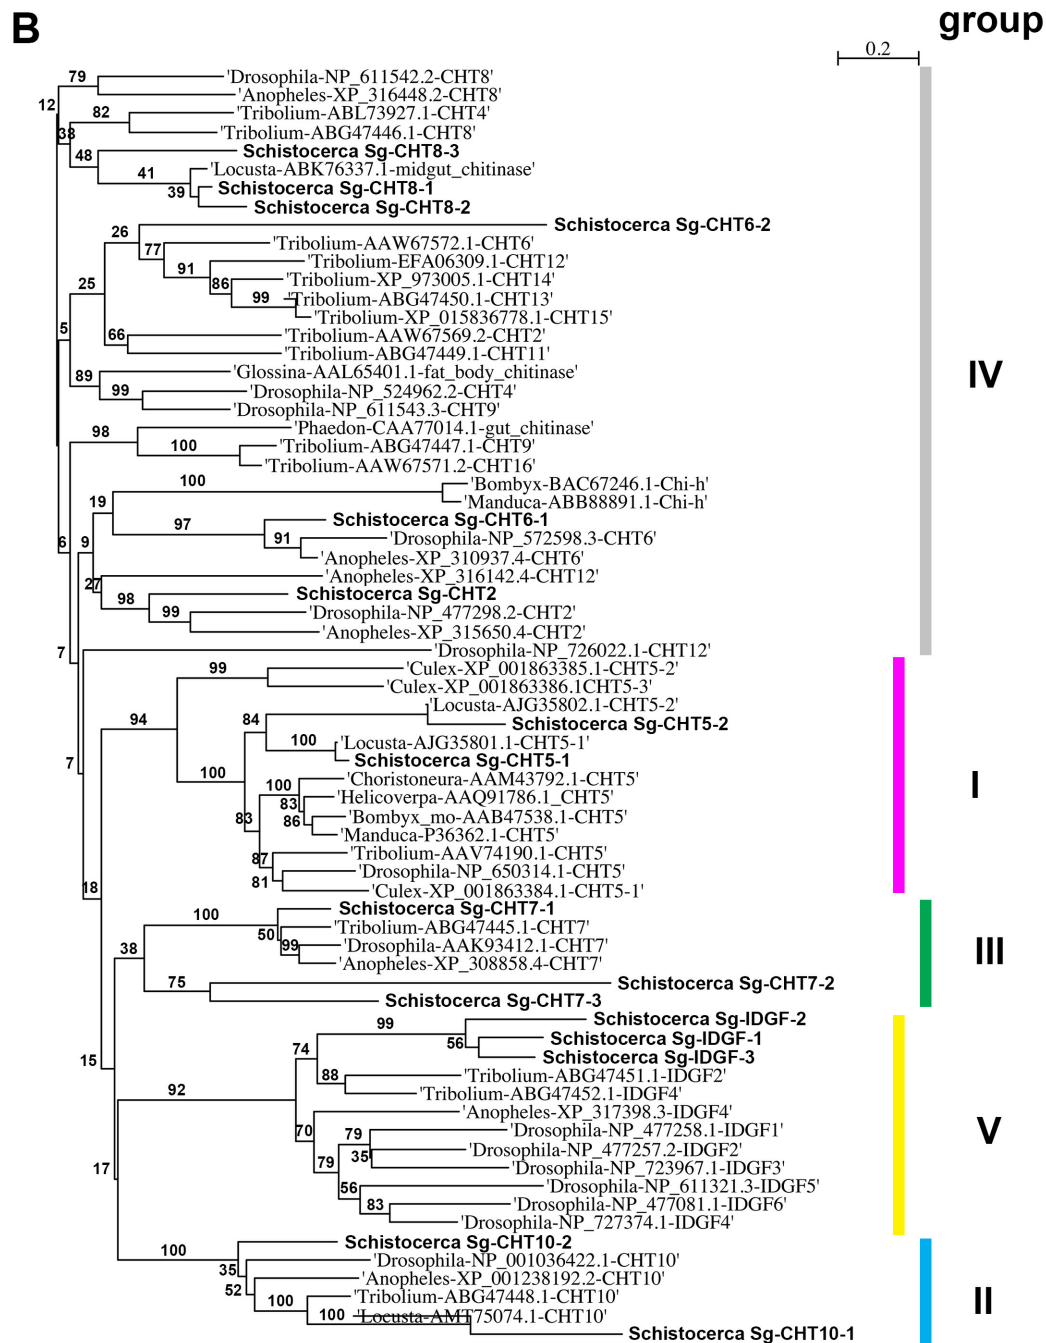

Figure S6. Phylogenetic trees of chitin degrading enzymes in *S. gregaria* and other insects.

(A) NAGs, (B) CHTs. *S. gregaria* sequences are in bold. Amino acid sequences were extracted from NCBI GenBank. The numbers above the branches are bootstrap support. The markers show a branch length. Both trees are unrooted. The tree in (A) was prepared using the SeaView software (version 4.6.1; Gouy et al, 2010; <http://doua.prabi.fr/software/seaview>): alignment with default parameters, tree using the Neighbor Joining method, Poisson distribution, 5000 bootstrap replicates. The tree in (B) was prepared using the CLC Sequence Viewer (version 7.8.1; <https://www.qiagenbioinformatics.com/products/clc-sequence-viewer/>): alignment with default parameters except gap open cost 3.0 and gap extension cost 3.0, tree using Neighbor Joining method, Kimura model, 1000 bootstrap replicates.

FIGURE S7

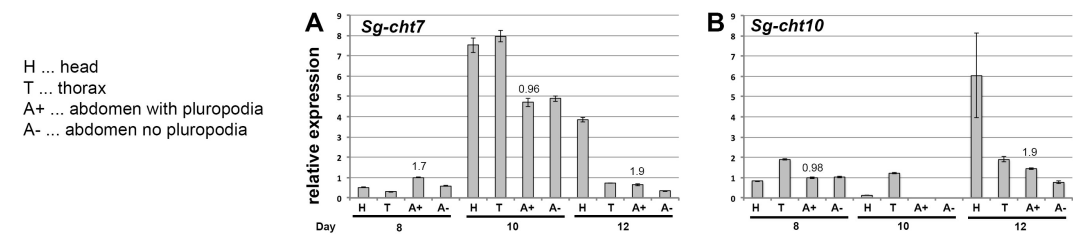

Figure S7. Real-time RT-PCR expression analysis of *Sg-cht7-1* and *Sg-cht10-1* on cDNA from parts of *S. gregaria* embryos.

cDNA was prepared from mRNAs isolated from parts of embryos at the age of 8, 10 and 12 days: H, head; T, thorax; A+, abdomen with pluropodia; A-, abdomen without pluropodia. Analysis of 3-4 technical replicates is shown. Expression in A+8 (abdomen with pluropodia when they first become differentiated) was set as 1. Numbers above A+ expression is fold change from A- of the same age.

SUPPLEMENTARY REFERENCES

(for Additional file 1 and Additional file 2)

Angelini DR, Liu PZ, Hughes CL, Kaufman TC. Hox gene function and interaction in the milkweed bug *Oncopeltus fasciatus* (Hemiptera). *Dev Biol.* 2005;287:440-455.

Beermann A, Jay DG, Beeman RW, Hülkamp M, Tautz D, Jürgens G. The Short antennae gene of *Tribolium* is required for limb development and encodes the orthologue of the *Drosophila* Distal-less protein. *Development.* 2001;128:287-297.

Bennett RL, Brown SJ, Denell RE. Molecular and genetic analysis of the *Tribolium* Ultrabithorax ortholog, Ultrathorax. *Dev Genes Evol.* 1999;209:608-619.

Chintapalli VR, Wang J, Herzyk P, Davies SA, Dow JA. Data-mining the FlyAtlas online resource to identify core functional motifs across transporting epithelia. *BMC Genomics.* 2013;14:518.

Gouy M, Guindon S, Gascuel O. SeaView version 4: a multiplatform graphical user interface for sequence alignment and phylogenetic tree building. *Mol Biol Evol.* 2010;27:221-224.

285 Hughes CL, Kaufman TC. Hox genes and the evolution of the arthropod body plan.
 286 Evol Dev. 2002;4:459-499.
 287
 288 Kelsh R, Weinzierl RO, White RA, Akam M. Homeotic gene expression in the
 289 locust *Schistocerca*: an antibody that detects conserved epitopes in Ultrabithorax
 290 and abdominal-A proteins. Dev Genet. 1994;15:19-31.
 291
 292 Liu HW, Wang LL, Tang X, Dong ZM, Guo PC, Zhao DC, Xia QY, Zhao P. Proteomic
 293 analysis of *Bombyx mori* molting fluid: Insights into the molting process. J
 294 Proteomics. 2018;173:115-125.
 295
 296 Prpic NM, Wigand B, Damen WG, Klingler M. 2001. Expression of dachshund in
 297 wild-type and Distal-less mutant *Tribolium* corroborates serial homologies in
 298 insect appendages. Dev Genes Evol. 2001;211:467-477.
 299
 300 Tear G, Akam M, Martinez-Arias A. Isolation of an abdominal-A gene from the
 301 locust *Schistocerca gregaria* and its expression during early embryogenesis.
 302 Development. 1990;110:915-925.
 303
 304 Wei Z, Yin Y, Zhang B, Wang Z, Peng G, Cao Y, Xia Y. Cloning of a novel protease
 305 required for the molting of *Locusta migratoria manilensis*. Dev Growth Differ.
 306 2007;49:611-621.
 307

308 Zhang J, Lu A, Kong L, Zhang Q, Ling E. Functional analysis of insect molting fluid
309 proteins on the protection and regulation of ecdysis. J Biol Chem.
310 2014;289:35891-35906.
311
312 Zhang H, Shinmyo Y, Mito T, Miyawaki K, Sarashina I, Ohuchi H, Noji S.
313 Expression patterns of the homeotic genes Scr, Antp, Ubx, and abd-A during
314 embryogenesis of the cricket *Gryllus bimaculatus*. Gene Expr Patterns.
315 2005;5:491-502.

How the deposited data were processed for this re-analysis (not part of the article)

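The data are mRNA libraries of pleuropodia and hind legs of *Schistocerca gregaria* embryos at days 4, 5, 6, 7, 8, 8-9, 10, 11, 12 and 13, with 1 library per tissue and stage and 20 libraries in all. The conditions of the libraries were taken from their titles and descriptions. Day 8-9 was sequenced at a second centre in both tissues, so the sequencing centre is balanced between the tissues.

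The authors mapped the reads with Bowtie2 (version 2.2.5) in local mode to their own embryonic transcriptome, after trimming the reads of day 8-9 with Trimmomatic, and kept the transcripts that pass HTSFilter. The deposited matrix of 12988 transcripts holds RPKM, made by the authors by dividing reads by transcript length and library size, although it is labelled as a count matrix: its values are not whole numbers, and their means over days 10 to 12 equal the mean RPKM in the authors' comparison of pleuropodia and legs. That comparison was made by the authors with NOISeq on the RPKM of days 10, 11 and 12, which were entered as technical replicates. It gives the log2 ratio of the 2 means, calculated by the authors as legs over pleuropodia. Its D column, a difference in signal, was calculated by the authors as the absolute difference of the 2 mean RPKM. The authors' NOISeq probability, a fraction between 0 and 1, was made by comparing these differences with those between replicates. The authors' ranking score was calculated by NOISeq from the log2 ratio and D.

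The reads behind the RPKM were recovered from the deposited values. Within a library every RPKM of a transcript is a whole multiple of the value of 1 read, and a length and a depth were sought that turn all values into whole reads, with 200 bases as the shortest length allowed. This gave a length for 12987 transcripts. Of all values 99.99% came out whole within 0.05 reads, and 15903 values are listed at 0. The depth of the libraries is 27890839 to 36884143 reads in legs and 15186076 to 36027340 in pleuropodia. Where several lengths did so the shortest was taken, so the reads of a transcript can be lower than the true ones by a whole factor, which would make its interval too wide. Intervals at single stages are exact 95% Poisson limits of the recovered reads. They cover counting error only, and a count of 0 is given with the upper limit of that interval.

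The tests, lists and alternatives were set before the data were examined, except where said otherwise. The plan named a count model, edgeR, which was not run because the matrix holds RPKM, and limma-trend on log2 values took its place. The plan set this for that case at days 10 to 12, and it was extended to the other comparisons when the values had been seen to be RPKM. The calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. RPKM were scaled by TMM (trimming 30% of the ratios and 5% of the abundances), transcripts with at least 1 RPKM in as many libraries as the smallest group holds were kept, and log2(RPKM + 0.5) was fitted. Transcripts were called at a Benjamini-Hochberg adjusted p under 0.05 over all transcripts tested. The fit was tested on simulated data with far fewer changed transcripts than were called at days 7 to 9 or 10 to 12. Every simulated transcript had the same spread, the median of these libraries before TMM scaling. This spread was 27.7% at days 10 to 12, 16.5% at days 4 to 6 and 18.5% at days 7 to 9. At days 10 to 12 the fit called 25 of 50 transcripts changed 2-fold. It called 46 of 49 at days 4 to 6 and 41 of 50 at days 7 to 9. All were in the right direction, and every transcript changed 4-fold or more was called. Of its calls 5.41%, 5.77% and 9.09% were false in these simulations, which tested 12089, 10292 and 11156 transcripts. Real transcripts with a wider spread can be missed at such folds, as Sg-cht5-1 was at days 10 to 12 (log2 fold change 4.04, adjusted p = 0.13 from limma).

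In all, 7 comparisons were fitted. Pleuropodia were compared with legs at days 4 to 6, at days 7 to 9 (the libraries of days 7, 8 and 8-9) and at days 10 to 12, with 3 libraries per tissue, and over days 7 to 13 with 7 libraries per tissue. A fit of the 12 libraries of days 4, 5, 6, 10, 11 and 12 gave the change from days 4-6 to days 10-12 in pleuropodia, that in legs, and the difference between these changes. These periods treat libraries of different days as replicates, as the paper does for days 10 to 12. Libraries of the same day are paired by age, with residuals correlated between the tissues at 0.694 for day 8-9, the highest of the 9 pairs of the 3 periods, and at -0.0586 for day 5, the lowest. Day as a block was therefore one of the alternatives.

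Values without a test were the transcripts more than 2-fold apart at each stage with an RPKM over 10 in the higher tissue, the correlation of the tissues at each stage on log2(CPM + 1), principal components of the 500 most variable transcripts, abundance ranks and shares of reads. For 4 relations with day, Pearson's r and Spearman's rho were given with p from 100000 permutations. For 16 lists of transcripts, taken from the paper's Tables 1, 3 and S4, the calls were counted and limma's camera (preset correlation 0.01, and estimated) was run. The lists from Tables 1 and 3 hold transcripts that the study chose as higher at days 10 to 12. Word lists for other cell types were not used here, nor was a test of gene ontology terms, since the values carry transcript identifiers without annotation.

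Named transcripts are those that the paper names in Tables 1, 2, 3, 4, 5 or S4 and that can be tied to an identifier, and for each comparison the 2 with the largest increase and the 2 with the largest decrease among the calls with the same direction at every stage. This rule was written when the values in the paper's tables had been seen. Of the transcripts in the matrix, 88 are named by the paper. For the 16 genes of Tables 2, 4 and 5 with a printed fold, the identifier was found by the fold and rank in the authors' deposited table, so these 2 values are not compared with the paper's.

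Alternatives to the scaling were relative log expression, library totals and the mapped reads of the paper's Table S2. The test was also run as limma-voom on the recovered reads, without a filter, with a filter of at least 10 reads in every library, with day as a block, with all 20 libraries in 1 fit, and without each replicate in turn. Thresholds of fold and RPKM, the transcripts and scale behind the principal components, and the days behind the abundance ranks were varied as well. Chosen after seeing the data were pseudocounts of 0.1 and 1, the comparison of days 7 to 9 without the pair of day 8-9, library totals in the principal components, and library totals without the 50 most abundant transcripts of each library of days 10 to 12. DESeq2 and its regularized logarithm were not run: the deposited values are not counts, and the recovered reads were used for limma-voom only. Raw reads and a genome were not used here.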

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

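The rule that selects the transcripts of day 6, the tests of leg tissue, of another stage and of the overlap with the leg transcripts of day 12, and the tests of other splits of the libraries were chosen after the results had been seen, and the overlap was proposed because some of the transcripts of day 6 had been seen to be high in the legs of day 12.

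The difference between pleuropodia and legs at days 10 to 12 was not that of days 4 to 6 for a large part of the transcripts. By limma, the difference itself changed in 3562 of 12074 transcripts tested, upward in pleuropodia relative to legs in 2028 and downward in 1534. Which direction prevails rests on the scaling, since library totals gave 1034 upward and 2360 downward. Of 87 transcripts that the paper names and that could be tested, 72 changed, 70 of them upward and 2 downward. The study listed most of these as higher at days 10 to 12, so their upward direction is no independent evidence. The 2 downward ones were the Hox genes Ubx and abd-A. Of these, abd-A was weakly expressed at days 10 to 12, at 0.539 RPKM in pleuropodia and 0.123 in legs, so it did not become lower in pleuropodia. When the libraries of each tissue were assigned to the 2 periods at random, 3 of 100 splits, the real one included, gave as many transcripts. This share is under the 0.05 set for excluding chance, but libraries ordered by age are not exchangeable, so it does not exclude chance. The 2 other splits with as many gave 5044, the highest, and 4687 transcripts. They put the legs of days 4, 5 and 11, and of days 4, 6 and 11, in the later period and left the pleuropodia in theirs, so counts as large also come from the change of the pleuropodia with age, a structure of these samples, and the count does not measure what the legs add. Leaving out the legs of day 12 raised the count to 5435.

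A set of 182 transcripts stood out in the pleuropodia of day 6 against the days around it, with over 10 RPKM there and more than 4 times the level of days 5 and 7, while no transcript did so in legs at day 6. The paper's analysis of stages does not report them. Their median was 40.5 RPKM at day 6, 0.651 at day 5, 1.05 at day 7 and 0.526 in the legs of day 6, and they held 6.33% of the pleuropodia reads of day 6, against 0.263% at day 5 and 0.487% at day 7. Of the 182, 20 averaged over 10 RPKM in pleuropodia again at days 10 to 12. The 182 include the chitinase Sg-cht5-1, at 572 RPKM at day 6 and 7102 at day 12, and the unnamed SgreTa0005906, at 9259 RPKM at day 6. For Sg-cht5-1 the paper's Table S5 also gives pleuropodia above legs at day 6 by RT-PCR. This entry is a direction without a fold, so it does not bear on a peak against days 5 and 7. The paper also shows an RT-PCR time course of this gene as a figure, which was not compared here. From it and the RNA-seq, the paper describes low levels early in secretion and a rise only around day 12. In the paper's RT-PCR on cut embryos, which included day 6, pleuropodia were a major source of this mRNA only at day 12. The other stages of the pleuropodia gave between 3 (day 12) and 94 (day 8-9) such transcripts. In legs the same rule gave 208 transcripts at day 12, the largest number of any leg stage, and the paper places an embryonic moult just before that day.

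These transcripts of day 6 were weighed against mixed samples. RNA of leg tissue of the sampled stages in the library is argued against by 101 of the 182 (55.5%). These stood above all 10 leg libraries, more than any share of RNA of those libraries could bring. Legs of ages between or after the sampled stages were not sequenced, so RNA of such legs stays open. In addition, 161 other transcripts rich in the legs of day 12 lay in the pleuropodia of day 6 at a median of 0.0833% of their leg level, and with the 25 of the 182 that are rich there too, the median was 0.197%. Among legs, 90 of the 182 were highest at day 13 and 53 at day 12, and the 266 transcripts rich in the legs of day 13 lay at a median of 0.0350%. A library of days 8 to 13 is argued against by the other transcripts, over which the library resembled the pleuropodia of day 5 most, with Pearson's r across transcripts of 0.934, followed by day 4 with 0.897 and day 7 with 0.876. A smaller error of age is not excluded by this. RNA of other tissues was not tested and stays open, since no other tissue was sampled.

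A biological explanation is a programme that legs run later. The transcripts of day 6 shared 16 with the 208 of the legs of day 12, 5.49 times the 2.91 of independent lists, and the largest overlap of 10000 lists of similar abundance was 12. This is consistent with a programme shared with the legs of day 12, but the overlap passed only narrowly the 5 times set for this test, covers 16 of the 182 transcripts only, and is no independent evidence, since the values of some of them led to the test. It is not particular to day 12 either, since more of the 182 were highest in the legs of day 13, and 9 of 33 such transcripts of the legs of day 10 were shared, 19.5 times the number of independent lists. With 1 library at day 6 a short event in the embryos and an event in this library cannot be separated.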

How the results depend on the processing

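Of the settings below, pseudocounts of 0.1 and 1, leaving out the pair of day 8-9 without a block, library totals in the principal components and library totals without the 50 most abundant transcripts were chosen after the results had been seen.

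Most results kept their direction and their side of the threshold. Of 2254 values of named transcripts under an alternative, 2193 did, 48 were no longer called, 5 were newly called and 8 turned to the other direction. Of 1938 further values beside the main counts, 1835 stayed and 103 moved by more than their spread or more than 1.5 times. The comparison of days 7 to 9 gave 3969 to 4981 transcripts by limma without 1 replicate, against 5128 with all, and 2793 higher and 2419 lower without the pair of day 8-9. Over days 7 to 13 leaving out 1 day gave 3885 to 5273, against 4839, and the change with age in pleuropodia 6130 to 8019, against 7038. Of the 77 abundant transcripts listed in the paper's Table 1, 71 to 76 were called without 1 replicate and 75 with all.

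The balance of directions depended on the scaling. At days 10 to 12 library totals gave 1750 transcripts lower at the thresholds of fold and RPKM and the mapped reads of Table S2 gave 1783, against 1097 with TMM. Of the 5152 calls with TMM, 4171 were kept with library totals. The median log2 fold change of all transcripts moved by more than 0.1 with these scalings, from -0.10 to -0.55 and -0.57, and with relative log expression it was -0.03. At days 7 to 9 library totals turned the excess of higher transcripts (2774 against 2354) into an excess of lower ones (2069 against 3433). With day as a block, as the libraries of a day vary together in this period, limma called 3647 higher and 3678 lower, but 1285 and 857 at the thresholds of fold and RPKM, and with this block and without the pair of day 8-9 it called 2964 higher and 2664 lower. Over days 7 to 13 library totals gave 1670 higher and 2558 lower, against 2759 and 2080. The mapped reads of Table S2 gave 1995 up and 5732 down with age in pleuropodia, 1852 and 1945 in legs, and 1024 and 2308 for the change of the difference.

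The calls at days 4 to 6 were the least stable. The 12 transcripts of the comparison became 5 with limma-voom, 3 without a filter, 3 with at least 10 reads in every library, 7 with a pseudocount of 0.1 and 0 with day as a block. Without 1 replicate they became 0 to 214: none without any of the 3 leg libraries or the pleuropodia of day 5, and 214 without the pleuropodia of day 4. At an unadjusted p under 0.05 limma had 581 transcripts. The cause was not tested. Dll at days 4 to 6 ranged from -0.92 (without the pleuropodia of day 4) to 0.16 (without those of day 6).

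Leaving out 1 replicate gave 3629 to 7826 transcripts at days 10 to 12, the highest without the legs of day 12. For the change of the difference between periods it gave 2806 to 5435, the highest again without the legs of day 12, and for the change with age in legs 2000 to 4692, with 2000 and 2176 without the legs of days 4 and 5. A filter of at least 10 reads in every library gave 1849 in place of 3562 and 2538 in place of 3857, since it leaves out transcripts that are absent from some libraries.

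Stricter thresholds gave fewer transcripts at days 10 to 12 by construction: 467 higher and 212 lower at a fold over 3 and an RPKM over 50, 563 and 266 at a fold over 2 and an RPKM over 50, and 371 and 149 at an RPKM over 100. The first principal component held 61.7% of the variance on log2(CPM + 1), 48.1% over all transcripts and 57.1% on library totals, against 58.4%. Sg-LyzC-1, number 2 by mean RPKM, was number 9 by reads without division by length, number 5 on day 10 alone, and number 1 on day 11 and number 1 on day 12. The 50 most abundant transcripts held 39.2% of the pleuropodia reads of day 12, and the 10 most abundant 19.8%.

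Among named transcripts, Dll at days 10 to 12 turned from 0.44 to -0.014 with library totals and -0.034 with the mapped reads, and ranged from -0.18 (without the legs of day 12) to 0.92 (without those of day 11). For spo the range was -1.95 to 1.00, with 1.00 without the legs of day 12, and for the change of the difference in Sg-cht5-1, which was 0.98, it was -0.86 (without the pleuropodia of day 12) to 4.32 (without those of day 6). Neither passed limma's threshold in these settings. Sg-cht2, vigilin, catalase and peroxidase lost their call at days 10 to 12 in some settings, as given beside their values. The unnamed SgreTa0007212 and SgreTa0006945, whose difference fell most between periods, were no longer called with limma-voom, nor was Sg-fdl (2.12, adjusted p = 0.26).

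DESeq2 and its regularized logarithm were planned and were not run: the deposited values are RPKM, and the reads recovered from them were used for limma-voom only. With 15186076 reads the pleuropodia of day 8-9 had the lowest depth, and transcripts of a few reads at single stages are limited by it. In simulated data of days 10 to 12, 25 of 50 changes of 2-fold were recovered. Far fewer transcripts were changed there than limma called in the libraries, which makes the adjusted p stricter. The share of 2-fold changes recovered from the libraries themselves is therefore not known.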

Differences from the paper's values

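The tests behind these values were set before the data were examined, except for the comparison of the table headings and the tally of lysozymes.

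The paper reports 781 transcripts higher in pleuropodia at days 10 to 12, at a probability over 0.8 with a fold over 2 and an RPKM over 10. By limma at an adjusted p under 0.05, with the same thresholds of fold and RPKM, 1194 were higher. Among the alternatives set before the data were examined, the counts came within 1.5 times the paper's with library totals (920), the mapped reads of Table S2 (910), at least 10 reads in every library (1031), and without the legs of day 10 (1088) or 11 (1089) or the pleuropodia of day 10 (1111), 11 (1049) or 12 (1127). They did not with relative log expression (1253), limma-voom (1205), no filter (1183), day as a block (1201), without the legs of day 12 (1554) or with all 20 libraries in 1 fit (1361). For transcripts lower in pleuropodia the paper reports 1535, and limma called 1097, within 1.5 times. The lower count was not within 1.5 times with at least 10 reads in every library (773), nor without the legs of day 10 (845) or 11 (819) or the pleuropodia of day 10 (846), 11 (867) or 12 (836), settings that bring the higher count within 1.5 times. Library totals (1750) and the mapped reads of Table S2 (1783) were within 1.5 times for both directions. At the paper's own probability and thresholds the authors' deposited table gives the paper's 781 and 1535.

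In the paper's Table S3 the headings of the pooled days read the other way round from its text, with 781 under DOWN and 1535 under UP. In the authors' deposited table the 781 are higher in pleuropodia, as in the text.

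The paper lists both genes of chitinase 5 as upregulated. Sg-cht5-2 was called higher at days 10 to 12 by limma, and Sg-cht5-1 was not (log2 fold change 4.04, adjusted p = 0.13). Sg-cht5-1 was called without the pleuropodia of day 10 (5.97, adjusted p = 0.029 from limma; adjusted p = 0.029 to 0.30 over the alternatives), and over days 7 to 9 and days 7 to 13. For Sg-cht2 the call of limma has the paper's direction, and 4 of the 6 settings that leave out 1 library end it.

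The paper lists spo as downregulated in the highly secreting pleuropodia. By limma its log2 fold change was -0.95 (adjusted p = 0.66), and without the legs of day 12 it was 1.00 (adjusted p = 0.30). No setting run called it. For dib, the other ecdysone gene that the paper reports as changed, limma gave the paper's direction.

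For the lysozymes the paper's text names more upregulated genes than its Table 4 marks. Of the 6 lysozymes of Table 4 tied to a transcript, limma called 5 higher in pleuropodia and Sg-LyzI-4 lower.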

Other observations

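The test that leaves the most abundant transcripts out of the totals was set before its result was seen, while the tests on Sg-cht5-1 and of other splits of the libraries were chosen afterwards.

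The pleuropodia changed more with age than the legs. By limma, 7038 of 12074 transcripts changed from days 4-6 to days 10-12 in pleuropodia (3780 up and 3258 down) and 3857 in legs (2139 up and 1718 down). The balance of directions rests on the scaling, since library totals gave 2043 up and 5667 down in pleuropodia and 1882 up and 1813 down in legs. Among calls with the same direction at every stage, the largest rise in pleuropodia was that of the lysozyme Sg-LyzC-1, from 0.203 ± 0.183 to 14452 ± 6902 RPKM (SD, n = 3; log2 fold change 14.83, adjusted p = 3.7e-09 from limma), followed by the unnamed SgreTa0005052, which reached 7951 ± 4826 RPKM. Sg-LyzC-1 also rose in legs, by 6.03. The largest falls in pleuropodia were those of the unnamed SgreTa0000374 (4127 ± 2161 to 0.0633 ± 0.0423 RPKM) and SgreTa0004326 (972 ± 961 to 0.158 ± 0.0817 RPKM), and SgreTa0000374 fell most in legs as well (586 ± 802 to 0.0118 ± 0.0205 RPKM). In legs the largest rises were those of SgreTa0007212 (0.137 ± 0.136 to 5037 ± 3547 RPKM) and SgreTa0006587 (0.0619 ± 0.107 to 6489 ± 6600 RPKM), and SgreTa0013144 fell from 494 ± 274 to 8.33 ± 5.92 RPKM. With limma-voom the changes of SgreTa0000374 and SgreTa0006587 in legs were no longer called. For the aquaporin SgreTa0017577 the difference between the tissues rose most between the periods among such calls, by 10.49 (standard error 0.65, adjusted p = 2.4e-06 from limma).

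Only 12 transcripts differed between the tissues at days 4 to 6 by limma, with 581 at an unadjusted p under 0.05. The largest differences were in transcripts without a name, SgreTa0015122 at 122 ± 49.7 RPKM in pleuropodia and 0.158 ± 0.0271 in legs (SD, n = 3; log2 fold change 7.47, adjusted p = 0.0065 from limma), SgreTa0017727 at 20.3 ± 10.3 RPKM and no read in the 3 leg libraries (upper 95% Poisson limits 0.200 to 0.208 RPKM), SgreTa0013443 at 0.454 ± 0.311 and 24.3 ± 13.2 RPKM, and SgreTa0015821 at 0.337 ± 0.358 and 12.0 ± 1.02 RPKM. With day as a block none of the 4 was called, and without the pleuropodia of day 4 the comparison gave 214 transcripts in place of 12. SgreTa0015122 was higher in pleuropodia at days 7 to 9 and at days 10 to 12 too, with log2 fold changes of 5.92 and 5.15 (adjusted p = 0.00019 and 2.4e-05 from limma).

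mRNAs for proteins of chemoreception were among the transcripts that set the pleuropodia apart. An insect pheromone-binding protein A10/OS-D (SgreTa0007025) stood at 1224 ± 469 RPKM in pleuropodia and 1.77 ± 0.511 in legs at days 10 to 12 (SD, n = 3; log2 fold change 9.44, adjusted p = 1.4e-05 from limma), and a protein like sensory neuron membrane protein 1 (SgreTa0009515) at 1189 ± 170 and 3.33 ± 0.855 RPKM (8.73, adjusted p = 2.2e-05). Both were higher at days 7 to 9 as well (2 adjusted over the list alone each time), and as a set they passed limma's camera at days 10 to 12 (adjusted p = 0.0027; adjusted p = 0.082 with an estimated correlation). SgreTa0007025 rose from 0.793 RPKM at day 6 to 344 at day 7, and SgreTa0009515 from 21.0 to 561. Of the 20 abundant transcripts of Table 1 without a protein name, 19 were higher at days 10 to 12 (20 adjusted over the list alone) and 20 at days 7 to 9. The study chose both lists as higher at days 10 to 12, so their direction there is not independent evidence. Of the limb and Hox genes, 3 could be tested at days 10 to 12, where 2 were lower (2 adjusted over the list alone), and all 4 at days 4 to 6, where none was called over all transcripts and 3 were over the list alone.

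With library totals more transcripts were lower than higher in the pleuropodia of days 10 to 12, with 29.8% of the calls higher, against 49.5% with TMM. A candidate explanation is that a few abundant transcripts of the pleuropodia take reads from all others. With the 50 most abundant transcripts of each library left out of the totals, 135 transcripts that hold 24.4% to 31.8% of the reads of the leg libraries and 34.8% to 43.3% of those of the pleuropodia, 40.5% of the calls were higher. This lies between the bound set for that cause, within 5 points of the value with TMM, and the bound set against it, under 40%, so the share due to them stays open. That the pleuropodia hold less of many mRNAs was not tested, since relative values do not give amounts.

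At day 10 Sg-cht5-1 was 3.39 times as high in legs as in pleuropodia, while the paper's Table 1 lists it among the transcripts higher in pleuropodia. The paper's RT-PCR of day 10 in Table S5 has the direction of the libraries. An exchange of the 2 libraries of day 10 is argued against by the other 76 transcripts of Table 1, of which 0 were higher in legs on that day. Its paralog Sg-cht5-2 was 30.9 times as high in pleuropodia as in legs at day 10. The levels of both genes come from the same mapping, so this cannot show whether reads were shared between them. The legs of day 10 stood at 2.98 times the higher of days 8-9 and 11, so the legs of this day were high against their neighbours in age. This test restates the values that led to it, and a rise around an embryonic moult stays untested by these libraries, with 1 per stage. The paper's RT-PCR on cut embryos also found high Sg-cht5-1 in whole embryos at day 10. The paper proposes a possible link with the second embryonic moult, having seen the same for Sg-cht7 but not for Sg-cht10.

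Other splits of the same libraries were compared with the tissues. Over days 7 to 13 the tissues gave 4839 transcripts, and the highest of the other splits gave 1795. Of 100 splits, the real one included and the others drawn from all possible ones, 1 (the real one) gave as many. The tissues thus separate these libraries more than the mixed splits drawn. Libraries ordered by age and paired by day are not exchangeable, so this share does not strictly exclude chance. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split and the highest other gave 5152 and 0 transcripts at days 10 to 12, 12 and 0 at days 4 to 6, and 5128 and 0 at days 7 to 9. They gave 7038 and 1 for the change with age in pleuropodia, and 3857 and 0 for that in legs. In each of these 5 comparisons 1 split, the real one, reached the real count.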
